# Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency

**DOI:** 10.1186/s12943-023-01857-0

**Published:** 2023-09-20

**Authors:** Jong-Wan Kwon, Jeong-Seop Oh, Sang Hyeok Seok, Hyeok-Won An, Yu Jin Lee, Na Yun Lee, Taehun Ha, Hyeon Ah Kim, Gyeong Min Yoon, Sung Eun Kim, Pu-Reum Oh, Su-Hyung Lee, Dominic C. Voon, Dae-Yong Kim, Jun Won Park

**Keywords:** Cancer stem cells, CRISPR/Cas9, Wnt pathway, YAP signaling

## Abstract

**Background:**

Targetable molecular drivers of gastric cancer (GC) metastasis remain largely unidentified, leading to limited targeted therapy options for advanced GC. We aimed to identify molecular drivers for metastasis and devise corresponding therapeutic strategies.

**Methods:**

We performed an unbiased in vivo genome-wide CRISPR/Cas9 knockout (KO) screening in peritoneal dissemination using genetically engineered GC mouse models. Candidate genes were validated through in vivo transplantation assays using KO cells. We analyzed target expression patterns in GC clinical samples using immunohistochemistry. The functional contributions of target genes were studied through knockdown, KO, and overexpression approaches in tumorsphere and organoid assays. Small chemical inhibitors against Bcl-2 members and YAP were tested in vitro and in vivo*.*

**Results:**

We identified *Nf2* and *Rasa1* as metastasis-suppressing genes through the screening. Clinically, *RASA1* mutations along with low *NF2* expression define a distinct molecular subtype of metastatic GC exhibiting aggressive traits. NF2 and RASA1 deficiency increased in vivo metastasis and in vitro tumorsphere formation by synergistically amplifying Wnt and YAP signaling in cancer stem cells (CSCs). NF2 deficiency enhanced Bcl-2-mediated Wnt signaling, conferring resistance to YAP inhibition in CSCs. This resistance was counteracted via synthetic lethality achieved by simultaneous inhibition of YAP and Bcl-2. RASA1 deficiency amplified the Wnt pathway via Bcl-xL, contributing to cancer stemness. *RASA1* mutation created vulnerability to Bcl-xL inhibition, but the additional NF2 deletion conferred resistance to Bcl-xL inhibition due to YAP activation. The combined inhibition of Bcl-xL and YAP synergistically suppressed cancer stemness and in vivo metastasis in RASA1 and NF2 co-deficiency.

**Conclusion:**

Our research unveils the intricate interplay between YAP and Bcl-2 family members, which can lead to synthetic lethality, offering a potential strategy to overcome drug resistance. Importantly, our findings support a personalized medicine approach where combined therapy targeting YAP and Bcl-2, tailored to NF2 and RASA1 status, could effectively manage metastatic GC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12943-023-01857-0.

## Background

Gastric cancer (GC) is a highly aggressive malignancy and it is the fourth leading cause of cancer-related death worldwide [1, 2]. Despite advances in chemotherapy, patients with metastatic GC still have poor outcomes, with a 3-year overall survival of 5% [3, 4]. Targeted approaches based on genetic and molecular features of metastatic GC are urgently required to pave the way for effective therapy. However, options for targeted therapy in metastatic GC are limited. Identification of targetable molecular drivers of metastasis and the development of targeted therapies for metastatic GC are challenging on multiple fronts. Foremost, the molecular and genetic profiles of GC metastasis are not well characterized owing to mutational heterogeneity [5, 6]. Additionally, most somatic mutations in advanced GC arise in tumor suppressor genes [5], complicating efficient targeting and treatment. Furthermore, preclinical models that are genetically well defined and closely mimic human GC malignancy are scarce. Only few genetically well-defined immunocompetent mouse models demonstrating metastasis, which are essential for validating candidate genes associated with GC metastasis, have been reported [7–10]. Notably, advanced, metastatic mouse GC models have been developed through conditional mutations targeting the Wnt, Ras, and p53 pathways in gastric epithelia, expanding our understanding of GC metastasis [7]. Additionally, the *Cdh1*^F/+^;*Trp53*^F/F^;*Smad4*^F/F^ (ChetPS) GC mouse model represents a unique preclinical model that recapitulates the malignant progression of human GC [8, 11, 12]. The ChetPS GC mouse model has provided insights into GC metastasis and therapeutic vulnerability based on genetic features [9, 13]. Further comprehensive gene screening approaches to identify functional drivers of metastasis using such preclinical models may offer valuable clues for rationalized and personalized treatment options for metastatic GC.

Previous studies have identified the B-cell lymphoma 2 (Bcl-2) family of proteins, particularly Bcl-2 and Bcl-xL, as promising targets for suppressing gastrointestinal cancer stemness and metastasis [9, 14]. These are anti-apoptotic proteins that are frequently overexpressed in cancer cells and contribute to tumorigenesis, drug resistance, and metastasis [15]. Beyond a classical role in inhibiting apoptosis, these proteins also play non-canonical roles in promoting carcinogenesis by regulating other cellular processes, including proliferation and differentiation [15, 16]. Although inhibitors of Bcl-2 and Bcl-xL are effective in treating hematopoietic malignancies [17], efficacy is limited in primary solid cancers including GC partly because of a complex microenvironment that promotes cancer cell survival and resistance to treatment. Clinical trials of inhibitors of the Bcl-2 family in advanced GC have shown mixed results, and application in GC is currently limited [18, 19]. However, a potential window for targeting Bcl-2 family members may arise during metastasis of solid tumors [9], where circulating tumor cells or colonizing micrometastatic foci maintain a high level of cancer stemness and are less strongly influenced by the microenvironment, with similarities to hematopoietic malignancies. In addition, combining Bcl-2 family inhibition with other strategies can suppress metastasis in solid cancers [18]. Combination strategies guided by biomarkers to predict the response of inhibitors of the Bcl-2 family in the treatment of metastatic advanced GC have been suggested as a potential solution to the limited effectiveness of these inhibitors in GC.

CRISPR/Cas9 KO pooled libraries have proven to be powerful tools for genetic screening aimed at identifying key regulators involved in malignant progression [20, 21]. In this study, we utilized an in vivo ChetPS GC peritoneal dissemination model and successfully performed unbiased genome-wide CRISPR/Cas9 KO screening. We identified Ras p21 protein activator 1 (Rasa1) and neurofibromin 2 (Nf2*)* as metastasis-suppressing genes. Nf2 deficiency leads to the aberrant activation of cancer pathways, including the Hippo-YAP pathway, and promotes malignant progression in various types of tumor [22, 23]. Rasa1 is a regulator of Ras GDP/GTP, and mutations or aberrant expression of *RASA1* contribute to pathological processes in tumor formation, chiefly via aberrant activation of Ras/RAF/MEK/ERK or Ras/PI3K/AKT signaling [24]. *RASA1* was found to be frequently mutated in GC patients, and most of these mutations represent putative drivers and have attracted interest for further investigation [5, 25]. In non-small cell lung carcinomas, *RASA1* loss-of-function mutations activate the RAS/MAPK pathway, which may sensitize cells to trametinib, a MEK1/MEK2 kinase inhibitor [26]. However, the significance of *RASA1*-inactivating mutations in metastasis has not been characterized in solid cancers, including GC, compared with effects in primary tumors.

In the present study, we discovered that the presence of *RASA1* mutation along with low *NF2* expression can define a distinct molecular subtype of metastatic GC exhibiting aggressive traits. We demonstrated novel consequences of RASA1 and NF2 deficiency in amplifying GC stemness. This amplification is facilitated through the modulation of YAP and Wnt signaling interactions by Bcl-2 family members in CSC-specific nodes. Our findings suggest that the interaction between YAP and Bcl-2 family members can lead to synthetic lethality that would aid in overcoming drug resistance, and combined inhibition of these pathways might provide a selective and effective therapeutic strategy for highly metastatic GC with RASA1 and NF2 deficiency.

## Methods

Detailed methods and associated materials are provided in Supplementary Information (Additional file 1).

### Cells and organoid culture

The genetically engineered mouse GC cells, S1 and S1M, were established in earlier studies [8, 11]. Human GC cell lines including SNU-484 (00484), SNU-668 (00668), SNU-719 (00719), NCI-N87 (60113), and MKN-74 (80104), were obtained from the Korean Cell Line Bank (KCLB). Cells were maintained in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine and 1% penicillin–streptomycin (PS) at 37 °C in a 5% CO_2_ humidified incubator. The HEK-293 (21573) cell line was obtained from KCLB and maintained in DMEM supplemented with 10% FBS and 1% PS.

Mouse stomach organoids were primarily cultured directly from mouse stomach tissues, as described previously [13, 20]. To generate *Trp53* KO mouse stomach organoids (P organoid), the gastric epithelium of Cre-dependent Cas9^+^-*Trp53*^*fl*/*fl*^ mice was used. Once the organoids were established, a Cre-recombinase expression cassette was introduced into the organoids using transfection. Organoids were then grown with nutlin-3 for 1 week to select *Trp53*-KO clones.

### Establishment of KO cell lines

GC cell lines with stable Cas9 expression were established using the PiggyBac transposon system. sgRNA lentiviral vectors were generated following a previously published protocol [27]. The sgRNA sequences for both mouse (67988 and 1000000053, Addgene) and human (67989 and 1000000049, Addgene) were obtained from the gRNA library. For controls, a non-targeting sgRNA sequence (5'-GTGTAGTTCGACCATTCGTG-3') and an intact plasmid backbone with a guide sequence of 5'-GGGTCTTCGAGAAGACAC-3' were used. Generation of KO cells is further detailed in Additional file 1.

### *Preparation of pooled gRNA library and *in vivo* screening*

Mouse Improved Genome-wide Knockout CRISPR Library v2 was a gift from Kosuke Yusa (67988, Addgene) [27]. Briefly, 80% confluent HEK-293 T cells in 150 mm cell culture dishes (11151, SPL) were transfected in Opti-MEM (31985070, Gibco) using 15 µg of Genome-wide Knockout CRISPR Library plasmids, 11.25 µg pLP1, 11.25 µg pLP2, 7.5 µg pLP/VSVG, and Transporter 5 transfection reagent (26008–5, Polysciences). After 16 h, the medium was changed to DMEM (LM001-05, Welgene). After 72 h, viral supernatants were harvested and filtered through a 0.45 µm PES filter (166–0045, Nalgene). For large-scale screening, 24 h after transduction with polybrene (8 µg/ml, H9268, Sigma-Aldrich), cells were selected with puromycin (2 µg/ml, ant-pr-1, InvivoGen) and blasticidin (5 µg/ml, ant-bl-1, InvivoGen) for one passage. After the first passage, 10 million cells expressing sgRNAs were intraperitoneally injected into immunocompetent syngeneic mice. Then, 105 days post injection metastatic nodules in the peritoneal cavity were isolated and genomic DNA was extracted using the AccuPrep® Genomic DNA Extraction Kit (K-3032, Bioneer). We independently repeated the in vivo screening three times (*n* = 10, 15, and 10 for each set). The multiplicity of infection was maintained at < 0.3 during all procedures to prevent multiple transductions of the lentivirus.

#### Tumorsphere formation assay

GC cells dissociated with the TrypLE (Gibco) were passed through a 40-µm cell strainer to obtain single-cell suspensions and minimize the formation of doublets. Then, 10,000 cells were seeded in advanced DMEM/F-12 medium supplemented with 10 mM HEPES, 1 mM N-acetylcysteine, 50 ng/ml epidermal growth factor, 2 mM GlutaMAX, 2% B-27 supplement, and 1% N-2 supplement on low-attachment, 24-well plates. To prevent cell aggregation and promote the formation of intact tumorspheres derived from single cells, constant shaking at 80 rpm was applied (Supplemental Figure 1A). The growth pattern of the tumorspheres was monitored under light microscope (Supplemental Figure 1B). To determine the minimum size of tumorspheres, GFP^+^ and RFP^+^ cells were mixed, seeded, and cultured for 5 days. Tumorspheres larger than 50 µm exhibited a single color, and these tumorspheres were counted (Supplemental Figure 1, C). Cells were treated with drugs at the indicated concentrations and incubated for 5 days.

To evaluate the self-renewal capacity of the cultured tumorspheres of control, *Nf2*-, *Rasa1*-, double-KO S1 cells, subculturing was performed. The primary tumorspheres were collected and dissociated using TrypLE. Single cells were obtained using 40-µm cell strainer. An equal number of single cells were reseeded and cultured for an additional 5 days. The resulting secondary tumorspheres were counted and diameter was measured using ImageJ (https://imagej.nih.gov/ij/).

#### Statistics

Statistical analyses were conducted using GraphPad Prism 8 (GraphPad Software, CA, USA). Values exceeding two times the standard deviation were considered outliers and excluded from the dataset. To compare two groups, a two-tailed Student's t-test was used with significance considered at *P* < 0.05. For comparing three or more groups, one-way ANOVA was performed, followed by a post-hoc Tukey's HSD test for pairwise comparisons.

The probability of survival over time was estimated using Kaplan–Meier survival analysis, with GraphPad Prism 8 software used to generate survival curves and perform log-rank comparisons of survival between groups. Censored observations were taken into account in the analysis, with *P* < 0.05 considered significant.

IC50 values were calculated using GraphPad Prism 8 with a nonlinear regression analysis for dose–response curve fitting. Specifically, the PBS control was set at 100%, and the maximum dose for inhibiting cell viability was set at 0%. The data were then fitted to a dose–response curve to determine the IC50 value. All data are shown as mean ± SD of three technical replicates of one representative biological experiment.

To determine the significance of CRISPR screening results, individual KO of each candidate gene were compared with the results for control S1M cells using Fisher's exact test. For the statistical analysis of GC TMA data, we used IBM SPSS Statistics version 26.0 (IBM Japan, Tokyo, Japan). Fisher's exact test was used to identify correlations between the immunoreactivities of NF2, RASA1, and β-catenin with histological grades, TNM stages, and clinical stages.

## Results

### In vivo* genome-wide CRISPR/Cas9 screening identified Nf2 and Rasa1 as genes suppressing metastasis in GC*

For systematic discovery of novel genes that suppress peritoneal dissemination of GC cells, we performed pooled genome-wide in vivo CRISPR loss-of-function screening using a lentiviral KO library [27]. This library comprises 90,230 single-guide RNAs (sgRNAs) targeting 18,424 mouse genes. We previously established GC cell lines from a ChetPS mouse GC, named S1 and its metastatic variant S1M, which could develop tumors when transplanted into syngeneic mice [11]. S1 cells, while highly malignant, exhibited metastatic capabilities in only a small subset of cells [11, 28]. S1M cells, considered a cancer stem cell (CSC)-like subpopulation, demonstrated enhanced tumorigenicity, metastatic potential, and chemotherapy resistance [9, 11, 28]. Genome-wide screening was performed using S1M cells. In our preliminary experiments, S1M cells rarely developed peritoneal dissemination when intraperitoneally injected into immunocompetent syngeneic hosts. Thus, we designed this screening as a negative selection approach to identify a small subset of winner cells with the KO of a metastasis-suppressing gene. As illustrated in Fig. 1A, three independent biological infections of the pooled lentiviral KO library at an MOI of 0.3 were performed in Cas9-expressing S1M cells. Cas9-expressing S1M cells were established by transfection with a PiggyBac plasmid carrying cDNA encoding Cas9, followed by an antibiotic selection process without single-cell cloning. Ten million pooled KO library cells were intraperitoneally injected into immunocompetent syngeneic mice (Fig. 1A). A portion of the injected cells (10%) was used as an initial representation of the pooled sgRNA library for subsequent amplicon sequencing (hereafter referred to as the input). The input samples comprised 52.5%, 50.6%, and 82.8% of the total sgRNAs in the first, second, and third trials, respectively (Fig. 1B). During the 105-day monitoring period after cell injection, 25.7% (9/35) of the mice injected with KO library cells formed detectable metastases in the abdominal cavity, whereas only 5% (1/20) of the mice injected with non-target control cells exhibited peritoneal dissemination (Fig. 1C). Mice injected with the KO library cells had a shorter survival time than did those injected with control cells as a result of peritoneal dissemination (Fig. 1D). Of the nine mice showing peritoneal dissemination in the KO-library-cell-injected group, five became moribund and were necropsied before the 105-day endpoint, exhibiting severe peritoneal dissemination and an abundance of bloody ascites. In the remaining four mice, intraperitoneal metastases were observed during necropsy at the endpoint (Fig. 1C). All mice injected with control cells survived and were scheduled for sacrifice at 105 days, with only one case of abdominal metastasis observed at necropsy (Fig. 1C). In mice injected with KO library cells, those showing peritoneal dissemination typically developed massive ascites, and metastases were mainly observed on the surface of the diaphragm, peritoneum, mesentery, and liver (Fig. 1E). Histopathologically, poorly differentiated cancer cells were seen to invade the muscle layer (Fig. 1F) and had a high proliferative rate, as assessed using Ki-67 IHC (Fig. 1G).

**Fig. 1:**
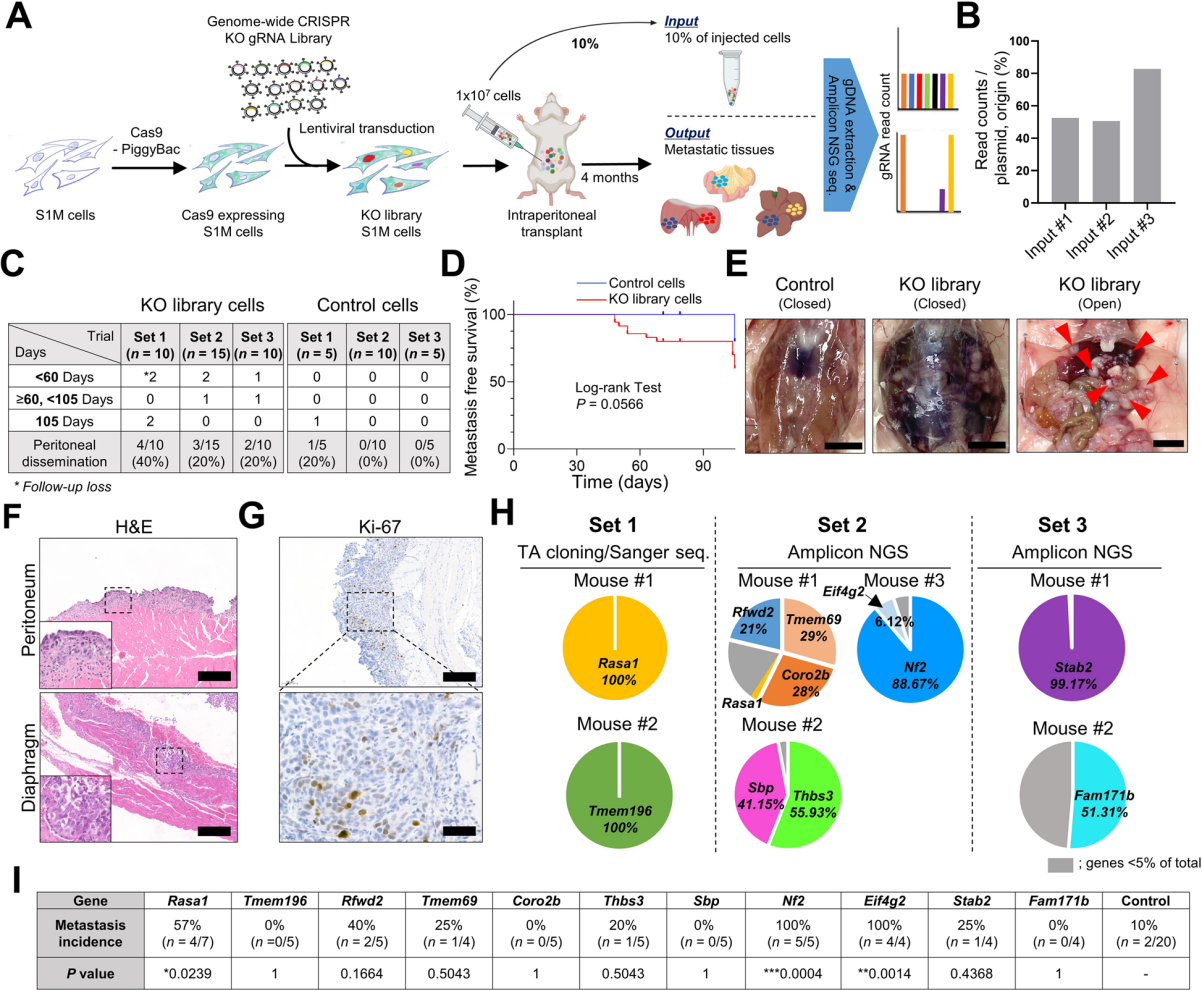
Identification of GC metastasis-suppressing genes using CRISPR KO screening. **A** Schematic of the in vivo genome-wide CRISPR KO screen using a peritoneal dissemination model. **B** KO library coverage rates based on amplicon next-generation sequencing (NGS) analysis of input samples from three independent experiments. **C** Peritoneal dissemination rates in syngeneic mice intraperitoneally injected with KO library and control S1M cells. Necropsy was performed either upon showing clinical signs of malignancy or after 105 days post-injection. **D** Kaplan–Meier survival analysis of metastasis-free survival percentage in syngeneic mice injected with KO library and control S1M cells. The data represent the combined results of three independent screenings of sets. *P* value, Log-rank test was performed to compare the metastasis-free survival. **E** Representative gross images at the point of necropsy of syngeneic mice after intraperitoneal injection with control and KO library S1M cells. Bar = 1 cm. **F** Representative H&E-stained images of metastatic foci developed at peritoneum and diaphragm of syngeneic mice intraperitoneally transplanted with KO library S1M cells. Bar = 200 μm. **G** Representative Ki-67 immunohistochemical images of metastatic foci in the peritoneum from syngeneic mice intraperitoneally transplanted with KO library S1M cells. Bar = (top) 200 μm, (bottom) 50 µm. **H** Enriched gRNA-targeted genes were analyzed using TA cloning with Sanger sequencing (set 1) and amplicon NGS analyses (sets 2 and 3). Each color in pie charts represents a specific gene targeted by the gRNA and shows the relative read counts obtained from each mouse with metastasis. Genes with read counts less than 5% of the total are represented in the gray area. **I** Incidence rates of metastasis after intraperitoneal injection with individual candidate genes-KO cells into syngeneic mice. *P* value, Fisher's exact test; compared with the results of control cells. In all experiments, Student's t-test was used to obtain the p-value for statistical analysis, unless otherwise specified

To identify genes involved in suppressing metastasis, we evaluated CRISPR hits and searched for genes targeted by gRNAs enriched in metastases. Metastatic foci from the liver, peritoneum, diaphragm, and mesentery were collected from the seven mice that exhibited peritoneal dissemination during three independent screenings. sgRNA cassettes integrated into the genome of metastatic cells were enriched and amplified using PCR on the gDNAs of the tissues collected (Fig. 1A). We examined gRNA sequences using TA cloning/Sanger sequencing or amplicon next-generation sequencing (NGS) (Fig. 1A). KO clones occupying more than 5% of the total winner cells in peritoneal metastases of each mouse were included in the candidate list (Fig. 1H). The gene list included *Nf2*, a well-known tumor suppressor, an outcome that validated the effectiveness of the screen in revealing genes altered by in vivo selection pressure. The gene list also contained novel candidates not previously associated with negative regulation of GC metastasis, emphasizing the novelty of our screening approach.

We validated the CRISPR screening results by performing individual KO of each candidate gene using the same lentiviral KO system. We confirmed the targeting efficiency of candidates including *Nf2* and *Rasa1* using western blotting (Supplemental Figure 2, A and C). Peritoneal transplantation of *Rasa1*-, *Nf2*-, and *Eif4g2*-KO S1M cells resulted in peritoneal dissemination in more than 50% of the mice, with statistical significance compared with results for control S1M cells (Fig. 1I and Supplemental Figure 2, B, D, and E). We prioritized *Nf2* and *Rasa1* for further study, given that *EIF4G2* has low clinical relevance given its infrequent driver gene mutations (Fig. 2A) and no discernable link to human GC survival or metastasis (*data not shown*).

**Fig. 2:**
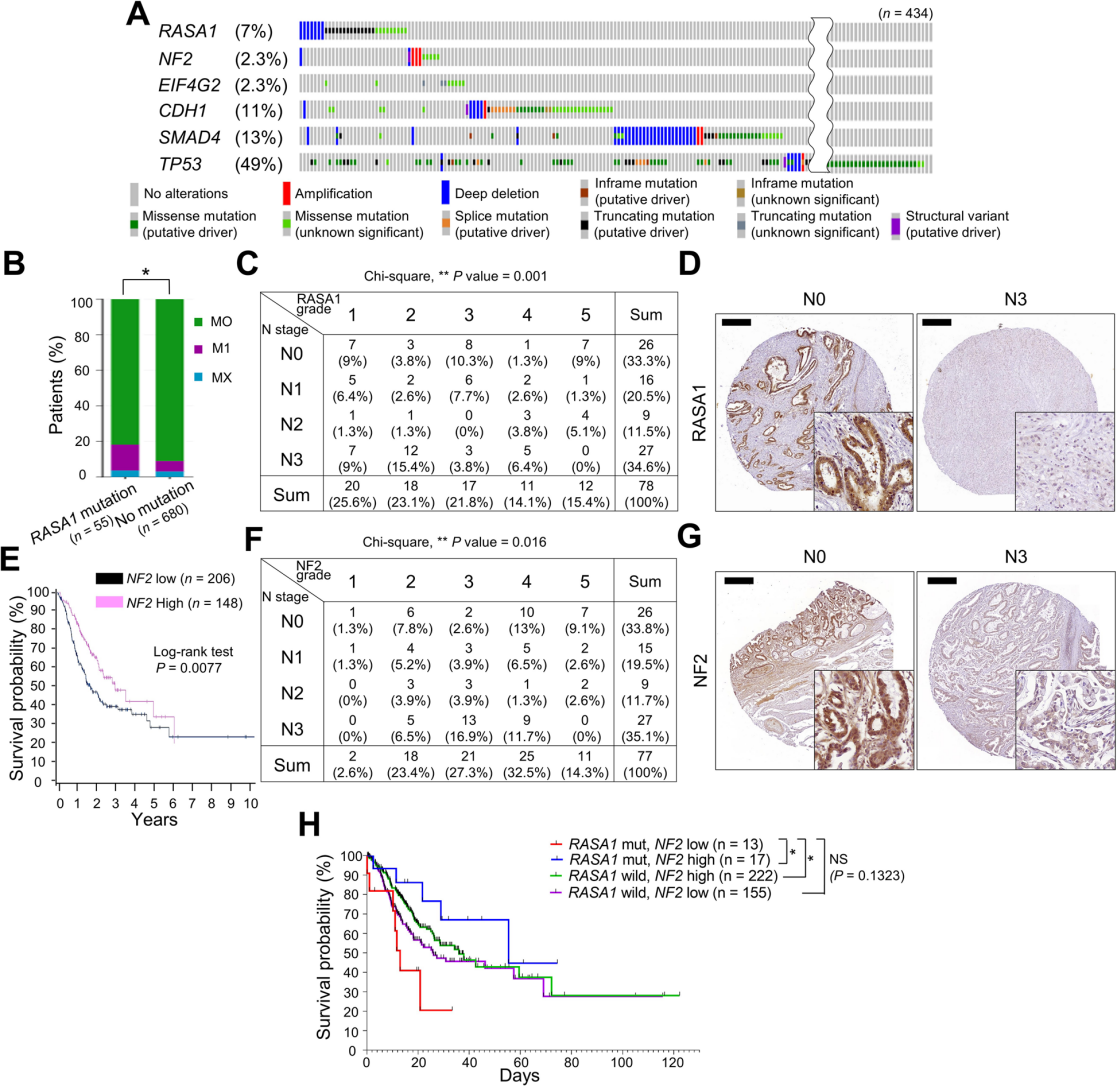
Clinical significance of NF2 and RASA1 deficiency in human GC. **A** Oncoprint of *RASA1*, *NF2*, *EIF4G2*, *CDH1*, *SMAD4*, and *TP53* mutations in GC. Each column represents one patient as identified in The Cancer Genome Atlas (TCGA) dataset. **B** Metastasis stage in GC patients depending on *RASA1* mutation status in TCGA dataset, classified as M0 (no metastasis), M1 (metastasis present), and MX (metastasis cannot be assessed). *P* value, chi-square test. **C** Decreased RASA1 expression was associated with the advanced N stage in human GC tissue microarray (TMA). *P* value, chi-square test. **D** Representative RASA1 immunohistochemical images of human GC TMA tissues according to N stage. **E** Kaplan–Meier plots for the overall survival of patients with GC according to *NF2* mRNA expression in the TCGA dataset. *P* value, log-rank test. **F** Decreased NF2 expression was associated with the advanced N stage in human GC TMA tissues. *P* value, chi-square test. **G** Representative NF2 immunohistochemical images of human GC TMA tissues according to N stage. **H** Kaplan–Meier plots for the overall survival of patients with GC according to *RASA1* mutation and *NF2* mRNA expression in TCGA dataset. *P* value, log-rank test

To investigate the metastatic potential of *Rasa1* and *NF2* deficiency, we used another metastasis model: a splenic injection model that mimics the natural route of GC metastasis, which frequently proceeds to the liver via the portal vein. In this model, *Nf2*-and *Rasa1-*KO S1M cells led to metastases in the liver more efficiently than did control S1M cells after splenic injection (Supplemental Figure 3). Taken together, the gene KO experiments provided strong evidence that *Nf2* and *Rasa1* are important regulators of GC metastasis.

### RASA1 mutations along with low NF2 expression define a distinct molecular subtype of metastatic GC exhibiting aggressive traits

We investigated the clinical relevance of *NF2* and *RASA1* deficiencies in human GC using The Cancer Genome Atlas (TCGA) data [5, 29]. *RASA1* was mutated in 7% of the patients with GC (30/434), and most cases (21/30) involved putative driver mutations, such as deep deletions and truncating mutations (Fig. 2A). *RASA1* mutations did not exhibit a statistically significant correlation, including mutual exclusivity or co-occurrence, with *SMAD4*, *TP53*, and *CDH1* mutations, which are genetically deleted in S1M cells (Fig. 2A). The presence of *RASA1* mutations was correlated with distant metastasis in patients with GC (Fig. 2B). We further investigated the clinical significance of Rasa1 protein levels based on IHC analyses of human GC tissue microarray (TMA) slides (Fig. 2, C and D, and Supplemental Table 1). We identified a negative correlation between Rasa1 expression and N stage (*P* = 0.001) (Fig. 2, C and D), implying that downregulation of *RASA1* is associated with GC metastasis. In addition, significant correlations between Rasa1 levels and other clinicopathological variables, including histological grade, size, and stage, were observed (Supplemental Table 1), indicating the prognostic value of Rasa1 loss.

*NF2* was mutated in 2.3% of patients with GC (10/434)*,* and two cases had a deep deletion, a putative driver resulting in loss of function (Fig. 2A)*.* Although *NF2* driver mutations are infrequent, patients with GC with *NF2*-low characteristics as assessed based on RNA expression levels showed shorter survival times than did those with *NF2*-high characteristics (Fig. 2E). Nf2 protein expression was also significantly associated with N stage (*P* = 0.016), M stage (*P* = 0.001), and histological grade (Fig. 2, F and G, and Supplemental Table 2). Intriguingly, *RASA1*-mutated GC cases with low *NF2* expression showed notably reduced survival compared to other groups, such as *RASA1*-wild and *RASA1*-mutated/*NF2* high cases (Fig. 2H). Underscoring that *NF2* downregulation is a critical determinant of worse clinical outcomes in *RASA1*-mutated patients. This observation suggests a potential cooperative role for *RASA1* and *NF2* deficiency in GC progression. Collectively, these results indicate that *RASA1* and *NF2* deficiency can characterize molecular subtypes of metastatic GC that exhibit aggressive phenotypes.

Using an in vivo peritoneal seeding model with human GC cells, we evaluated the functional contribution of *RASA1* or *NF2* loss to human GC metastasis. To investigate whether *RASA1*- or *NF2*-KO clones had an advantage over wild-type clones in peritoneal propagation, an in vivo competitive assay was conducted using human GC cells. In our preliminary experiments, we evaluated multiple human GC cell lines to identify those capable of peritoneal dissemination in immunodeficient mice. We observed that SNU-484 cells successfully developed peritoneal dissemination when intraperitoneally injected into immunodeficient SCID mice. We generated *RASA1*- or *NF2*-KO SNU-484 cells (Supplemental Figure 4A) and injected them intraperitoneally into NSG or NOD-SCID mice, mixed in equal proportions with non-target control cells (Supplemental Figure 4B). The non-targeting gRNA sequences used for the control cells were designed not to recognize any sequences in the human genome [30]. Five weeks post-injection, we harvested ascites and organs that were sites of metastasis and extracted gRNAs to measure the relative ratio of targeting gRNAs and non-target gRNA, using previously established amplicon NGS or real-time PCR analysis methods [20]. Higher levels of *RASA1*- or *NF2*-targeting gRNAs than of non-target gRNA were detected (Supplemental Figure 4, C and D). Furthermore, *RASA1-*KO cells exhibited more peritoneal dissemination on injection into NSG mice than did control cells (Supplemental Figure 4, E–G). The results indicate that *RASA1* and *NF2* deficiency promotes cellular mechanisms that provide a competitive advantage during metastasis in human GC cells. The growth of SNU-484 cells in monolayers in the presence of 10% serum was not affected by *NF2*- or *RASA1*-KO (Supplemental 5A), suggesting that factors beyond mere growth in differentiation conditions contribute to enhancing cell viability during metastasis.

### NF2 and RASA1 deficiency cooperatively enhance Wnt and YAP signaling in cancer stem cells

To investigate the individual and combined effects of *Nf2* and *Rasa1* loss on metastasis, we used a peritoneal dissemination model in immunodeficient NOD-SCID mice. For this, we generated control, *Nf2*-KO, *Rasa1-*KO, and double-KO S1M cells, each labeled with luciferase (Fig. 3A). After 10 days of peritoneal injection of S1M cells, we examined the bioluminescence signal and subsequently performed necropsy for histopathology. Based on luciferase bioluminescence assessment, we observed that both *Nf2-*KO and *Rasa1-*KO S1M cells demonstrated a significant increase in peritoneal dissemination, compared to control cells, with the double-KO S1M cells demonstrating the most pronounced level of metastasis (Fig. 3B and C). The volume of bloody ascites was remarkably increased in double-KO S1M cells compared to the control and single KO groups (Fig. 3D). Upon evaluating the number of metastatic sites and overall area affected by dissemination through H&E staining (Fig. 3E), we found that *Nf2-*KO and *Rasa1-*KO S1M cells demonstrated a significant increase in peritoneal dissemination compared to control cells. The double-KO S1M cells exhibited the most profound level of metastasis (Fig. 3F).

**Fig. 3:**
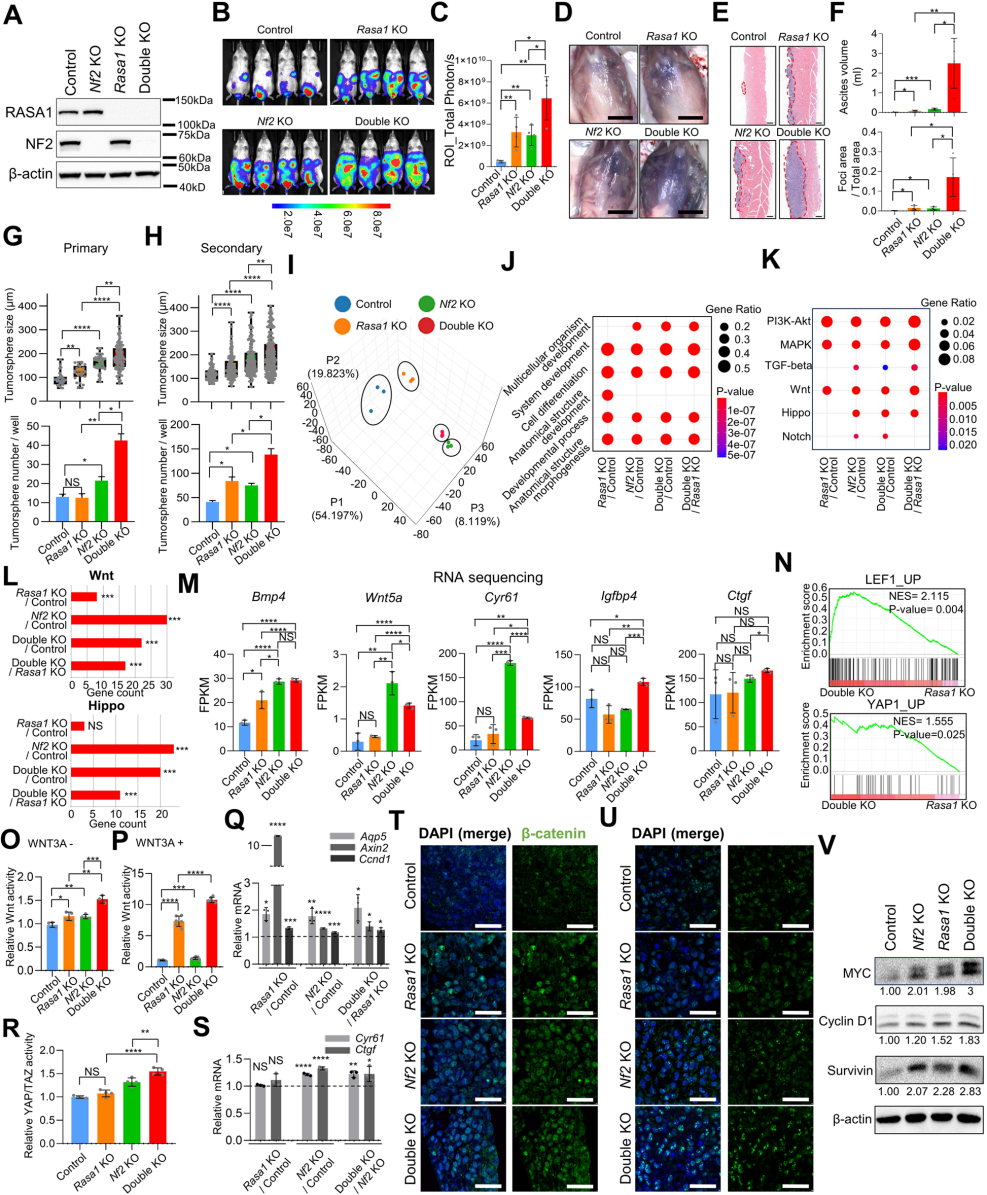
Cooperative enhancement of Wnt and YAP signaling in cancer stem cells by NF2 and RASA1 deficiency. **A** Western blot analysis of RASA1 and NF2 in control and KO S1M cells. **B-F** (**B**) Bioluminescence in vivo imaging of NOD-SCID mice 10 days after intraperitoneal transplantation of control, *Nf2*-, *Rasa1-* and *Nf2*/*Rasa1-double-*KO S1M cells (each of *n* = 4). (**C**) Total bioluminescence signals measured in each mouse. **D** Representative gross and (**E**) H&E images of each group. Red dashed lines indicate tumor area. Bar = (**D**) 1 cm, (**E**) 200 μm. **F** Effect of *Rasa1*- and *Nf2*-deficiency on peritoneal dissemination was evaluated using ascites volume (top) and number of macro-metastatic foci (bottom). **G** and **H** Sphere-forming assay using control, *Rasa*-, *Nf2*-, and *Rasa1*/*Nf2-*double-KO S1 cells. **G** Primary and (**H**) secondary tumorspheres (top) size and (bottom) number was measured. **I** Principal component analysis of RNA profiles obtained from control and KO S1 tumorspheres. Each dot represents a technical replication. **J** and **K** (**J**) GO and (**K**) KEGG pathway enrichment analysis of genes with significant expression changes (> threefold change) in KO cells compared to control cells. **L** Bar chart showing the differential activation of the Wnt and Hippo signaling pathways in KO cells compared to control cells, as determined by KEGG pathway analysis. **M** mRNA expression levels of YAP/TAZ-TEAD target genes in control, *Rasa1*-KO, *Nf2*-KO, and *Rasa1*/*Nf2*-double-KO S1 tumorspheres, as determined by RNA sequencing analysis. **N** Gene set enrichment analysis showing upregulation of Wnt and Hippo/YAP pathway-related genes in double-KO S1 tumorspheres compared to *Rasa1*-KO tumorspheres. **O** and **P** TOP-Flash luciferase reporter assay in control and KO S1M cells, depending on WNT3A stimulation; (**O**) conventional media, (**P**) 25 ng/ml of WNT3A. **Q** Relative mRNA expression of Wnt-dependent transcription (*Aqp5, Axin2, and Ccnd1*) in control and KO S1M cells (WNT3A, 25 ng/ml). **R** and **S** (**R**) HOP-Flash luciferase reporter assay and (**S**) relative mRNA expression of YAP-dependent transcription (*Ctgf* and *Cyr61*) in control, *Rasa1*-, *Nf2*-, and *Rasa1*/*Nf2-*double-KO S1 cells. **T** and **U** Immunofluorescence staining images of control and KO S1 tumorspheres using (**T**) active-β-catenin (green) and (**U**) YAP (green) with DAPI. Bar = 25 μm. **V** Western blot analysis of MYC, Cyclin D1 and Survivin in control and KO S1M cells (WNT3A, 25 ng/ml). Student's t-test was used for statistical analysis, unless otherwise specified

CSCs play a critical role in every step of the metastatic cascade, from cancer cell invasion to survival in the bloodstream, attachment and extravasation, and colonization of the host organ and the subsequent establishment of distant macrometastasis [31]. Consequently, we evaluated the capability of control, *Nf2-*KO, *Rasa1-*KO, and double-KO cells to form tumorspheres. For the tumorsphere formation assay, we selected S1 rather than S1M cells because, unlike S1M cells, which maintain the CSC phenotype even in a monolayer cell culture, S1 cells contain a small subpopulation that remains as CSCs in monolayer cultures [9, 28]. S1 cells were also preferable given their ability to consistently form rounder tumorspheres, as against S1M cells. During primary tumorsphere formation, *Nf2-*KO and *Rasa1-*KO S1 cells showed increased tumorsphere size compared to the control (Fig. 3G). During secondary tumorsphere formation, both *Nf2-*KO and *Rasa1-*KO cells exhibited an increase in size and number, compared to the control (Fig. 3H). The double-KO cells showed an increase in both size and number during primary and secondary tumorsphere formation, compared to control, *Nf2-*KO, and *Rasa1-*KO cells (Fig. 3G and H). These results suggest that the loss of *Rasa1* and *Nf2* cooperatively enhanced cancer stemness. However, the control, *Nf2-*KO, *Rasa1-*KO, and double-KO cells did not affect S1 cell growth in monolayers in the presence of 10% serum (Supplemental Figure 5), thereby highlighting the specificity of *Rasa1* and *Nf2* loss in promoting GC stemness.

Using RNA-sequencing analysis, we investigated the transcriptomic differences among control, *Nf2-*KO, *Rasa1-*KO, and double-KO S1 tumorspheres (GEO239457). 

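Total RNA of S1 tumorspheres was sequenced after removal of rRNA, with 3 libraries in each of the 4 groups. S1 is a cell line from a ChetPS mouse gastric cancer, and tumorspheres are the round clusters that its cells form in suspension. The labels of the samples call the cells a monolayer, whereas the paper describes tumorspheres. The legend of Fig. 3I calls each dot a technical replication, so every SD describes the spread between libraries, which were not stated to come from separate cultures. The standard errors and the p-values of the edgeR, camera and fry tests rest on the same spread. If the libraries of a group share a culture, these p-values do not cover variation between cultures or between separately made knockout cells. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with HISAT, quantified genes with StringTie, and deposited read counts, FPKM and TPM per gene. The tables held the same genes in all 12 libraries, each with at least 1 count in every library. Counts per library summed to between 43818139 and 95340850 in control (median 69091487). They summed to between 81566766 and 85170568 in the libraries labelled *Rasa1*-KO (median 83520815) and to between 84440583 and 87751112 in *Nf2*-KO (median 86432890). Those labelled double-KO summed to between 76472023 and 96674463 (median 78451665). Libraries of the same group differed by more than the sampling noise, with a median chi-square per gene between 2.74 and 57.3 against 0.455 from sampling alone. From the counts, groups were compared with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, in 1 fit over all 12 libraries and 18053 genes that passed a filter on low counts.
The genes targeted by the knockouts were measured first. *Nf2* (Entrez gene 18016) lies on chromosome 11 of GRCm38 from 4757639 to 4849544. It had 58.2 ± 2.82 CPM (SD, n = 3) in control and 13.6 ± 0.631 CPM (SD, n = 3) in *Nf2*-KO, a log2 fold change of -2.10 (standard error 0.09, edgeR adjusted p = 2.5e-08). The libraries labelled *Rasa1*-KO had 11.9 ± 0.253 CPM (SD, n = 3) of *Nf2*, a log2 fold change against control of -2.29 (standard error 0.09, edgeR adjusted p = 2.9e-08). Those labelled double-KO had 58.9 ± 3.30 CPM (SD, n = 3) of *Nf2*, a log2 fold change of 0.02 (standard error 0.09, edgeR adjusted p = 0.93). Leaving out 1 library at a time kept the *Nf2* value of the labelled *Rasa1*-KO between -2.34 and -2.25 and that of the labelled double-KO between -0.03 and 0.07. *Rasa1* (Entrez gene 218397) lies on chromosome 13 from 85214699 to 85289486. It had 71.3 ± 9.54 CPM (SD, n = 3) in control, 31.9 ± 2.27 CPM in the libraries labelled *Rasa1*-KO and 20.5 ± 2.80 CPM in those labelled double-KO. The log2 fold changes of *Rasa1* against control were -1.16 (standard error 0.13, edgeR adjusted p = 3.4e-05) and -1.79 (standard error 0.13, edgeR adjusted p = 5.5e-05), respectively. In *Nf2*-KO, *Rasa1* had 98.5 ± 2.21 CPM, a log2 fold change of 0.47 (standard error 0.13, edgeR adjusted p = 0.011) that fell short of the threshold when only these groups were fitted. A knockout by small insertions or deletions can leave the level of an mRNA unchanged. The *Nf2* values go against the labels *Rasa1*-KO and double-KO, so these groups are named by their labels and values with both labels exchanged are given beside the others. With exchanged labels, *Nf2* was unchanged in *Rasa1*-KO and reduced in double-KO.

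**Figure D1:**
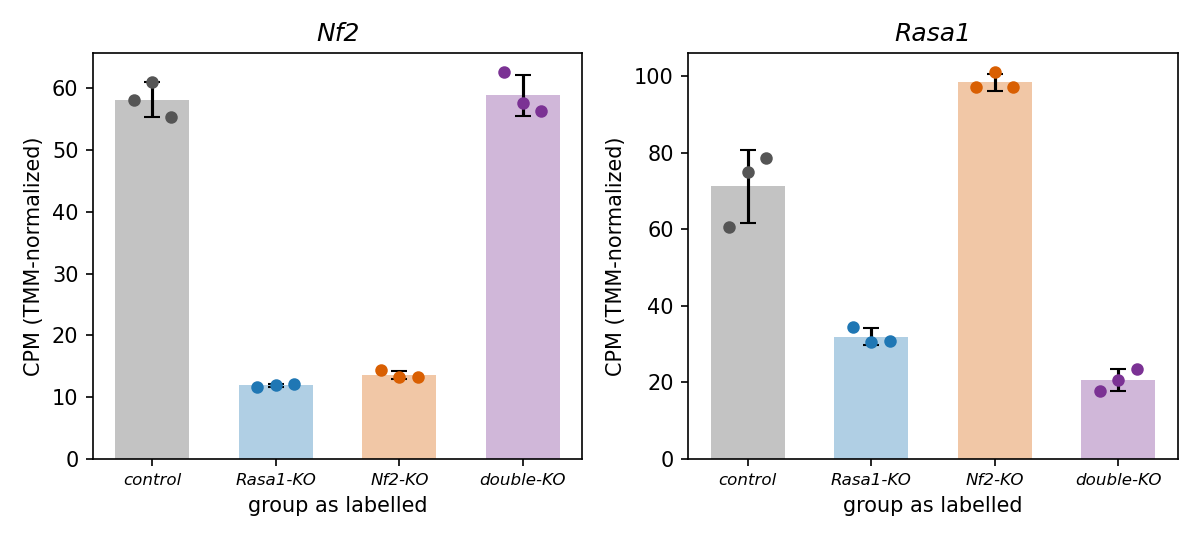
CPM (TMM-normalized) of *Nf2* and *Rasa1* in each library of the 4 groups as labelled. Points are libraries, bars are means and error bars are SDs (n = 3); *Nf2* lies between 11.6 and 12.1 CPM in the libraries labelled *Rasa1*-KO and between 56.4 and 62.6 CPM in those labelled double-KO.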

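The distances between the libraries were computed from the log2 CPM (prior count of 2) of all 18053 genes tested. The components 1, 2 and 3 held 51.6%, 21.1% and 8.10% of the variance. For 10 of the 12 libraries, the nearest library was of the same group. The smallest distance between libraries of different groups was 71.1, between a library labelled *Rasa1*-KO and an *Nf2*-KO library. The largest distance within a group was 168, between 2 control libraries, which gave a ratio of 0.423 between groups to within groups. This ratio rose to 0.795 without the control library that has no number and to 0.564 without control library 2, choices made after the data were seen. Libraries labelled *Rasa1*-KO lay on average 73.7 from those of *Nf2*-KO and 150 from control, while those labelled double-KO lay 134 from *Nf2*-KO and 109 from control. Within groups, the mean distance was 125 in control, 75.9 in the libraries labelled double-KO, 52.3 in those labelled *Rasa1*-KO and 52.2 in *Nf2*-KO.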

A principal component analysis highlighted distinct clustering of the control, *Nf2-*KO, *Rasa1-*KO, and double-KO S1 tumorspheres (Fig. 3I). Distinct changes in the transcriptome induced by *Rasa1-* and *Nf2-*KO were observed (Supplemental Figure 6A). 

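By the authors' rule of a fold change of at least 3 and a raw p under 0.05, 1673 genes differed between the libraries labelled *Rasa1*-KO and control, 570 higher and 1103 lower. In *Nf2*-KO, 2055 genes differed from control, 678 higher and 1377 lower. The labelled double-KO differed from control in 367 genes, 104 higher and 263 lower. Between the libraries labelled double-KO and *Rasa1*-KO, 1021 genes differed, 657 higher and 364 lower in the former. The counts against control with exchanged labels were 367 for *Rasa1*-KO and 1673 for double-KO. The count of the labelled double-KO rose to 805 (100 higher, 705 lower) without the control library that has no number. It dropped to 142 (75 higher, 67 lower) when the adjusted p was used in place of the raw p. Without control library 2 it was 298, with 192 higher and 106 lower, so the balance of directions turned over. In simulated counts of 2 unchanged groups of 3 libraries, the same rule called 66 of 18098 genes, and 0 of them had an adjusted p under 0.05. In 20 simulations with the spread of each group's own libraries, it called a mean of 159 genes (142 to 184) in an unchanged double-KO group and 113 (96 to 134) in an unchanged *Rasa1*-KO group.
Of the genes called in the libraries labelled *Rasa1*-KO, 1265 were also called in *Nf2*-KO in the same direction and 1 in the opposite direction. Across genes, which are not independent replicates, the log2 fold changes of these groups correlated with r = 0.902. Groups compared with the same control libraries share chance values: simulated unchanged groups gave a mean of 46 shared genes and r = 0.304. *Nf2*-KO and the libraries labelled double-KO shared 147 genes in the same direction and 27 in the opposite direction with r = 0.497, against 62.7 genes and r = 0.282 in the simulation. For the libraries labelled *Rasa1*-KO and double-KO, 118 genes were shared in the same direction and 10 in the opposite direction with r = 0.533. The simulation gave a mean of 63.2 shared genes (highest 80), below the number observed, and r = 0.795, above the r observed.
Among genes with an adjusted p under 0.05, more than 3 counts in every library and no overlap between the libraries of the groups, which chance gives for 10% of genes, *Serpinb7* rose most in *Nf2*-KO. Its log2 fold change was 6.06 (standard error 0.26, edgeR adjusted p = 2.4e-08), from 0.502 ± 0.197 to 32.5 ± 2.23 CPM (SD, n = 3). *Serpinb7* also rose most in the libraries labelled *Rasa1*-KO, with a log2 fold change of 5.62 (standard error 0.25, edgeR adjusted p = 6.7e-08). *Olfm4* fell by 7.61 on the log2 scale in *Nf2*-KO (standard error 0.48, edgeR adjusted p = 3.9e-07), and *Pigr* fell by 8.00 in the libraries labelled *Rasa1*-KO (standard error 1.09, edgeR adjusted p = 1.6e-04). *Mgat4c* rose most in the libraries labelled double-KO, by 3.39 (standard error 0.61, edgeR adjusted p = 0.0072), and *Fmo2* fell by 4.41 (standard error 0.31, edgeR adjusted p = 5.5e-05).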

Gene Ontology (GO) enrichment analysis of genes displaying >3-fold change in expression across comparisons demonstrated prominent shifts within biological processes (Supplemental Figure 6B). Specifically, the processes of development and morphogenesis underwent conspicuous changes due to *Nf2*-and *Rasa1*-KO (Fig. 3J). This further strengthens our hypothesis that NF2 and RASA1 deficiency induces changes in cancer stemness, as CSCs are capable of mimicking and modifying normal developmental processes to support cancer cell survival and proliferation [32].

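Of the 4824 genes tested that belong to any Reactome set, 325 belong to Developmental Biology. Of these, 30 were called in the libraries labelled *Rasa1*-KO, 1.07 times the number given by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1 over 36 tests of 9 sets). In *Nf2*-KO 51 were called, 1.35 times the number given by chance (Fisher's exact test, adjusted p = 0.099), and this adjusted p ranged from 0.015, without control library 1, to 0.55 over the alternatives. Among the genes called in the labelled double-KO, 11 belonged to the set, 1.67 times the number given by chance (Fisher's exact test, adjusted p = 0.33). Extracellular matrix organization, with 177 genes, was enriched 2.69-fold in the libraries labelled *Rasa1*-KO (41 genes, Fisher's exact test, adjusted p = 3.0e-08). Its enrichment was 2.43-fold in *Nf2*-KO (50 genes, Fisher's exact test, adjusted p = 2.4e-08) and 3.06-fold in the libraries labelled double-KO (11 genes, Fisher's exact test, adjusted p = 0.0074). The last value no longer passed the threshold without the control library that has no number (1.91-fold) or without control library 2 (2.14-fold), and its adjusted p ranged from 0.0079 to 0.24 over the alternatives. These tests exchange with the labels, and the GO terms of the paper were not analysed here.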

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes with > threefold changes in *Rasa1-* and *Nf2-* KO tumorspheres compared to that in controls revealed the most pronounced changes in Pathways in cancer (KEGG 05200) (Supplemental Figure 6C). Consequently, a concentrated examination of oncogenic signaling pathways [29] indicated that *Rasa1-, Nf2-,* double*-* KO tumorspheres activated various oncogenic pathways when compared to controls (Fig. 3K). 

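The KEGG pathways of Fig. 3K were not analysed here, and Reactome sets of the same pathways were tested on the genes called. Of 68 tested genes of PI3K/AKT activation, 6 were called in the libraries labelled *Rasa1*-KO, 8 in *Nf2*-KO and 4 in those labelled double-KO. The last number was 2.90 times that given by chance (one-sided Fisher's exact test, adjusted p = 0.29). Signaling by NOTCH held 5, 6 and 1 called genes of 66, and Signaling by TGF-beta Receptor Complex 1, 3 and 0 of 68, in the same order. Signaling by Wnt, with 204 genes, held 15, 20 and 2. In these sets, adjusted p-values of the comparisons with control were 0.29 or higher. The RAF/MAP kinase cascade, with 10 genes, and the genes stimulated by YAP1 and WWTR1 (TAZ), with 8, held 0 called genes against control. Chance gives at most 1.16 and 0.930 called genes in these sets, so they are too small to decide. An exchange of labels makes the numbers of the labelled *Rasa1*-KO and double-KO change places.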

The loss of RASA1 provided cancer cells with a survival advantage via the Ras/RAF/MEK/ERK pathway [24]. 

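A list of 10 genes that respond to ERK signaling (*Phlda1*, *Spry2*, *Spry4*, *Dusp4*, *Dusp6*, *Ccnd1*, *Epha2*, *Epha4*, *Etv4* and *Etv5*) was fixed before the values were seen. In the libraries labelled *Rasa1*-KO, 7 of the 10 genes were higher than in control, with a mean log2 fold change of 0.41. The gene set test camera, with an inter-gene correlation of 0.01, gave an adjusted p = 0.031 over 16 tests of 4 lists in 4 comparisons. Of the single genes, 6 were higher and 1, *Phlda1*, was lower with an adjusted p under 0.05 over all genes tested, and the counts adjusted over the list alone were also 6 and 1. *Epha2* rose by 1.56 (standard error 0.14, edgeR adjusted p = 1.0e-05), whereas *Phlda1* fell by 1.53 (standard error 0.39, edgeR adjusted p = 0.0085). Without the control library that has no number, the mean was 0.31 with an adjusted p = 0.52, and over all alternatives the adjusted p ranged from 8.4e-05 to 0.52. In *Nf2*-KO the mean of the list was 0.22 (camera, adjusted p = 0.090), and without control library 1 it passed the threshold with 0.27. For the labelled double-KO it was 0.30 (camera, adjusted p = 0.012), which is the value of *Rasa1*-KO when the labels are exchanged. It was 0.20 and no longer passed the threshold without the control library that has no number. The difference between the labelled groups was -0.11 (camera, adjusted p = 0.098). All 4 comparisons passed the threshold under fry, which tests the list without comparing it with other genes.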

As anticipated, the MAPK signaling pathway emerged as one of the most significantly affected in *Rasa1-*KO tumorspheres (Fig. 3K). NF2 deficiency activates Hippo/YAP signaling, which facilitates tumorigenesis and metastasis [23]. In line with this, we observed distinct enrichment of the Hippo/YAP signaling pathway in the context of *Nf2*-KO (Fig. 3, K and L). 

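A list of 22 YAP/TAZ-TEAD target genes, fixed before the values were seen, had a mean log2 fold change of 0.71 in *Nf2*-KO against control, with 14 of the 22 genes higher (camera, adjusted p = 0.079). Under fry, its adjusted p was 0.0039. Over the alternatives, its adjusted p ranged from 0.0039 to 0.55, the highest without the control library that has no number, and it passed the threshold without control library 1 or 2 (means of 0.78 and 0.79). Of the single genes, 11 were higher and 4 were lower in *Nf2*-KO with an adjusted p under 0.05 over all genes tested, and 11 and 5 when adjusted over the list alone. *Ccdc80* rose most, by 3.78 (standard error 0.56, edgeR adjusted p = 2.2e-04), and *Amotl2* rose by 2.91 (standard error 0.20, edgeR adjusted p = 7.1e-07). *Fjx1* fell by 2.45 (standard error 0.30, edgeR adjusted p = 5.1e-05). For the labelled *Rasa1*-KO, the mean of the list was 0.57 (camera, adjusted p = 0.079), with 10 genes higher and 4 lower, also when adjusted over the list alone, and it too passed the threshold without control library 1 or 2 (0.66 in each). For the labelled double-KO, it was 0.28 with 16 of 22 genes higher (camera, adjusted p = 0.031), and the adjusted p was 0.60 without the control library that has no number (range over the alternatives 0.0041 to 0.60). Without the library labelled double-KO 3, the mean of 0.24 did not pass the threshold either. With all libraries, 5 genes were higher and 1 was lower in the labelled double-KO over all genes tested, and 8 and 2 when adjusted over the list alone. Under fry the list passed the threshold in each comparison with control. The means of *Rasa1*-KO and double-KO change places when the labels are exchanged. Of the Reactome set Signaling by Hippo, 1 of 20 tested genes was called in *Nf2*-KO (Fisher's exact test, adjusted p = 1). Chance gives 2.33 called genes in this set, which is too small to decide.

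**Figure D2:**
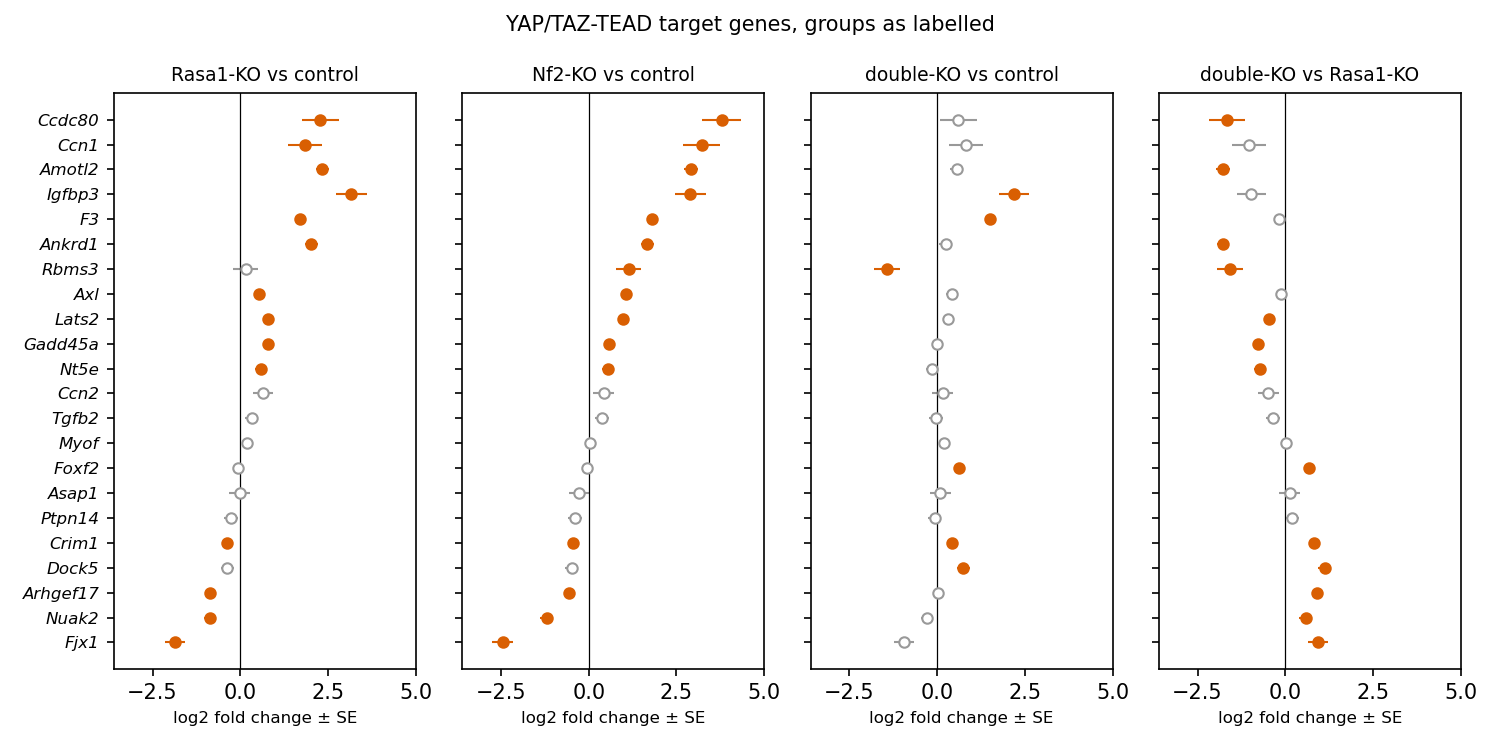
Log2 fold changes of the 22 YAP/TAZ-TEAD target genes in 4 comparisons of the groups as labelled. Points are fitted values from 3 libraries per group with standard errors, and filled points have an edgeR adjusted p under 0.05; in *Nf2*-KO 11 filled points lie above 0 and 4 below.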

Upon examining the YAP/TAZ-TEAD target gene [33], we indeed found significant increases or upward trends of these target genes in *Nf2*- KO and *Nf2*/*Rasa1* double- KO tumorspheres compared to controls (Fig. 3M). 

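The 5 genes of Fig. 3M were measured in FPKM as the authors deposited them, and tested on the counts. *Bmp4*, on chromosome 14 of GRCm38 from 46383525 to 46390669, had 11.7 ± 1.03 FPKM (SD, n = 3) in control, 28.7 ± 1.10 in *Nf2*-KO, 29.2 ± 0.697 in the libraries labelled *Rasa1*-KO and 21.0 ± 3.51 in those labelled double-KO. Its log2 fold changes against control were 1.36 in *Nf2*-KO (standard error 0.11, edgeR adjusted p = 2.3e-06) and 0.95 in the libraries labelled double-KO (standard error 0.11, edgeR adjusted p = 6.2e-04). *Wnt5a*, on chromosome 14 from 28504543 to 28527448, had 0.300 ± 0.267 FPKM in control, 2.11 ± 0.365 in *Nf2*-KO, 1.42 ± 0.0794 in the libraries labelled *Rasa1*-KO and 0.454 ± 0.0326 in those labelled double-KO. It rose by 3.09 in *Nf2*-KO (standard error 0.64, edgeR adjusted p = 0.0024) but by 0.89 in the libraries labelled double-KO (standard error 0.62, edgeR adjusted p = 0.45). *Cyr61*, listed as *Ccn1* on chromosome 3 from 145646971 to 145649985, had 20.6 ± 11.4 FPKM in control, 180 ± 4.88 in *Nf2*-KO, 66.8 ± 1.74 in the libraries labelled *Rasa1*-KO and 33.3 ± 19.7 in those labelled double-KO. It rose by 3.21 in *Nf2*-KO (standard error 0.52, edgeR adjusted p = 4.7e-04) and by 0.82 in the libraries labelled double-KO (standard error 0.49, edgeR adjusted p = 0.37). *Igfbp4*, on chromosome 11 from 99040005 to 99052655, had 81.6 ± 13.6 FPKM in control, 65.2 ± 0.467 in *Nf2*-KO, 108 ± 5.63 in the libraries labelled *Rasa1*-KO and 57.4 ± 13.5 in those labelled double-KO. It changed by -0.27 in *Nf2*-KO (standard error 0.18, edgeR adjusted p = 0.24) and by -0.40 in the libraries labelled double-KO (standard error 0.18, edgeR adjusted p = 0.23). *Ctgf*, listed as *Ccn2* on chromosome 10 from 24595442 to 24598683, had 117 ± 50.4 FPKM in control, 149 ± 7.30 in *Nf2*-KO, 166 ± 4.40 in the libraries labelled *Rasa1*-KO and 121 ± 42.0 in those labelled double-KO. It changed by 0.43 in *Nf2*-KO (standard error 0.30, edgeR adjusted p = 0.26) and by 0.16 in the libraries labelled double-KO (standard error 0.30, edgeR adjusted p = 0.80). When the labels are exchanged, the values of the libraries labelled *Rasa1*-KO become those of double-KO. These were log2 fold changes of 1.45 for *Bmp4* (edgeR adjusted p = 2.4e-06), 2.58 for *Wnt5a* (edgeR adjusted p = 0.0070) and 1.84 for *Ccn1* (edgeR adjusted p = 0.012). They were 0.52 for *Igfbp4* (edgeR adjusted p = 0.038, and from 0.0031 to 0.12 over the alternatives) and 0.65 for *Ccn2* (edgeR adjusted p = 0.10). The call of *Igfbp4* in the labelled *Rasa1*-KO was lost in 5 of the 6 fits that each left out 1 library, and kept without the control library that has no number (0.69). In the labelled double-KO, *Igfbp4* passed the threshold without library 1 of that label (-0.63), and *Ccn2* changed sign without the control library that has no number (-0.13). With a block by the numbers in the names of the tables, chosen after the data were seen, *Ccn1* (0.76) and *Igfbp4* (-0.41) passed the threshold in the labelled double-KO, where their adjusted p-values ranged from 7.1e-04 to 0.69 and from 0.014 to 0.59 over the alternatives. Fitted with only the libraries of the groups compared, *Bmp4* in the labelled double-KO (edgeR adjusted p = 0.086) and *Wnt5a* in the labelled *Rasa1*-KO (edgeR adjusted p = 0.057) did not pass the threshold. Over the alternatives, these adjusted p-values ranged from 2.5e-14 to 0.086 and from 6.0e-06 to 0.057. *Bmp4* and *Ccn2* each overlap a lncRNA gene, and the paper's text does not state whether reads were counted by strand.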

In GC patients with *RASA1* mutations, survival is significantly reduced when *Nf2* expression is low (Fig. 2H). To investigate the signaling pathways involved in this process, the KEGG results clearly highlighted the significance of Wnt and Hippo signaling pathways in double-KO versus *Rasa1*-KO tumorspheres (Fig. 3, K and L). 

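Of the 1021 genes that differed between the libraries labelled double-KO and *Rasa1*-KO, 267 belong to any Reactome set. Signaling by Wnt held 11 of them, 0.974 times the number given by chance (one-sided Fisher's exact test, adjusted p = 1), with 4 higher in the labelled double-KO. Signaling by Hippo held 1, 0.903 times that number (Fisher's exact test, adjusted p = 1). The genes stimulated by YAP1 and WWTR1 (TAZ) held 1, 2.26 times that number (Fisher's exact test, adjusted p = 1). Chance gives 1.11 called genes in Signaling by Hippo and 0.443 in the YAP1 and WWTR1 set, so both are too small to decide. Exchanged labels leave these counts as they are and reverse the direction of each gene.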

The Wnt signaling pathway is involved in the regulation and support of CSCs in GC and plays an essential role in gastric carcinogenesis [34–36]. Wnt and YAP signaling activities in CSCs and the intimate crosstalk between these two signals play an important role in CSC biology [37]. Further, we performed gene set enrichment analysis (GSEA) on double-KO vs. *Rasa1-*KO tumorspheres. 

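In the libraries labelled double-KO against those labelled *Rasa1*-KO, the list of 22 YAP/TAZ-TEAD target genes had a mean log2 fold change of -0.30, with 9 of 22 genes higher (camera, adjusted p = 0.36). With exchanged labels this mean is 0.30. Of the single genes, 6 were higher and 7 lower with an adjusted p under 0.05, over all genes tested and adjusted over the list alone. *Ankrd1* and *Amotl2* each fell by 1.78 (standard errors 0.18 and 0.19, edgeR adjusted p = 4.2e-05 and 5.8e-05), and *Dock5* rose by 1.12 (standard error 0.19, edgeR adjusted p = 0.0012). Of the genes of Fig. 3M, *Bmp4* fell by 0.50 (standard error 0.11, edgeR adjusted p = 0.0051) and *Igfbp4* by 0.92 (standard error 0.18, edgeR adjusted p = 0.0031). *Wnt5a* fell by 1.69 (standard error 0.60, edgeR adjusted p = 0.053), and this adjusted p ranged from 3.6e-05 to 0.12 over the alternatives. *Ccn1* fell by 1.03 (standard error 0.49, edgeR adjusted p = 0.13) and *Ccn2* by 0.48 (standard error 0.30, edgeR adjusted p = 0.24). All 5 genes are higher in double-KO when the labels are exchanged. The gene sets of Fig. 3N were not analysed here.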

Gene sets related to Hippo/YAP signaling were significantly enriched in double-KO tumorspheres compared to those in *Rasa1*-KO tumorspheres (Fig. 3N). 

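A list of 19 Wnt/β-catenin target genes, fixed before the values were seen and of which the tables held 16, had a mean log2 fold change of 0.29 in the libraries labelled double-KO against those labelled *Rasa1*-KO (camera, adjusted p = 0.69). Of these, 8 of 16 genes were higher. Single genes with an adjusted p under 0.05 were 4 higher and 2 lower over all genes tested, and 6 higher and 3 lower adjusted over the list alone. *Axin2* rose by 1.75 (standard error 0.20, edgeR adjusted p = 8.6e-05) and *Lgr5* by 1.64 (standard error 0.19, edgeR adjusted p = 1.2e-04). *Ccnd1* fell by 1.00 (standard error 0.13, edgeR adjusted p = 1.7e-04). The 7 Wnt-dependent genes that the paper names for these cells and S1M cells had a mean of -0.11 (camera, adjusted p = 0.98), with 3 higher and 2 lower, and 3 and 3 adjusted over the list alone. *Aqp5* of this list fell by 3.32 (standard error 0.26, edgeR adjusted p = 6.4e-06). These signs reverse with exchanged labels. Of the 7 genes, 5 are shared with the other list. Against control, the list of 16 had means of -0.22 in the libraries labelled *Rasa1*-KO, -0.26 in *Nf2*-KO and 0.07 in those labelled double-KO (camera, adjusted p = 0.92, 0.78 and 0.32). Each of these 3 changed sign without control library 2 or without the control library that has no number, to 0.12, 0.08 and -0.16, and the last also without the library labelled double-KO 2 (-0.04). Without control library 2, the last was 0.43 and passed the threshold. The 7 genes had means of 0.39, 0.52 and 0.29 (camera, adjusted p = 0.57, 0.36 and 0.057), which passed the threshold under fry, whereas the list of 16 did not. The last of the 7-gene means also passed it in 4 of the 6 fits that each left out 1 library, with values up to 0.42 without control library 2. The *Aqp5*, *Ccnd1* and *Lgr5* genes each overlap another gene of the annotation.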

Gene sets linked to Wnt signaling were also notably elevated in double-KO tumorspheres relative to those in *Rasa1*-KO tumorspheres (Fig. 3N). Based on these findings, we hypothesized that the simultaneous KO of both genes may have a synergistic or additive effect on the upregulation of Wnt and YAP signaling, compared to the individual KO of *Nf2* or *Rasa1*.

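Additivity was tested as the difference between the change on adding the *Nf2* knockout to *Rasa1*-KO and its change in control cells, on the log2 scale. With the labels, 9454 of 18053 genes departed from additivity with an adjusted p under 0.05, 4950 above and 4504 below the sum of the single knockouts. With exchanged labels, 1157 genes did, 485 above and 672 below the sum. Leaving out 1 library at a time gave between 8244 and 11888 genes with the labels. With exchanged labels, the count was not stable. It was 4603 (2006 above, 2597 below) without the control library that has no number and the library labelled double-KO 1. This choice was made after the data were seen. A value above the sum is no synergy where both single knockouts lowered the gene. With all libraries, 5 of 4447 departing genes higher in both single knockouts lay above the sum with the labels. With exchanged labels, 1 of 614 did. Of departing genes lower in both, 3 of 4859 and 3 of 445 lay below the sum. The single knockouts share control libraries, so chance in these favours such low counts. For *Ccn1*, the departure from the sum was -4.24 with the labels (standard error 0.71, edgeR adjusted p = 4.2e-04) and -2.19 with exchanged labels (standard error 0.69, edgeR adjusted p = 0.089). For *Wnt5a* it was -4.79 (standard error 0.88, edgeR adjusted p = 8.0e-04) and -1.40 (standard error 0.85, edgeR adjusted p = 0.41). For *Axin2* it was 2.23 (standard error 0.28, edgeR adjusted p = 4.4e-05) and -1.26 (standard error 0.27, edgeR adjusted p = 0.019). From its findings, the paper proposes that the loss of both genes may have a synergistic or additive effect on Wnt and YAP signaling.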

To validate this hypothesis, we used a lentivirus-based firefly luciferase reporter to analyze Wnt activity in control, *Nf2-*KO, *Rasa1-*KO, and double-KO S1M cells. We found that both *Nf2*-and *Rasa1*-KO led to a greater enhancement of Wnt signaling compared to control S1M cells (Fig. 3O). Notably, the *Rasa1*-KO cells demonstrated a significant amplification of Wnt signaling in response to WNT3A treatment (Fig. 3P). Furthermore, the double-KO cells displayed a synergistic increase in Wnt activity (Fig. 3O and 3P). Enhanced Wnt-dependent transcription (*Aqp5*, *Axin2*, and *Ccnd1*) was also observed in the *Nf2-*KO, *Rasa1-*KO, and double-KO S1M cells, corroborating the results of the Wnt reporter assay (Fig. 3Q). These results provide compelling evidence that *Nf2* and *Rasa1* deficiency amplifies the Wnt pathway.

Using a lentivirus-based firefly luciferase reporter, we examined YAP activity in control, *Nf2-*KO, *Rasa1-*KO, and double-KO S1M cells. YAP signal activation was observed in *Nf2* deficient *Nf2-*KO and double-KO S1M cells, with the double-KO demonstrating a synergistic increase (Fig. 3R). When we examined Hippo/YAP target gene expression using reverse transcription-quantitative polymerase chain reaction (RT-qPCR), we confirmed the upregulated expression of target genes, such as *Ctgf* and *Cyr61,* in *Nf2* deficient *Nf2-*KO and double-KO S1M cells (Fig. 3S). Western blotting revealed that *Nf2* ablation in both mouse and human GC cells led to decreased phosphorylation of Ser127 of YAP (Supplemental Figure 7, A and B), which inhibited nuclear YAP translocation and transcription. The total amount of YAP/TAZ increased, suggesting increased YAP signaling. YAP activation is known to increase anoikis resistance [38]. When we induced anoikis by seeding S1M cells onto low-attachment plates after single-cell dissociation, *Nf2*-KO reduced anoikis compared with results for control cells (Supplemental Figure 8A). *Nf2*-KO dramatically increased colonization on soft agar in S1M cells (Supplemental Figure 8B). *Yap1* KO reduced the increased colonization by *NF2*-KO cells (Supplemental Figure 8C). These findings suggest that increased anoikis resistance because of *Nf2* deficiency occurs via YAP activation and can potentially contribute to the increased numbers of *Nf2-*KO tumorspheres.

Through immunofluorescence (IF) analyses for active β-catenin and YAP in tumorspheres, we consistently observed more frequent nuclear accumulation of β-catenin in *Nf2-*KO and *Rasa1-*KO tumorspheres, with the highest frequency seen in the double-KO tumorspheres (Fig. 3T). Nuclear YAP accumulation was predominantly observed in *Nf2* deficient *Nf2-*KO and double-KO S1 tumorspheres (Fig. 3U). Western blotting revealed upregulated expression of MYC, Cyclin D1 (CCND1) and Survivin, which are target genes of Wnt and YAP signaling, as a consequence of *Nf2*-and *Rasa1*-KO (Fig. 3V).

However, IF analyses for β-catenin in metastatic foci showed markedly less nuclear accumulation of these proteins, almost to the point of being undetectable, compared to that in tumorspheres, irrespective of *Nf2* and *Rasa1* status (Supplemental Figure 9A). Although there was a tendency toward increased nuclear accumulation of YAP in Nf2 deficient *Nf2*-KO and double-KO metastatic foci, and a significant difference was observed between the control and double-KO metastatic foci, it was considerably less than the accumulation in tumorspheres (Supplemental Figure 9, B and C). Moreover, Wnt and YAP signaling in cancer cells derived from single-cell dissociation of peritoneal metastatic foci was substantially less than that in cancer cells obtained from ascites, as evidenced by a lentivirus-based firefly luciferase reporter (Supplemental Figure 9D). IHC of the Wnt target, Cyclin D1, and the proliferation marker, Ki-67, in metastatic foci of the peritoneal dissemination model of control, *Nf2-*KO, *Rasa1-*KO, and double-KO S1M cells revealed no significant disparities among the groups (Supplemental Figure 9, E and F). It's a well-established fact that CSCs constitute a minor subpopulation in tumor tissues, including primary and secondary tumors, while differentiated cancer cells make up the majority. Therefore, we speculate that these differentiated cancer cells in metastatic tumors exhibit low YAP and Wnt activity and may be less reliant on YAP and Wnt signaling regulated by the loss of NF2 and RASA1, compared to CSCs.

To validate our hypothesis further, we used a subcutaneous transplantation model, which naturally metastasizes to the lungs. Although *Rasa1-*KO S1M cells did not show significant differences from controls in terms of subcutaneous tumor growth, they did result in substantially increased lung metastases (Supplemental Figure 10, A and B). These findings indicate that *Rasa1*-KO contributes more to the metastasis-prone CSC-like cells, rather than to the differentiated cancer cells, which constitute the bulk of the primary tumor. Taken together, NF*2* and RASA1 loss cooperatively enhanced Wnt and YAP signaling in CSCs, thereby increasing metastasis.

### NF2 deficiency enhances Bcl-2-mediated Wnt signaling, contributing to cancer stemness

We proceeded to investigate the significance of NF2 loss in human GC tissues and cells. As observed in mouse GC cells, *NF2*-KO increased the size and number of tumorspheres in human GC SNU-668 cells (Fig. 4A and B). As assessed using TMA analyses of human GC tissues, histologically high-grade tumor cells showed significantly lower NF2 expression than did low-grade tumor cells (Fig. 4C), implying that *NF2* loss might be associated with tumor cell differentiation. Tumor progression including metastasis is driven by a gradual loss of a differentiated phenotype in parallel with the acquisition of CSC-like features [39, 40]. Activation of the Wnt signaling pathway causes β-catenin, which is normally located at the cell membrane, to accumulate in the nucleus. TMA analyses of human GC tissues also showed negative and positive correlations of NF2 expression with β-catenin nuclear expression and membrane β-catenin levels, respectively (Fig. 4, D and E, Supplemental Figure 11 and Supplemental Table 2).

**Fig. 4:**
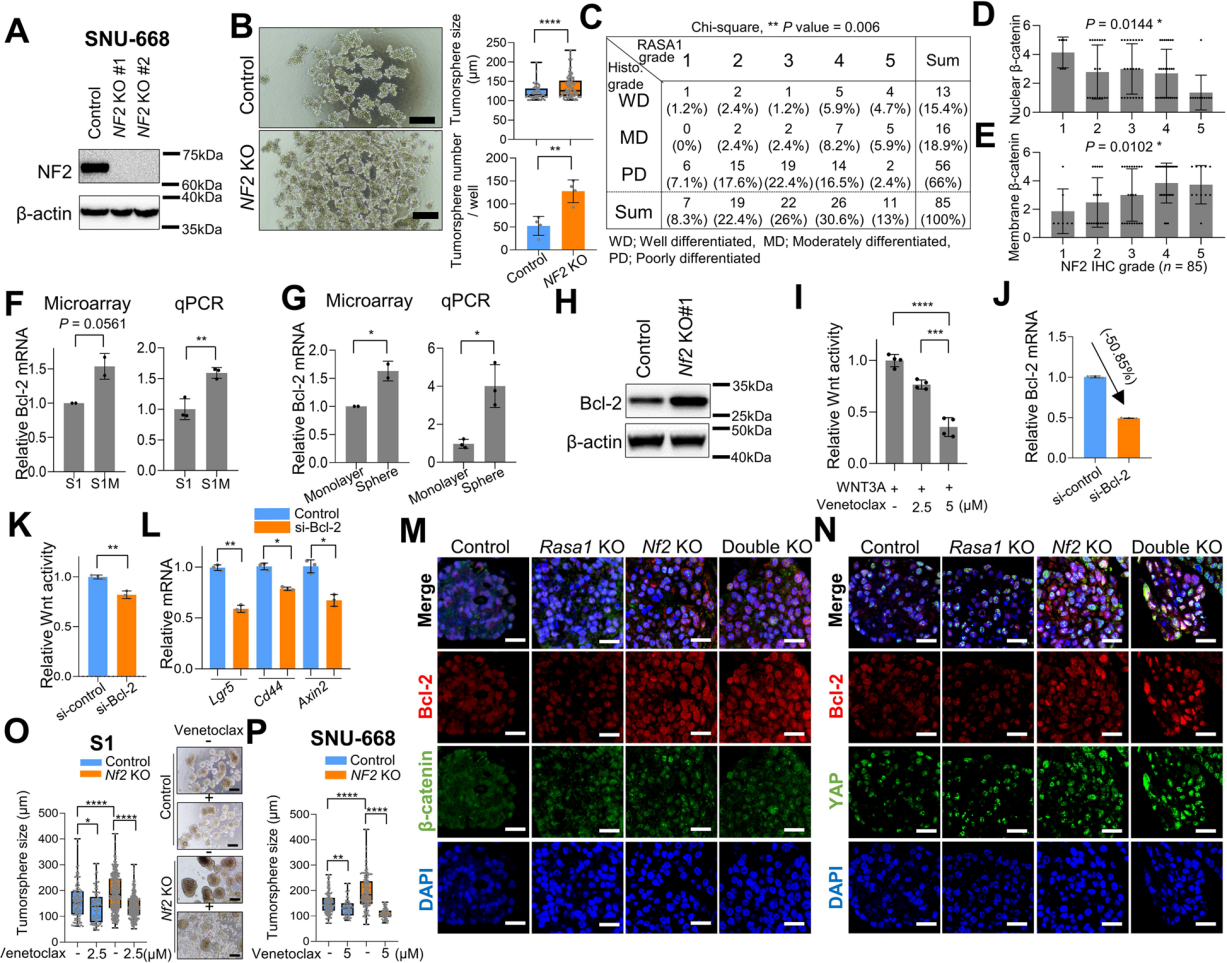
NF2 deficiency induces GC stemness and Wnt signaling via Bcl-2. **A** Western blot analysis of NF2 in control and *NF2*-KO SNU-668 cells. **B** Sphere-forming assay using control and *NF2*-KO SNU-668 cells. (left) Representative images of tumorsphere and (right) tumorsphere size (top) and number per well (bottom). Bar = 200 µm. **C** Low NF2 expression is associated with high histological grade in human GC tissue microarray (TMA) data. *P* value, chi-square test. **D** and **E** Immunohistochemical analysis of β-catenin expression in human GC TMA tissues according to NF2 expression. **D** Nuclear β-catenin, one-way ANOVA, *P* value = 0.0144, F = 3.320, (**E**) Membrane β-catenin, one-way ANOVA, *P* value = 0.0102, F = 3.552. **F** and **G** Microarray and reverse transcriptase-quantitative PCR (RT-qPCR) analysis of relative Bcl-2 mRNA expression in (**F**) monolayer culture of S1 and S1M cells and (**G**) monolayer and tumorsphere of S1 cells. **H** Western blot analysis of Bcl-2 in control and *Nf2*-KO S1M cells. **I** TOP-Flash luciferase reporter assay measuring Wnt pathway activity in venetoclax-treated S1M cells. Venetoclax was treated at the indicated concentrations for 24 h. **J** RT-qPCR analysis confirming Bcl-2 knockdown (KD) efficiency in S1M cells. **K** TOP-Flash luciferase reporter assay measuring Wnt pathway activity in control and Bcl-2 KD S1M cells. **L** Expression levels of Wnt-dependent transcription (*Lgr5*, *Cd44*, and *Axin2*) in control and Bcl-2 KD S1M cells. **M** and **N** Representative immunofluorescence images displaying Bcl-2 (red) paired with active-β-catenin (green) (**M**) and Bcl-2 (red) paired with YAP (green) (**N**) across control, *Rasa1*-KO, *Nf2*-KO, and *Rasa1*/*Nf2*-double-KO S1 tumorspheres. Bar = 25 µm. **O** and **P** Sphere-forming assay using control and *Nf2*-KO S1 (**O**) and control and *NF2*-KO SNU-668 (**P**) cells. Venetoclax treated at indicated concentrations for 5 days. Student's t-test was used for statistical analysis, unless otherwise specified

Physiologically, YAP/TAZ counteract Wnt/β-catenin signaling by inducing the production of secreted Wnt inhibitors [33]. Similarly, our RNA-sequencing data revealed relatively higher expression levels of several secreted Wnt inhibitors, including *Wnt5a*, *Bmp4*, and *Cyr61,* in *Nf2-*KO tumorspheres, where YAP signaling was activated, than in control tumorspheres (Supplemental Figure 12A). 

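Relative to the mean of control, the FPKM of *Nf2*-KO was 7.04 ± 1.22 for *Wnt5a*, 2.46 ± 0.0940 for *Bmp4* and 8.74 ± 0.237 for *Cyr61* (SD, n = 3). It was 0.799 ± 0.00573 for *Igfbp4* and 1.27 ± 0.0622 for *Ctgf*. The control value of *Wnt5a* rests on 14 to 150 counts per library, and its log2 fold change in *Nf2*-KO lay between 2.53, without the control library that has no number, and 3.83, without control library 2. Those of *Bmp4* and *Cyr61* stayed between 1.30 and 1.43 and between 2.83 and 3.49 when 1 library was left out. All *Nf2*-KO libraries had more FPKM of these 3 genes than each control library.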

Despite the increased production of secreted Wnt inhibitors, the activation of the Wnt signal after NF2 loss implied a dysregulation in the balance between Wnt and YAP signaling caused by NF2 deficiency.

To elucidate how *Nf2* loss results in enhanced Wnt signaling, we focused on Bcl-2—a downstream effector of YAP signaling [41]—given that we had previously found that Bcl-2 family members can modulate Wnt signaling and thereby regulate CSC activity in gastrointestinal malignancies [9, 14]. mRNA expression levels of Bcl-2 were higher in CSC-like S1M cells than in the parental S1 cells [28] (Fig. 4F). Additionally, Bcl-2 mRNA levels were higher in S1 tumorspheres grown under serum-free conditions than in monolayer S1 cells grown in the presence of 10% serum (Fig. 4G). Using western blotting, we observed upregulation of Bcl-2 expression in *Nf2*-KO S1M cells (Fig. 4H). Luciferase reporter assays showed that the elevated Wnt signaling activity, induced by *Nf2*-KO, was reduced in S1M cells following treatment with venetoclax, a specific inhibitor of Bcl-2 (Fig. 4I). To rule out the possibility of off-target effects of venetoclax, we performed knockdown (KD) experiments targeting Bcl-2 (Fig. 4J). We confirmed a reduction in Wnt signaling pathway activity and Wnt target gene expression upon Bcl-2 KD (Fig. 4, J-L). IF results indicated that both Nf2-KO and double-KO S1 tumorspheres exhibited amplified nuclear presence of YAP and elevated Bcl-2 expression, which co-localized with nuclear β-catenin, compared to *Rasa1*-KO and control tumorspheres (Fig. 4, M and N). In *Nf2*-KO and double-KO metastatic foci, we observed a consistent pattern with a more pronounced nuclear localization of YAP and increased Bcl-2 expression compared to *Rasa1*-KO and control counterparts (Supplemental Figure 13A-C). Venetoclax, a Bcl-2 inhibitor, reduced the increased tumorsphere size more efficiently in *Nf2*-KO S1 and *NF2*-KO SNU-668 cells than in control cells (Fig. 4, O and P), indicating that Bcl-2 mediates the increased cancer stemness induced by NF2 deficiency.

### Bcl-2 and YAP signaling regulate synthetic lethality in Nf2 deficiency

As NF2 deficiency activated YAP signaling (Fig. 3), we expected that NF2 deficient cells might be sensitive to YAP blocking. Verteporfin is currently the most widely used small-molecule inhibitor of YAP; it directly binds to YAP and prevents interaction with transcriptional coactivators. Unexpectedly, as assessed using an ATP cell viability assay, *Nf2*-KO tumorspheres exhibited more resistance to verteporfin than did control tumorspheres (Fig. 5A). Furthermore, additional deletion of *Yap1* did not reduce the increase in tumorsphere size conferred by *Nf2*-KO in S1 cells but rather led to an increase in the number of tumorspheres (Fig. 5B). These results imply that NF2 deficient cells may employ alternative pathways to preserve their stemness under YAP blocking. The YAP/TAZ signaling pathway counteracts Wnt/β-catenin signaling by promoting the production of secreted Wnt inhibitors [33]. We noted reduced expression of several Wnt inhibitors, including *Cyr61*, *Igfbp4*, *Ctgf*, and *Wnt5a*, in cells exposed to a YAP inhibitor or in *Yap1-*KO cells (Supplemental Figure 12B). Furthermore, considering evidence that *Nf2* deficiency could bolster Wnt signaling via Bcl-2 induction (Fig. 4), we investigated whether Wnt signaling contributes to resistance to YAP blocking. Notably, *Yap1*-KO significantly amplified Wnt signaling (Fig. 5C) and the expression of Wnt target gene (Fig. 5D) in S1M cells. Verteporfin also increased Wnt signaling (Fig. 5E) and the expression of Wnt target genes (*Aqp5* and *Axin2*) (Fig. 5F) in S1M cells. Therefore, it is plausible that both upregulated Bcl-2 expression and diminished antagonism by Wnt inhibitors result in enhanced Wnt signaling upon YAP inhibition.

**Fig. 5:**
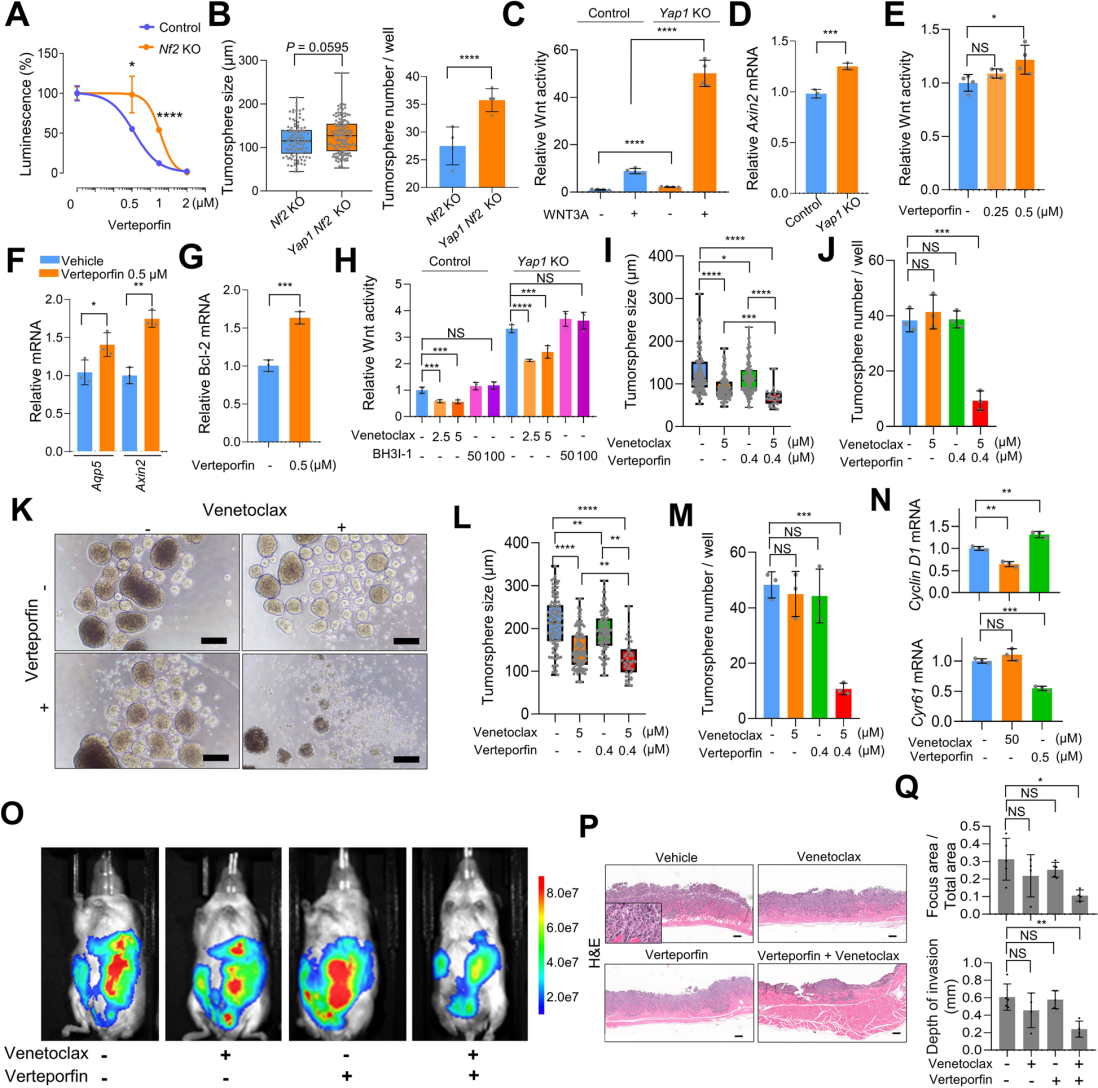
Synthetic lethality regulated by Bcl-2 and YAP signaling. **A** Relative cell viability of control and *Nf2*-KO S1 tumorspheres using luciferase ATP cell viability assay. Verteporfin was treated for 5 days at indicated doses. **B** Sphere-forming assay using *Nf2*-KO and *Nf2*/*Yap1-*double-KO S1 cells. Tumorspheres diameter (left) and counts (right). **C** TOP-Flash luciferase reporter assay in control and *Yap1*-KO S1M cells. **D** Relative mRNA expression of Wnt-dependent transcription (*Axin2*) in control and *Yap1*-KO S1M cells. **E** TOP-Flash luciferase reporter assay in S1M cells, verteporfin treated for 48 h at indicated doses. **F** Relative mRNA expression of Wnt-dependent transcription (*Aqp5* and *Axin2*) in S1M cells treated with verteporfin (0.5 µM) for 48 h. **G** Relative Bcl-2 mRNA expression in *Nf2*-KO S1 cells treated with verteporfin for 48 h. **H** TOP-Flash luciferase reporter assay in control and *Yap1*-KO S1 cells treated with venetoclax and/or BH3I-1 for 48 h. **I**, **J** and **K** Sphere-forming assay of S1 cells treated with venetoclax (5 µM) and/or verteporfin (0.4 µM) for 5 days. Tumorsphere size (**I**) and number (**J**). **K** Representative images of S1 tumorspheres. Bar = 200 µm. **L** and **M** Sphere-forming assay using MKN-74 cells. Venetoclax (5 µM) and/or verteporfin (0.4 µM) treated for 5 days. Tumorsphere size (**L**) and number (**M**). **N** Relative mRNA expression of (top) *Ccnd1* and (bottom) *Cyr61* in S1M cells treated with venontoclax and/or verteporfin at indicated dose for 48 h. **O**, **P** and **Q** *Nf2-*KO S1M cells were peritoneally injected in NOD-SCID mice with treatment of control (*n* = 5), venetoclax (*n* = 4, 12 mg/kg, p.o.), verteporfin (*n* = 5, 10 mg/kg, i.p.), and combination of venetoclax and verteporfin (*n* = 4). **O** epresentative bioluminescence imaging of NOD-SCID mice 8 days after intraperitoneal transplantation of *Nf2*-KO S1M cells with drug treatment. **P** H&E images of peritoneal metastatic tissues. Bar = 200 µm. **Q** Proportion of metastatic foci area (top) and depth of invasion (bottom) depending on treatment. Student's t-test was used for statistical analysis

Therapeutically exploiting this antagonism by Wnt-inhibitor downregulation poses significant challenges. Thus, we focused on Bcl-2, which is upregulated during YAP signaling inhibition, as this may present viable targets for therapeutic interventions. To determine if the observed increase in Wnt signaling after YAP inhibition was because of the Bcl-2 induction caused by *Nf2* loss, we evaluated Bcl-2 expression. Bcl-2 induction in *Nf2*-KO cells was further enhanced by verteporfin treatment (Fig. 5G). Venetoclax, but not BH3I-1, a Bcl-xL inhibitor, suppressed Wnt signaling enhanced by *Yap1*-KO (Fig. 5H), indicating that Bcl-2 mediates Wnt upregulation following YAP blocking.

Based on these findings, we reasoned that combination therapy targeting Bcl-2 and YAP might effectively reduce cancer stemness. Combined treatment with verteporfin and venetoclax had a highly synergistic effect in inhibiting tumorsphere formation in mouse S1 (Fig. 5, I-K) and human MKN-74 cells (Fig. 5, L and M), emphasizing that synthetic lethality was regulated by Bcl-2 and YAP signaling. The treatment with verteporfin resulted in a decrease in the expression of the YAP target gene *Cyr61* and an elevation in the Wnt target gene *Ccnd1* (Fig. 5N). Moreover, treatment with the venetoclax led to a decrease in *Ccnd1* expression (Fig. 5N). We further investigated the in vivo effects of a combination of verteporfin and venetoclax in highly metastatic GC with *Nf2* deficiency. Seven days after peritoneal injection of 5 × 10^6^ *Nf2*-KO S1M cells labeled with luciferase into NOD-SCID mice, we examined the bioluminescence signal and subsequently performed necropsy for histopathology. Single-drug treatments targeting YAP or Bcl-2 did not significantly suppress peritoneal dissemination, as assessed using Luciferase bioluminescence and examination of the peritoneal dissemination area (Fig. 5, O-Q). A combination of Bcl-2 and YAP inhibitors demonstrated a synergistic effect, substantially reducing tumor area and invasiveness in *Nf2*-KO S1M cells (Fig. 5, O-Q), emphasizing the potential therapeutic value of this combination in NF2 deficient GC. IHC analysis of the proliferation marker Ki-67 and the apoptosis marker cleaved Caspase-3 revealed no difference in cancer cell proliferation or apoptosis in metastatic colonies between the combination-treatment and vehicle-treated groups (Supplemental Figure 14, A–C). Additionally, despite a slight, non-significant reduction in Survivin levels observed in the metastatic foci from verteporfin and combination-treated groups, there were no discernable, statistically significant changes in the expression of Wnt and YAP signaling target genes such as Cyclin D1 and Survivin following treatment (Supplemental Figure 14, D–F). Consistent with the above mentioned findings, the lack of observed differences could be attributed to the small population of CSCs present within secondary metastatic foci, where most differentiated cancer cells show diminished YAP and Wnt activity (Supplemental Figure 9, A and B). Therefore, any alterations in target gene expression in response to drug treatment might be masked in these secondary metastatic tumors. Collectively, these results indicate that the upregulated expression of Bcl-2 because of *Nf2* loss, which leads to increased Wnt signaling, can confer CSCs with resistance to YAP inhibition. Moreover, these results suggest that the combined inhibition of Bcl-2 and YAP signaling can induce synthetic lethality in the context of NF2 deficiency.

### *RASA1 deficiency amplifies the Wnt pathway *via* Bcl-xL, contributing to cancer stemness*

We further investigated the implications of *RASA1* deficiency in human GC tissues and cells. As observed in mouse GC cells, *RASA1*-KO increased the size of tumorspheres in human GC SNU-484 cells (Fig. 6A). Using TMA analyses of human GC tissues, we found that histologically high-grade GC had significantly lower RASA1 expression levels than did low-grade tumor cells (Fig. 6, B and C), suggesting that *RASA1* loss is associated with loss of tumor differentiation. Given the well-established role of the canonical Wnt pathway in supporting normal and transformed gastric stem cells [35, 36, 42], we investigated whether the loss of *Rasa1* resulted in aberrant Wnt signaling in non-transformed gastric epithelial cells. We evaluated the effects of *Rasa1* loss in untransformed gastric epithelial cells by deleting *Rasa1* in *p53*-KO mouse stomach organoids. Three days after single-cell dissociation and seeding in Matrigel, *Rasa1*-KO cells formed larger organoids than did control cells (Fig. 6D). This suggests that *Rasa1*-KO could potentially affect the self-renewal capacity of organoids. Consistent with this, *Rasa1*-KO organoids showed significantly higher expression of Wnt-dependent stem cell markers (Fig. 6E). AQP5 is a recently described gastric stem cell marker that is restricted to LGR5^+^ stem cells in the stomach antrum [42]. AQP5^+^ cells were detected using immunofluorescence staining and were more frequently stained for PCNA than were AQP5^−^ cells (Fig. 6F). AQP staining was stronger in *Rasa1*-KO organoids (Fig. 6F). The data indicate that *Rasa1*-KO promotes the self-renewal and survival of both non-transformed and cancerous gastric epithelial cells.

**Fig. 6:**
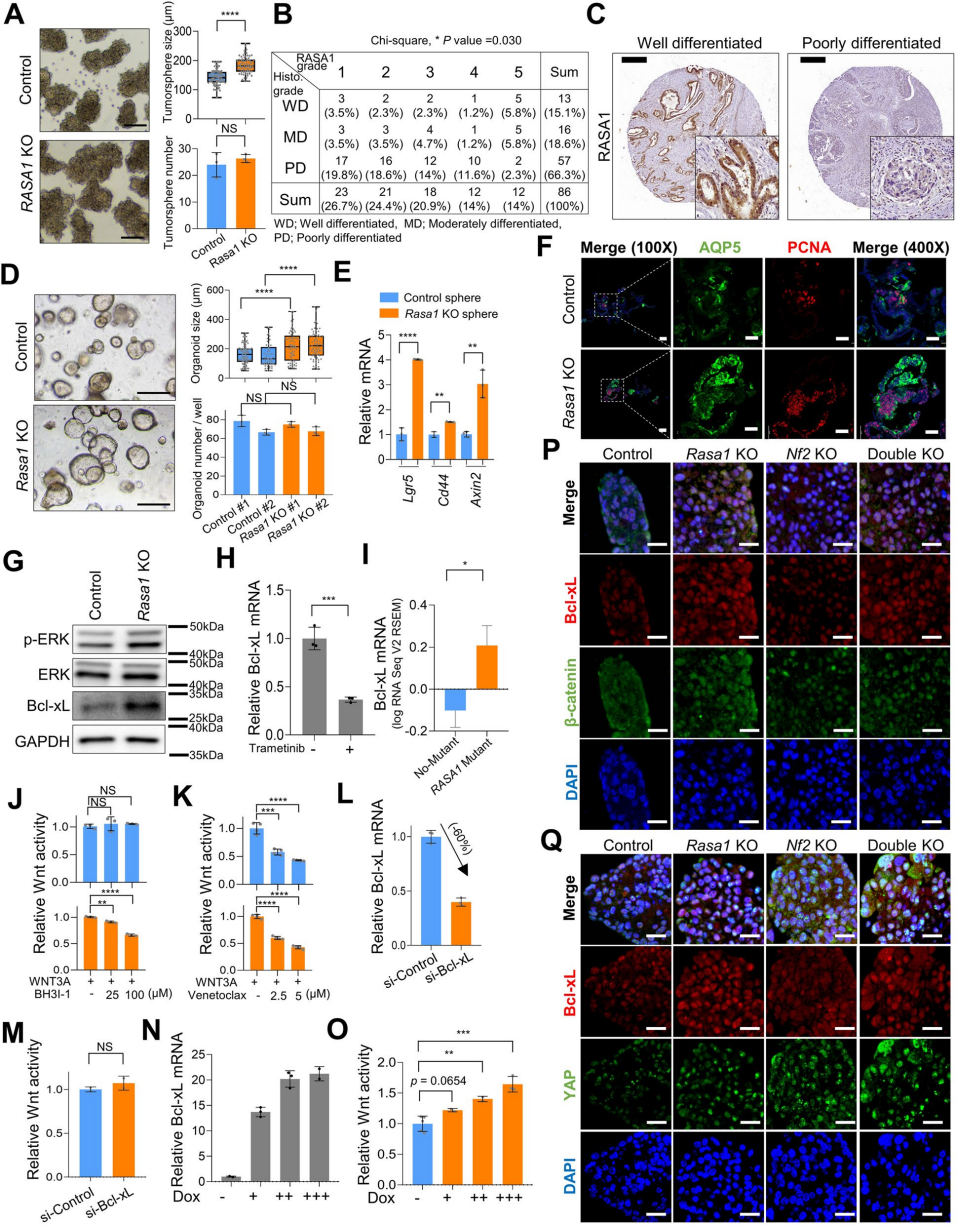
Effects of RASA1 deficiency on stemness via Bcl-xL. **A** (left) Representative images of tumorspheres of control (top) and *RASA1*-KO (bottom) SNU-484 cells. (right) Tumorsphere size (top) and counts (bottom). Bar = 200 µm. **B** Low RASA1 expression has correlation with high histological grade human gastric cancer (GC) in tissue microarray (TMA) tissue. *P* value, chi-square test. **C** Representative RASA1 immunohistochemical images of human GC TMA according to tumor cell differentiation. **D** Representative images of *Tp53*-KO mouse stomach organoids of control and *Rasa1*-KO. (top) Diameter of organoids and (bottom) number of organoids per well. Bar = 200 µm. **E** Relative mRNA expression levels of stem cell markers (*Lgr5*, *Cd44*, and *Axin2*) in control and *Rasa1*-KO mouse stomach organoids. **F** Representative immunofluorescence staining images for AQP5 (green), PCNA (red), and DAPI in control and *Rasa1*-KO Tp53-KO organoids represented in (**D**). Bar = 50 µm. **G** Western blot analysis of p-ERK, ERK, and Bcl-xL in control and *Rasa1*-KO S1M cells. **H** Bcl-xL mRNA expression in S1M cells treated with trametinib (60 nM) for 48 h. **I** Bcl-xL mRNA expression levels depending on *RASA1* mutation status in TCGA GC dataset. **J** and **K** TOP-Flash luciferase reporter assay measuring Wnt pathway activity in control and *Rasa1*-KO S1M cells treated with (**J**) BH3I-1 and (**K**) venetoclax at the indicated concentrations for 24 h. **L** RT-qPCR analysis to confirm knockdown (KD) efficiency of Bcl-xL in S1M cells treated with si-Bcl-xL. **M** TOP-Flash luciferase reporter assay in control and Bcl-xL KD S1M cells. **N** RT-qPCR analysis measuring tetracycline induced Bcl-xL expression in S1M cells after doxycycline (Dox) treatment at multiple doses. **O** TOP-Flash luciferase reporter assay in tetracycline-induced Bcl-xL-overexpression S1M cells. **P** and **Q** Representative immunofluorescence images displaying Bcl-xL (red) paired with active-β-catenin (green) (**P**) and Bcl-xL (red) paired with YAP (green) (**Q**) across control, *Rasa1*-KO, *Nf2*-KO, and *Rasa1*/*Nf2*-double-KO S1 tumorspheres. Bar = 25 µm. Student's t-test was used for statistical analysis, unless otherwise specified

In deciphering the mechanism by which *Rasa1* loss strengthens Wnt signaling, we considered that RASA1 is a negative regulator of the RAS/MAPK pathway [26]. In our previous research, we discovered that Bcl-xL, induced by MAPK activation, triggers Wnt signaling activation and mediates CSC activity in gastrointestinal malignancies [9, 14]. We hypothesized that MAPK activation resulting from *Rasa1* deficiency could upregulate Bcl-xL and consequently boost cancer stemness. We found that *Rasa1*-KO in S1M cells led to increased ERK phosphorylation and higher Bcl-xL protein expression as compared with levels in control cells (Fig. 6G). To determine whether upregulation of Bcl-xL following *Rasa1* loss was mediated by MAPK activation, we treated S1M cells with trametinib, a potent MEK1/2 inhibitor. Trametinib reduced basal Bcl-xL expression (Fig. 6H), indicating that the MAPK pathway was involved in the maintenance of steady-state Bcl-xL expression. From a clinical perspective, we observed that GC tissues with *RASA1* mutations from TCGA exhibited higher Bcl-xL expression than did *RASA1* wild-type GC tissues (Fig. 6I).

To determine whether the elevated Wnt signaling activity and WNT3A sensitivity observed in *Rasa1*-KO cells (Fig. 3P) was mediated by Bcl-xL, we treated cells with BH3I-1, a Bcl-xL inhibitor. BH3I-1 treatment did not affect basal Wnt signaling activity in control cells, but specifically blocked the enhancement of Wnt signaling caused by *Rasa1*-KO (Fig. 6J). In contrast, treatment with venetoclax, a Bcl-2 inhibitor, led to an overall decrease in Wnt signaling in both control and *Rasa1*-KO cells (Fig. 6K), suggesting that enhancement of Wnt signaling activity due to *Rasa1* loss was specifically mediated by Bcl-xL and not by Bcl-2. As with chemical inhibition of Bcl-xL, knockdown of Bcl-xL did not affect basal Wnt signaling activity (Fig. 6, L and M), whereas exogenous induction of Bcl-xL enhanced Wnt signaling activity in response to WNT3A (Fig. 6, N and O). IF analysis indicated that *Rasa1*-KO and double-KO S1 tumorspheres exhibited elevated levels of Bcl-xL, which co-localized with active-β-catenin, in comparison to both control and *Nf2*-KO tumorspheres (Fig. 6, P and Q). Similarly, *Rasa1*-KO and double-KO metastatic foci showed heightened expression of Bcl-xL compared to their *Nf2*-KO and control counterparts (Supplemental Figure 13, D and E). Collectively, we concluded that *Rasa1* loss augments Wnt signaling and enhances GC stemness through Bcl-xL.

### Rasa1 mutation drives vulnerability to Bcl-xL inhibition

Based on the finding that Bcl-xL inhibition specifically counteracts the increased Wnt activation in *Rasa1*-KO cells, we hypothesized that *RASA1*-deficient GC would be highly sensitive to Bcl-xL inhibitors. We first investigated the effects of BH3I-1 on tumorsphere formation in *Rasa1*-KO cells. Treatment with BH3I-1 successfully blocked the enhancement of S1M tumorsphere growth induced by *Rasa1-*KO at a concentration that did not affect the growth of control tumorspheres (Fig. 7, A and B). Using an ATP cell viability assay, we found that *Rasa1*-KO S1M cells were more sensitive to BH3I-1 than were controls (Fig. 7C). In contrast, venetoclax treatment reduced tumorsphere size in both control and *Rasa1-*KO cells (Fig. 7A), with no difference in response between the two groups (Fig. 7D).

**Fig. 7:**
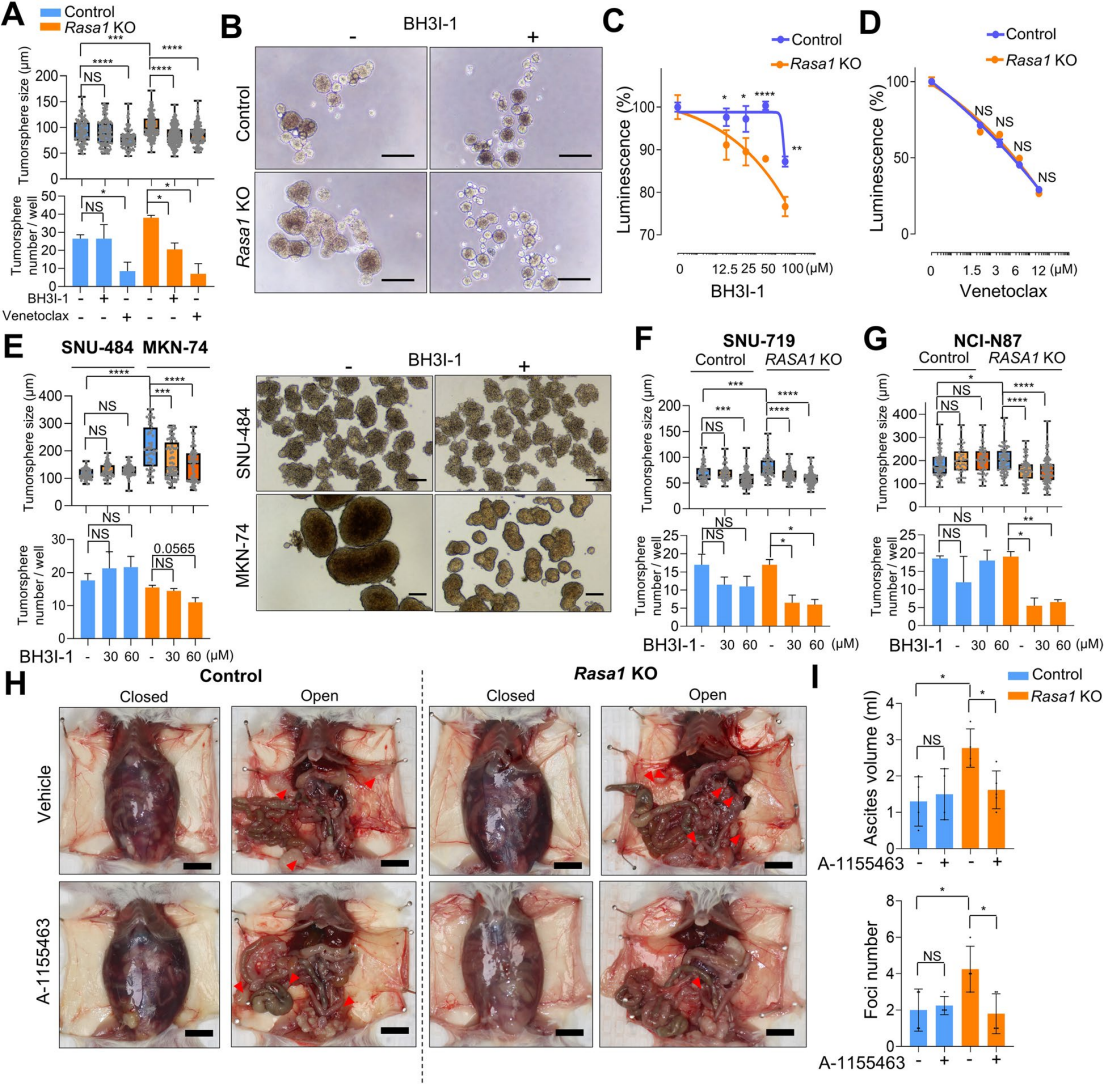
Therapeutic susceptibility of Rasa1-deficient gastric cancer (GC) to Bcl-xL inhibition. **A** and **B** Sphere-forming assay of control and *Rasa1*-KO S1 cells treated with BH3I-1 (25 µM) and/or venetoclax (5 µM). **A** Size and number of tumorspheres and (**B**) representative images of control and *Rasa1*-KO tumorspheres after BH3I-1 treatment. *P* value, Student’s T test. **C** and **D** Dose–response curve of relative cell viability after 5 days of treatment with BH3I-1 (**C**) and venetoclax (**D**) at the indicated concentrations in control and *Rasa1*-KO S1 tumorspheres using ATP cell viability luciferase assay. *P* value, Student’s T test. **E** Sphere-forming assay using SNU-484 and MKN-74 human GC cells treated with BH3I-1 at the indicated concentrations for 5 days. (left) Tumorsphere size and number and (right) representative images of SNU-484 (top) and MKN-74 (bottom) tumorspheres treated with vehicle and BH3I-1. *P* value, Student’s T test. **F** and **G** Sphere-forming assay using control and *Rasa1*-KO SNU-719 (**F**) and NCI-N87 (**G**) cells treated with BH3I-1 at the indicated concentrations for 5 days. The graph indicates the size (top) and number (bottom) of tumorspheres. *P* value, Student’s T test. **H** and **I** Effect of Bcl-xL inhibition on peritoneal dissemination was evaluated by intraperitoneally injecting control or *Rasa1*-KO S1M cells into NOD-SCID mice and treated with vehicle and A-1155463 (5 mg/kg, i.p., once daily) for 10 consecutive days. **H** Representative images of closed and opened peritoneum for each group. **I** Ascites volume (top) and number of macro-metastatic foci in each group (bottom) at the time of necropsy. *P* value, Student’s T test

We next assessed the sensitivity of *RASA1*-mutated human GC cells to BH3I-1 using tumorsphere formation assays. We found that MKN-74, a human GC cell line, harbors a *RASA1* truncating mutation [43]. MKN-74 cells were more sensitive to BH3I-1 than was the *RASA1* wild-type human GC cell line SNU-484 (Fig. 7E). Additionally, *RASA1-*KO increased tumorsphere size and induced sensitivity to BH3I-1 in *RASA1*-wild GC cell lines, including SNU-719 (Fig. 7F) and NCI-N87 (Fig. 7G).

The ability of Bcl-xL inhibitors to inhibit metastasis of *Rasa1*-KO S1M cells in vivo was investigated. In a peritoneal dissemination model using NOD-SCID mice, *Rasa1*-KO S1M cells generated more metastatic foci and bloody ascites in the peritoneal space than did control cells (Fig. 7, H and I). A-1155463 is a Bcl-xL inhibitor validated for in vivo treatment [44]. *Rasa1*-KO S1M cells were sensitive to A-1155463 for inhibition of peritoneal dissemination, whereas control S1M cells showed little effect of Bcl-xL inhibition on metastasis as assessed based on ascites volume and macrofoci in the peritoneal space (Fig. 7, H and I). Collectively, the data provide functional evidence that Bcl-xL inhibition acts more selectively to suppress GC stemness induced by *Rasa1* mutations, leading to inhibition of metastasis. Importantly, these findings suggest a therapeutic vulnerability to Bcl-xL inhibition in *RASA1*-mutated metastatic GC.

### Bcl-xL and YAP signaling regulate synthetic lethality in RASA1 and NF2 co-deficiency

Interestingly, *Nf2*/*Rasa1*-double-KO S1M cells did not show a specific reduction in tumorsphere size in response to BH3I-1 treatment as seen in *Rasa1*-KO cells (Fig. 8A). At a concentration of A-1155463 shown to be effective in *Rasa1*-KO cells (Fig. 7H), the compound failed to reduce peritoneal dissemination of the double-KO cells (Fig. 8, B and C). The results indicate that hypersensitivity to Bcl-xL inhibition in *Rasa1*-mutated cells was attenuated by NF2 deficiency. Our previous observations indicated crosstalk between Wnt and YAP signals in CSCs, a consequence of the loss of NF2 and RASA1. Therefore, we hypothesized that the reduced sensitivity to Bcl-xL inhibition in *Nf2*-KO cells could be attributed to YAP activation. Indeed, treating cells with BH3I-1 led to a dose-dependent increase in YAP activity (Fig. 8D). Therefore, we postulated that double-KO cells showing high YAP signaling might exhibit resistance to Bcl-xL inhibitor, and inhibiting YAP could enhance the therapeutic effects of BH3I-1. To test this, we performed tumorsphere assays with BH3I-1 alone or in combination with verteporfin in *Nf2*/*Rasa1*-double-KO cells. We treated cells with a higher concentration of BH3I-1 to enhance the effect, as the 25 µM concentration did not affect tumorsphere formation in double-KO cells. Combined treatment with BH3I-1 and verteporfin synergistically reduced the size and number of tumorspheres (Fig. 8, E, F and G). Additionally, the ATP cell viability assay showed that verteporfin treatment synergistically improved the response to BH3I-1 in *Nf2*/*Rasa1*-double-KO cells (Fig. 8H). As anticipated, RT-qPCR results showed decreased expression of the Wnt target gene *Ccnd1* and increased expression of the YAP target gene *Cyr61* upon BH3I-1 treatment, while verteporfin treatment resulted in an increase in *Ccnd1* and a decrease in *Cyr61* expression (Fig. 8I). The findings suggest that YAP activation due to NF2 loss mediates resistance to Bcl-xL inhibitors in *Rasa1* deficient cells and highlights the potential of combining YAP and Bcl-xL inhibitors for treatment of highly metastatic GC.

**Fig. 8:**
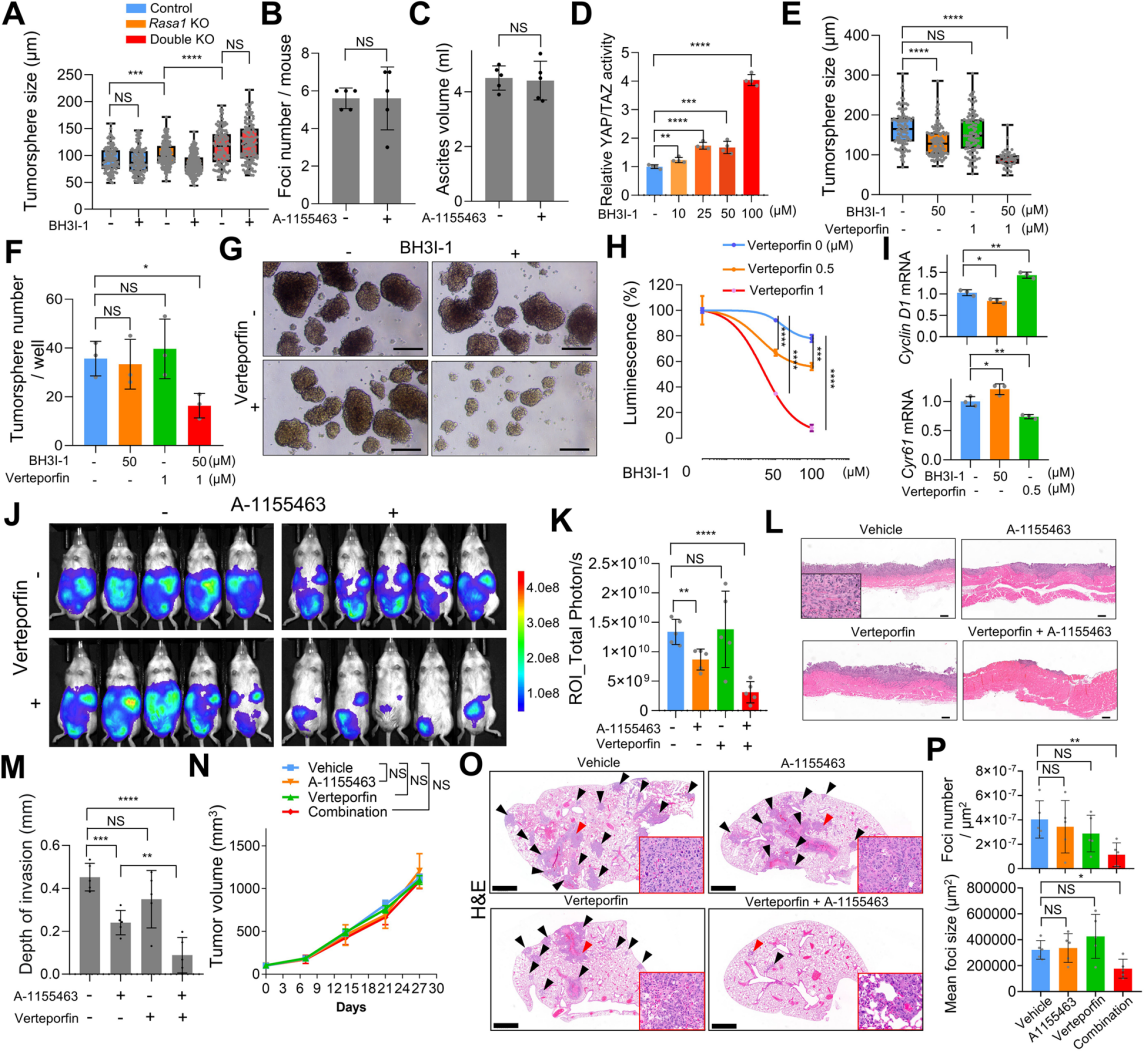
Synthetic lethality regulated by Bcl-xL and YAP signaling. **A** Sphere-forming assay using control, *Rasa1*-KO, and *Rasa1*/*Nf2-*double-KO S1 cells treated with BH3I-1 (25 µM) for 5 days. **B** and **C** Effect of Bcl-xL inhibition on peritoneal dissemination model of *Rasa1*/*Nf2-*double-KO S1M cells in NOD-SCID mice treated with vehicle (*n* = 5) or A-1155463 (*n* = 5, 7.5 mg/kg, i.p., once daily) for 10 consecutive days. **B** Ascites volume and (**C**) macro-metastatic foci numbers measured at necropsy. **D** HOP-Flash luciferase reporter assay in BH3I-1-treated S1 cells after 48 h. **E**, **F**, and **G** Sphere-forming assay of *Rasa1*/*Nf2-*double-KO S1 cells treated with BH3I-1 (50 µM) and/or verteporfin (1 µM) for 5 days. **E** Tumorsphere size, (**F**) number, and (**G**) Representative images of tumorspheres. **H** Luciferase ATP cell viability assay of *Rasa1*/*Nf2-*double-KO S1 tumorspheres, treated with BH3-I and/or verteporfin for 5 days at indicated doses. **I** RT-qPCR analysis of mRNA expression levels of (top) Wnt-dependent transcription (*Ccnd1*) and (bottom) YAP-dependent transcription (*Cyr61*) depending on BH3-I and/or verteporfin treatment in *Rasa1*/*Nf2-*double-KO S1 tumorspheres. **J**-**M** (**J**) Bioluminescence in vivo imaging of NOD-SCID mice 8 days after intraperitoneal transplantation of in *Rasa1*/*Nf2-*double-KO S1M cells, treated with vehicle (*n* = 5), A-1155463 (*n* = 5, 7.5 mg/kg, i.p., once daily), verteporfin (*n* = 5, 10 mg/kg, i.p., every other day), or combination of both drugs (*n* = 5). **K** Total bioluminescence signals in (**J**). **L** Representative H&E-stained images of peritoneal metastatic foci. Bar = 200 μm. **M** Depth of invasion was measured based on H&E slides. **N**, **O**, and **P** (**N**) Subcutaneous tumor volume of *Rasa1*/*Nf2-*double-KO S1M cells treated with vehicle (*n* = 5), A-1155463 (*n* = 5, 7.5 mg/kg, i.p., once daily), verteporfin (*n* = 5, 10 mg/kg, i.p., every other day) or combination of both drugs (*n* = 5). **O** Representative histopathological images of pulmonary metastasis. Black arrows indicate metastatic foci. Red boxes represent magnified views of red arrow locations. Bar = 1 mm (**P**) Statistical analysis of pulmonary metastasis regarding the number of metastatic foci (top) and mean foci size (bottom). Student's t-test was used for statistical analysis, unless otherwise specified

To validate the finding that *Rasa1* loss drives susceptibility to Bcl-xL inhibition and the synergistic effect of combined treatment with Bcl-xL and YAP inhibitors through in vivo models, we transplanted 5 × 10^6^ *Rasa1*/*Nf2-*double-KO S1M cells labeled with luciferase into NOD-SCID mice. We treated mice with a higher dose of 7.5 mg/kg A-1155463 to enhance the effect, as 5 mg/kg did not show a metastasis-suppressive effect on double-KO cells. Seven days after injection, verteporfin single treatment did not give rise to a significant effect, whereas A-1155463 showed a mild effect in suppressing peritoneal dissemination, as assessed using Luciferase bioluminescence and examination of the peritoneal dissemination area (Fig. 8, J and K). However, combined inhibition of Bcl-xL and YAP synergistically reduced peritoneal dissemination in *Rasa1*/*Nf2-*double-KO cells (Fig. 8, J-M). The combination treatment significantly reduced the invasiveness of peritoneal seeding, as assessed using H&E staining (Fig. 8, L and M).

IHC analysis revealed no difference in cancer cell proliferation and apoptosis in metastatic colonies between combination-treatment and vehicle-treated groups (Supplemental Figure 15, A–C). Additionally, even though we observed a slight, non-significant decrease in Survivin levels in the metastatic foci from verteporfin and combination-treated groups, we did not detect any substantial changes in the expression of Wnt and YAP signaling target genes, Cyclin D1 and Survivin, post treatment (Supplemental Figure 15, D–F). As previously discussed, the absence of significant variations may be attributed to the small population of CSCs in secondary metastatic foci, where the majority of differentiated cancer cells exhibited low YAP and Wnt activity. To validate our hypothesis, we employed a subcutaneous transplantation model using double-KO S1M cells, which metastasize naturally to the lungs. Although the combination treatment did not significantly decrease the growth of subcutaneous tumors, it substantially reduced lung metastases (Fig. 8N–P). These findings support the notion that combined YAP and Bcl-xL inhibition might suppress the metastatic process primarily by targeting CSCs. Collectively, the in vivo findings suggest that combined inhibition of Bcl-xL and YAP could offer an effective therapeutic approach for treating highly metastatic GC with *Nf2* and *Rasa1* deficiency.

## Discussion

Drug resistance, metastasis, and recurrence, primarily driven by CSCs, are the major causes of cancer mortality [31, 39]. Therefore, unraveling CSC-specific signaling mechanisms and characteristics is of paramount clinical importance for the advancement of targeted anticancer treatments. In this study, we employed unbiased genome-wide CRISPR/Cas9 KO screening with an in vivo mouse ChetPS GC model, using peritoneal seeding and identified *Rasa1* and *Nf2* as critical metastasis-suppressing genes. Our study revealed novel roles for deficiency of these genes in promoting gastric cancer stemness and metastasis through upregulation of Bcl-2 family members, thereby enriching our understanding of the complex interactions between Wnt and YAP signaling in CSC biology (Fig. 9). Although ample evidence emphasizes the significance of Wnt and YAP signaling in maintaining CSCs and advancing cancer progression [37], the CSC-specific regulatory mechanisms of these signaling pathways remain unclear. As therapeutic targeting of these CSCs is a subject of intense investigation, a precise understanding of the relationship between YAP and Wnt activity in the context of CSC traits is of utmost importance. Our research elucidates the complex crosstalk between YAP and Wnt signaling pathways in CSC biology, which could potentially be exploited under NF2 and RASA1 deficiency. Despite the upregulation of secreted Wnt inhibitors due to YAP activation in NF2 deficiency, we observed a paradoxical enhancement of Wnt signaling, underscoring the aberrant interaction within CSCs under NF2 deficiency. In therapeutic settings, we propose that resistance to YAP inhibition in NF2 deficiency may stem from increased Wnt signaling, amplified by Bcl-2 upregulation or by antagonism induced by YAP signaling. The intricacy of this crosstalk is also evident in the context of *RASA1* mutations, wherein inhibition of Bcl-xL reduced Wnt signaling and concomitantly increased YAP signaling. Although the exact mechanisms by which Bcl-xL inhibition suppresses Wnt signaling and elevates YAP signaling warrant further investigation, we suggest that this could represent a compensatory mechanism employed by CSCs to preserve stemness and promote drug resistance during therapeutic treatments. Our findings underscore the pivotal role of Bcl-2 family members as key signaling molecules in maintaining this compensatory relationship between Wnt and YAP signaling, thereby safeguarding cancer stemness and enabling therapeutic resistance. Consequently, this insight offers a novel therapeutic strategy: inducing synthetic lethality by inhibiting Bcl-2 family members and YAP signaling, offering a potential avenue for overcoming drug resistance in highly metastatic GC, particularly in cases with NF2 and RASA1 deficiencies. This strategy exemplifies the promise of personalized medicine for treating advanced GC, based on specific molecular features.

**Fig. 9:**
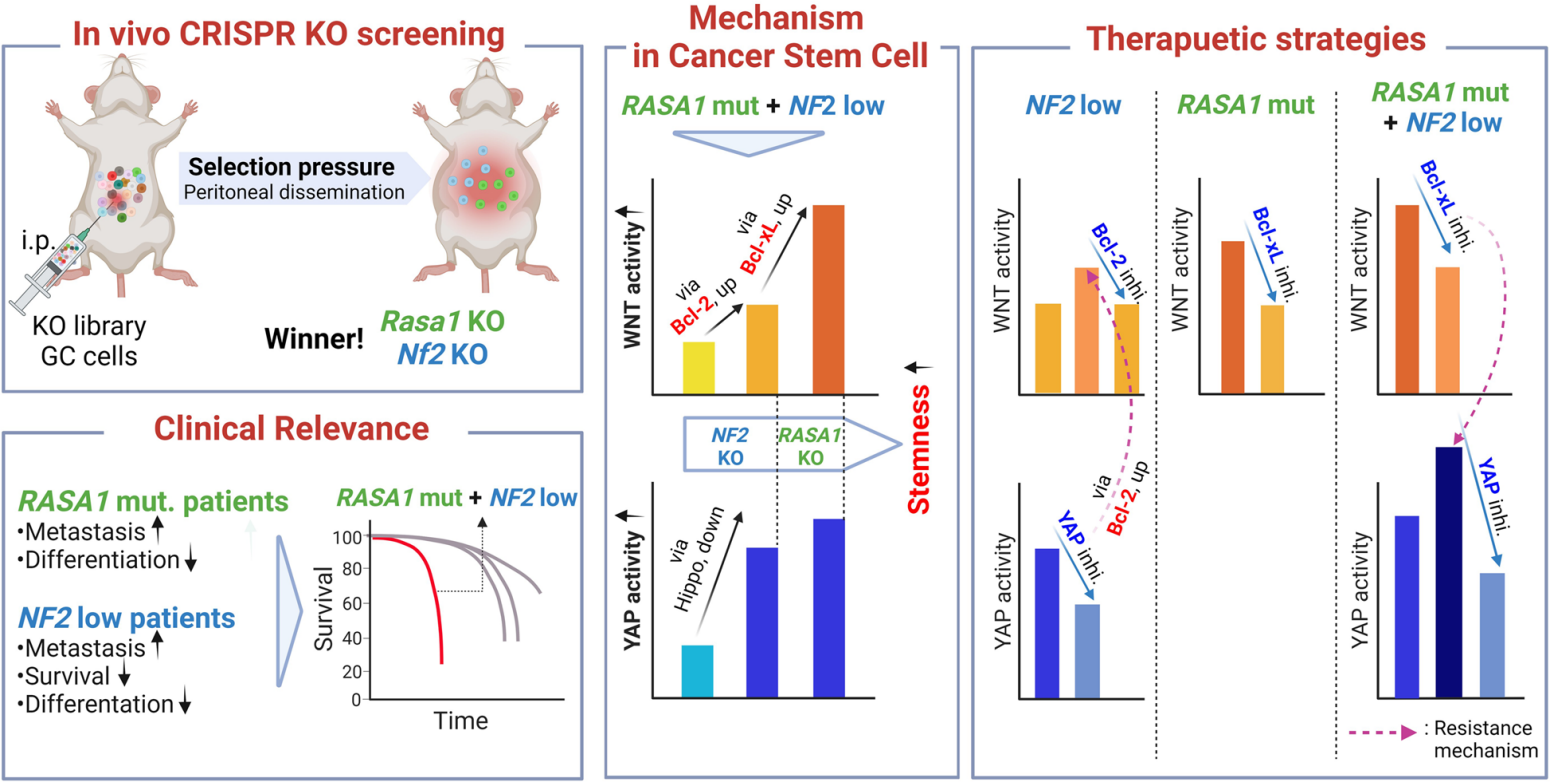
Schematic representation of the methodology, clinical relevance, underlying mechanisms, and therapeutic implications presented in this study. We uncovered intricate interactions between Wnt and YAP signaling, regulated by RASA1 and NF2 deficiency in CSC biology. Our findings spotlight a novel therapeutic strategy: the inhibition of Bcl-2 family members and YAP signaling, potentially inducing synthetic lethality, particularly in NF2 and RASA1 deficient cases. This strategy opens up a potential path to counter drug resistance in highly metastatic GC

In this study, we proposed that *RASA1* mutation and *NF2* deficiency can define molecular subtypes of metastatic GC. We found that *RASA1* mutations are frequently present in patients with GC and correlate with distant metastasis. *RASA1* deletion in both human and mouse GC cells promoted metastasis, suggesting a functional role in GC metastasis. Patients with *RASA1* mutations were considered as potential subjects for therapeutic interventions. Conversely, although *NF2* mutations are frequently observed in spontaneous schwannomas and meningiomas, these mutations occur less frequently in other sporadic solid tumors, such as breast and colorectal cancers [22]. In GC, the effect of *NF2* mutation or inactivation has not been extensively studied, partly because *NF2* driver gene mutations resulting in merlin inactivation are relatively rare in this cancer type. Nevertheless, *NF2* deficiency may play a critical role in GC pathogenesis as NF2 suppresses tumorigenesis by activating upstream components of the Hippo pathway [45] and Hippo pathway signaling is often dysregulated in GC [5, 46], *NF2* deficiency may play a critical role in GC pathogenesis. In this study, we found that *NF2* deficiency has a prognostic value, as patients with GC who exhibit low *NF2* expression experience higher metastasis rates and shorter survival times. Incorporating NF2 status into risk assessment models may enable better prognostication and guide treatment decisions for patients with metastatic GC, particularly those with *RASA1* mutations. Additionally, *NF2* deletion in both human and mouse GC cells promoted metastasis, further suggesting a functional role in GC metastasis. This suggests that an *NF2-*low status could be a useful parameter for risk classification of metastatic GC.

Our findings indicate that an interaction between YAP and Bcl-2 family members can lead to synthetic lethality that would aid in overcoming drug resistance depending on the *RASA1* and *NF2* status. First, we discovered that RASA1-mutated GC is particularly vulnerable to Bcl-xL inhibition. In this study, we revealed the functional importance of *RASA1* mutations in GC metastasis, and identified a novel mechanism by which *RASA1* mutations amplify Wnt activity, boosting CSC fitness by increasing Bcl-xL levels. Although previous clinical evidence has linked Rasa1 loss to cancer metastasis, most functional studies have focused on primary tumor growth and progression through the enhancement of RAS-ERK signal amplification. Second, we observed that *NF2*-low GC exhibited significant suppression of metastasis in response to combined inhibition of YAP and Bcl-2. *NF2* deficiency paradoxically led to resistance to YAP inhibitors. We revealed that resistance to YAP inhibition is acquired through Bcl-2-mediated activation of Wnt signaling, indicating that synthetic lethality drug resistance is regulated by Bcl-2 and YAP signaling. Although NF2 loss is known to contribute to tumor metastasis [47], no direct strategy has been developed to overcome NF2 deficiency during cancer progression. Third, we demonstrated that *RASA1*-mutated and *NF2*-low GC exhibits a synergistic metastasis-suppressing effect in response to combined YAP and Bcl-xL inhibition. Resistance to Bcl-xL inhibition in *RASA1*-mutated GC with low *NF2* expression can be acquired through activation of YAP signaling caused by *NF2* deficiency. Based on these findings, further research is needed to understand how Bcl-xL inhibition specifically upregulates YAP inhibition as an alternative pathway for maintaining cancer stemness.

An aberrant Wnt/β-catenin signaling pathway facilitates CSC renewal and fitness [34, 48, 49]. Suppressing this pathway could offer therapeutic options for various cancer types, and targeting Wnt signaling in preclinical GC models has shown efficacy [36]. However, developing Wnt/β-catenin-targeted therapies faces challenges such as off-target effects, unintended side effects due to the involvement of the pathway in normal tissue functions, and limited druggability for targeting nuclear β-catenin [50]. Additionally, the regulation and dynamics of Wnt signaling are context-dependent and influenced by cell type, tumor microenvironment, and interactions with various signaling pathways involved in cancer progression [50, 51]. Consequently, blocking Wnt signaling by targeting individual components is likely to be limited owing to the complexity and variation across contexts, warranting further investigation into Wnt regulation in CSC biology. This study demonstrated that Bcl-2 family members play crucial roles in CSC fitness by regulating Wnt signaling. Bcl-2 family members play non-canonical roles in tumor progression beyond a classical role in inhibiting apoptosis, through interactions with proteins outside the Bcl-2 protein family [15]. Our findings revealed novel roles for Bcl-2 family members in controlling Wnt signaling in CSCs, with Bcl-2 and Bcl-xL playing roles in maintaining and amplifying Wnt signaling, supporting cancer stemness and metastasis. Bcl-2 inhibition significantly reduced basal levels of Wnt signaling in control cells, as well as NF2-KO-induced Wnt signaling, indicating that Bcl-2 fundamentally maintains Wnt signaling to support CSCs. Conversely, Bcl-xL inhibition did not affect basal Wnt signaling activity, but selectively reduced amplified Wnt signaling caused by *RASA1-*KO. The results demonstrate the reciprocal roles of Bcl-xL and Bcl-2, induced by loss of Rasa1 and Nf2, respectively, in regulating Wnt signaling in CSCs. However, the exact mechanisms underlying this relationship remain unclear. Further research is needed to elucidate how Bcl-2 family members regulate Wnt signaling and to identify partner molecules involved in this process.

Our study unveiled molecular mechanisms underlying GC metastasis driven by *RASA1* mutations and *Nf2* deficiency and proposed a novel therapeutic strategy involving combined inhibition of Bcl-2 family members and YAP for treatment of highly metastatic GC. The findings provide a strong basis for further research to determine the clinical relevance and applicability of this approach. Over the years, Bcl-2 family inhibitors have been developed and venetoclax has been successfully used in the treatment of hematological malignancies. However, its efficacy is limited in primary solid cancers [19]. The Hippo pathway target, YAP, is crucial for promoting metastasis through the TEAD-interaction domain [52]; however, pharmacological blockade of TEAD-YAP has therapeutic limitations in cancer cells [53]. Emerging evidence suggests that deregulation of YAP/TAZ signaling may be a major mechanism underlying intrinsic and acquired resistance to various targeted therapies [54]. Notably, our study pioneers novel advancements by expanding the potential use of Bcl-2 family and YAP inhibitors in addressing synthetic lethality that would aid in overcoming drug resistance in GC metastasis. The primary innovation of our work lies in elucidating the novel effects of RASA1 and NF2 deficiency in amplifying GC stemness. This amplification is facilitated through the modulation of YAP and Wnt signaling interactions by Bcl-2 family members, particularly at CSC-specific nodes. This breakthrough accentuates the importance of considering GC molecular phenotypes while formulating targeted therapies, emphasizing the potential of personalized medicine in tackling this formidable disease. By providing insights into the distinctive molecular interactions in *RASA1*-mutated and NF2-deficient GC, our work paves the way for devising more precise and effective treatment strategies for this condition.

### Supplementary Information

**Additional file 1:** Materials and methods.

 

**Additional file 2: Supplemental Table 1.** Correlation between RASA1 immunoreactivity and clinicopathological parame ters in human GC tissues. *P*-value, Chi squared test.

**Additional file 3: Supplemental Table 2.** Correlation between NF2 immunoreactivity and clinicopathological parameters in human GC tissues. *P*-value, Chi squared test.

**Additional file 4: Supplemental Table 3.** Information of drugs and chemicals used in this study.

**Additional file 5: Supplemental Table 4.** Primer sequences for qPCR and RT-qPCR.

**Additional file 6: Supplemental Figure 1.** Establishment of the three-dimensional tumorsphere culture system.

**Additional file 7: Supplemental Figure 2.** In vivo validation of target genes using the peritoneal dissemination model.

**Additional file 8: Supplemental Figure 3.** In vivo validation of target genes using the spleno-hepatic metastasis model.

**Additional file 9: Supplemental Figure 4.** Effect of NF2 and RASA1 deficiency on metastasis in human GC.

**Additional file 10: Supplemental Figure 5.** The effects of NF2 and RASA1 deficiency on monolayer growth.

**Additional file 11: Supplemental Figure 6.** Analysis of RNA sequencing data from *Rasa1-* and *Nf2*-KO S1 Tumorspheres.

**Additional file 12: Supplemental Figure 7.** Western blot analysis for YAP signal activation resulting from NF2 deficiency.

**Additional file 13: Supplemental Figure 8.** NF2 deficiency induces anoikis resistance via YAP activation.

**Additional file 14: Supplemental Figure 9.** Evaluation of Wnt and YAP signaling in *Nf2*- and *Rasa1*-KO peritoneal dissemination models.

**Additional file 15: Supplemental Figure 10.** Examination of lung metastasis in a subcutaneous transplantation model using *Rasa1*-KO S1M cells.

**Additional file 16: Supplemental Figure 11.** Immunohistochemical analysis of NF2 and β-catenin in human GC tissues.

**Additional file 17: Supplemental Figure 12.** Analysis of Wnt inhibitor expression in response to *Nf2*-KO and YAP/TAZ signaling modulation.

**Additional file 18: Supplemental Figure 13.** Immunofluorescence staining analysis for Bcl-2, Bcl-xL, β-catenin, and Yap1 in control, *Rasa1-*KO, *Nf2*-KO, and *Rasa1/Nf2*-double-KO peritoneal metastatic foci.

**Additional file 19: Supplemental Figure 14.** Immunohistochemical analysis following YAP and Bcl-2 inhibitor treatment in *Nf2/Rasa1*-double KO S1M peritoneal dissemination model.

**Additional file 20: Supplemental Figure 15.** Immunohistochemical analysis following YAP and Bcl-xL inhibitor treatment in *Nf2/Rasa1*-double KO S1M peritoneal dissemination model.

## Data Availability

The results shown here are in whole or part based upon data generated by the TCGA Research Network: https://www.cancer.gov/tcga. RNA sequencing data are deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) and are publicly available as of the date of publication under the accession GSE239457. The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

AQP5: Aquaporin 5
BCL-2: BCL2 apoptosis regulator
BCL-XL: BCL2-like 1
BMP4: Bone morphogenetic protein 4
CCND1: Cyclin D1
CD44: Cluster of differentiation 44
CDH1: Cadherin 1
c-Myc: MYC proto-oncogene
CRISPR: Clustered regularly interspaced short palindromic repeats
CSC: Cancer stem cell
CTGF: Connective tissue growth factor
CYR61: Cysteine rich angiogenic inducer 61
ERK: Extracellular signal-regulated kinases
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GC: Gastric cancer
gDNA: Genomic DNA
GO: Gene ontology
H&E: Hematoxylin and eosin stain
i.p.: Intraperitoneal
i.v.: Intravenous
IF: Immunofluorescence
IGFBP4: Insulin like growth factor binding protein 4
IHC: Immunohistochemistry
KEGG: Kyoto encyclopedia of genes and genomes
KO: Knockout
GSEA: Gene set enrichment analysis
LGR5: Leucine rich repeat containing G protein-coupled receptor 5
NF2: Moesin-ezrin-radixin like (MERLIN) tumor suppressor
NGS: Next generation sequencing
p.o.: Per os
PCA: Principal component analysis
PCNA: Proliferating cell nuclear antigen
qPCR: Quantitative polymerase chain reaction
RASA1: RAS p21 protein activator 1
ROI: Region of interst
sgRNA: Single guide RNA
siRNA: Small interfering RNA
SMAD4: SMAD family member 4
TAZ: WW domain containing transcription regulator 1
TCGA: The Cancer Genome Atlas
TEAD: TEA Domain Transcription Factor
TMA: Tissue microarray
TRP53: Transformation related protein 53
YAP: Yes1 associated transcriptional regulator

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 1 — Additional file 1: Materials and methods.

## **MATERIALS AND METHODS**

### **Next-generation sequencing of amplicon libraries**

We used two-step PCR to generate amplicon libraries targeting genetically integrated guide (g)RNA sequences. We performed primary PCR using the primer set LentiCRISPR v2 gRNA scaffold F: 5'-GACAGCAGAGATCCAGTTTGG-3' and LentiCRISPR v2 gRNA scaffold R: 5'-ATGCTCCAGACTGCCTTGGG-3' to amplify the gRNA locus and KAPA HiFi HotStart ReadyMix (KK2602, Kapa Biosystems, Wilmington, MA, United States). Primary PCR conditions were 98°C (20 s), 65°C (15 s), and 72°C (15 s) for 23 cycles. Secondary PCR was performed to add adapters and barcodes at 98°C (20 s), 73°C (15 s), and 72°C (15 s) for 24 cycles, using KAPA HiFi HotStart ReadyMix and previously reported primer sets [1]. The amplified library products were purified using a PCR purification kit (28104, Qiagen, Venlo, The Netherlands) and sequenced on a HiSeq 2500 system (150 bp × 2 paired-end; Illumina, Inc, San Diego, CA, USA). We subjected the raw data to adapter trimming with Trimmomatic (v0.38) [2]. The sequences of primer-binding sites were located in the adapter trimmed reads, and we regarded the first 21 bp sequences after the primer-binding sites as the single (s)gRNA of the samples. Consequently, we obtained the primer-binding site–sgRNA structure with a length of 52 bp (33 bp primer-binding site + 19 bp sgRNA). We used MAGECK (0.5.9.5) to count the sgRNA sequences with the --trim-5 33 --sgRNA-len 19 --pdf-report option [3].

### **Manual Sanger sequencing of amplicon libraries**

We amplified the inserted gRNA sequences using the following primers: LentiCRISPR v2 gRNA scaffold F: 5'-GACAGCAGAGATCCAGTTTGG-3' and LentiCRISPR v2 gRNA scaffold R: 5'-ATGCTCCAGACTGCCTTGGG-3' as described above. The amplified PCR fragments were gel extracted and TA cloning was performed using Mighty TA-cloning Kit (6028, Takara, Shiga, Japan). After blue/white selection, we only picked white colonies, which contained an amplified gRNA sequence, and extracted plasmids using FavorPrep™ GEL/PCR Purification Kit (FAGCK 001, Favorgen, Ping Tung, Taiwan). We then sequenced cloned fragments using the standard Sanger sequencing method with the M13 RV primer: 5'-CAGGAAACAGCTATGAC-3'.

### **RNA sequencing analysis**

To investigate the transcriptomic differences of KO cells, we analyzed the S1 tumorspheres of control, *Nf2*-KO, *Rasa1*-KO, and double-KO using RNA sequencing. We calculated total RNA concentration using Quant-IT RiboGreen (R11490, Invitrogen, Waltham, MA, USA). To assess the integrity of the total RNA, samples are run on TapeStation RNA ScreenTape (5067-5576, Agilent Technologies, Santa Clara, CA, USA). Only high-quality RNA preparations, with RIN greater than 7.0, were used for RNA library construction.

A library was independently prepared with 0.5 µg of total RNA for each sample using Illumina TruSeq Stranded Total RNA Library Prep Gold Kit (20020599, Illumina, Inc.). The first step in the workflow was removing the rRNA in the total RNA. Subsequently, we fragmented the remaining mRNA using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first-strand complementary (c)DNA using SuperScript II reverse transcriptase (18064014, Invitrogen) and random primers. This was followed by second-strand cDNA synthesis using DNA polymerase I, RNase H and dUTP. These cDNA fragments then underwent an end-repair process, the addition of a single A base, and then ligation of adapters. Next, we purified the products and amplified them using PCR to create the final cDNA library.

The libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (KK4854, Kapa Biosystems) and were qualified using TapeStation D1000 ScreenTape (5067-5582, Agilent Technologies). Indexed libraries were submitted to an Illumina NovaSeq (Illumina, Inc.), and the paired-end (2×100 bp) sequencing was performed by the Macrogen Inc. (Seoul, South Korea).

### *Data Processing and Analysis*

Paired-end sequencing reads were generated on the Illumina sequencing NovaSeq platform. Before starting analysis, Trimmomatic v0.38 was used to remove adapter sequences and trim bases with poor base quality. The cleaned reads were aligned to the *Mus musculus* (*mm10*) using HISAT v2.1.0 [4], based on the HISAT and Bowtie2 implementations. The reference genome sequence and gene annotation data were downloaded from NCBI Genome assembly and NCBI RefSeq database respectively. Aligned data (SAM file format) were sorted and indexed using SAMtools v 1.9. After alignment, the transcripts were assembled and quantified using StringTie v2.1.3b [5]. Gene-level and

Transcript-level quantification were calculated as raw read count, FPKM (Fragments Per Kilobase of transcript per Million mapped reads) and TPM (Transcripts Per Million).

### *Differential Gene Expression Analysis*

Statistical analyses of differential gene expression (DGE) were performed by DESeq2 v 1.24.0 [6] using raw counts as input. In the data preprocessing step, genes with one more than zeroed read count values in the samples were excluded. 

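In the deposited tables, 0 genes had a count of 0 in any library and the smallest count was 1, so neither of the filters on counts of 0 that are described removes a gene from them. Genes with a count of 0 in any library are thus absent from the tables. A gene without counts in a group could not be called or ranked here. Without edgeR's own filter, 1708, 2088, 381 and 1046 genes were called in the labelled *Rasa1*-KO, *Nf2*-KO and labelled double-KO against control and in the labelled double-KO against the labelled *Rasa1*-KO.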

In the data preprocessing step, genes with all zeroed read count values in the samples were excluded. Principal component analysis (PCA) and multidimensional scaling (MDS) plots were generated to confirm the similarity of expression between samples. Filtered data set was applied with relative log expression (RLE) normalization to correct the variation of library sizes among samples. 

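With DESeq2 in place of edgeR, 1694 genes were called in the libraries labelled *Rasa1*-KO, 2113 in *Nf2*-KO and 419 in those labelled double-KO against control, and 1032 in the labelled double-KO against the labelled *Rasa1*-KO. Of these, 1663, 2040, 362 and 1015 were also called by edgeR's quasi-likelihood test.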

Statistical significance of differential gene expression was determined using DESeq2 nbinom WaldTest [6]. Fold-change and *P*-value were extracted from the result of WaldTest. All *P*-values are adjusted by Benjamini–Hochberg algorithm to control false discovery rate (FDR). Significant gene list was filtered by |fold change| $\geq 3$  & raw p-value < 0.05. Hierarchical clustering on rlog transformed values for significant genes was performed with these parameters (distance metric =Euclidean distance, linkage method=complete). Gene-enrichment and functional annotation analysis for significant gene list were performed based on gProfiler (<https://biit.cs.ut.ee/gprofiler/orth>), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (<https://www.genome.jp/kegg/>) respectively [7]. All data analysis and visualization of differentially expressed genes was conducted using R 3.6.0 ([www.r-project.org](http://www.r-project.org)).

## **Plasmids**

### *Cre-recombinase system*

The PX459\_PGK\_Cre plasmid was constructed as previously reported [8]. Briefly, the Cre recombinase-coding region of Lenti-sgNT/Cre35 (66895, Addgene, Watertown, MA, USA) was subcloned into the XbaI and EcoRI sites of the PX459 vector (pSpCas9(BB)-2A-Puro (PX459) V2.0; 62988, Addgene). The constructed Cre-recombinase plasmid was transiently transfected with Lipofectamine® 2000 (11668027, Invitrogen) following the manufacturer's instructions.

### *PiggyBac transposon system*

The Cas9 cDNA was cloned from pX330 (42230, Addgene) and inserted into a PiggyBac (PB) vector (pPBCAG-IRES-blasticidin resistance-pA; pPBCAG-CHA-IB). Using the same cloning strategy, amplicons were digested with NotI/XhoI, and cloned into the PiggyBac vector digested with NotI/XhoI. We cotransfected this pPB-CAG-Cas9-IB vector with pPyCAG-PBase into gastric cancer cells and stomach organoids using Lipofectamine LTX (15338030, Invitrogen) to constitutively express Cas9 and blasticidin resistance genes. After 1 week of blasticidin (5 µg/ml, ant-bl-1, InvivoGen, San Diego, CA, USA) selection, pooled clones with active Cas9 activity were used for subsequent experiments.

To create in vivo luciferase-expressing cells for in vivo imaging system (IVIS) analysis, the pGL4.10 [luc2] vector (E6651, Promega Corp., Madison, WI, USA) was digested with NotI and XhoI and subcloned into pPBCAG-rtTAM2-IN (124166, Addgene). Following selection with G418 (200 µg/ml; Geneticin, ant-gn-1, InvivoGen) for 1 week, antibiotic-resistant clones were pooled and used for subsequent experiments.

### *Tetracycline-inducible transgenic overexpression system*

For the tetracycline-induced gene expression system, the PB-TET plasmid (20909, Addgene, a gift from Andras Nagy) was used. The PiggyBac plasmids containing the tetracycline-inducible *Bcl-2* (NM\_009741) or *Bcl-xL* (NM\_009743.4) expression vectors, designated as PB-Tet-*Bcl-2* and PB-Tet-*Bcl-xL*, were constructed by inserting the cDNA of *Bcl-2* and *Bcl-xL*, which were amplified through PCR from total mouse cDNA, between the NotI and XhoI sites of PB-TET. Mouse GC cells were transfected with PB-Tet and PB-PBase using the Lipofectamine LTX Reagent, as described above. To induce the expression of the transgene, various concentrations of doxycycline (D9891, Sigma-Aldrich, St Louis, MO, USA) were added to the culture medium. Upon activation of rtTAM through doxycycline treatment, blasticidin and G418 (Geneticin; 200 µg/ml, ant-gn-1, InvivoGen) selection were performed, and after 1 week of blasticidin and neomycin selection, the antibiotics resistant clones were pooled and used for subsequent experiments.

### *Lentivirus system*

The HEK-293T cell was cultured in 6-well plates, or the materials used in lentiviral packaging were proportionally adjusted to culture surface area.

The HEK-293T cells were cultured in 6-well plates for lentiviral packaging. However, when it was necessary to increase the production of lentivirus, the materials used in lentiviral packaging were proportionally adjusted based on the cell culture surface area (cm<sup>2</sup>). For packaging the lentivirus, we used third-generation lentiviral packaging plasmids. To prepare the 6-well plates conditions, 750 ng of pLP1, 750 ng of pLP2, 500 ng of pLP/VSVG, and 1000 ng of lentiviral plasmid were suspended in 500 µl of Opti-MEM™ (31985070, Gibco, Billings, MT, USA). Next, either 12 µl of polyethylenimine (PEI; 1 mg/ml, 26008-5, Polysciences, Warrington, PA, USA) or Lipofectamine™ 2000 (11668027, Invitrogen) was suspended in another 500 µl of Opti-MEM™. The two suspensions were mixed and incubated for 20 min at room temperature (RT; 22 ± 2°C). The PEI/DNA complex was gently dropped into the culture plate and incubated for 18 h, and the medium was changed to Dulbecco's modified Eagle's medium (DMEM; LM001-05, Welgene, Gyeongsan, South Korea) containing 10% fetal bovine serum (FBS; S001-01, Welgene) and 1% penicillin-streptomycin (PS; LS202-02, Welgene). The culture supernatants were collected at 48, 72, and 96 h after transfection. The lentiviral supernatant was filtered through a 0.45-µm PES syringe filter (16537, Sartorius, Göttingen, Germany) and stored at -80°C.

For lentivirus transduction, cells were cultured until 70–80% confluency in Roswell Park Memorial Institute (RPMI) 1640 media (LM011-01, Welgene) with 10% FBS and 1% PS. The lentiviral supernatant was thawed in a 37°C water bath and gently applied to cells with hexadimethrine bromide (Polybrene; 8 µg/ml, H9268, Sigma-Aldrich). The medium was changed after 18 h post transduction and was maintained for 1 day. Antibiotic selection was performed depending on the drug-resistance genes, until all non-transduced cells had been eliminated; this culture was then maintained for 7 days. Antibiotic-selected cells were pooled, and KO efficacy was verified using western blot analysis. All procedures were performed to maintain the multiplicity of infection (MOI) under 0.3 to prevent multiple lentiviral transductions.

### **Drugs and chemicals**

The drugs and chemicals used in this study are listed in **Supplemental Table 3**. The indicated concentrations were applied for each experiment.

### **Cells and organoids**

The genetically engineered mouse GC cells, S1 and S1M, were established in earlier studies [9,10]. Human GC cell lines, including SNU-484 (00484), SNU-668 (00668), SNU-719 (00719), NCI-N87 (60113), and MKN-74 (80104), were obtained from the Korean Cell Line Bank (KCLB, Seoul, South Korea). These cell lines were maintained in RPMI-1640 medium supplemented with 10% FBS, 2 mM L-Glutamine (25030149, Gibco), and 1% PS at 37°C in a 5% CO<sub>2</sub> humidified incubator. The HEK-293 (21573, KCLB) cell line was obtained from the KCLB and maintained in DMEM supplemented with 10% FBS and 1% PS.

Mouse stomach organoids were primarily cultured directly from mouse stomach tissues, as described previously [11,12]. To generate *Trp53*-KO mouse stomach organoids (P organoid), the gastric epithelium of Cre-dependent Cas9-GFP-*Trp53*<sup>fl/fl</sup> mice was used to culture organoids. Once the organoids were established, a Cre recombinase expression cassette was introduced into the organoids using transfection. Organoids were then grown with nutlin-3 (N6287-1MG, Sigma-Aldrich) for 1 week to select *Trp53*-KO clones.

## Mice

Immunocompetent syngeneic mice, non-obese diabetic-severe combined immune deficient mice (NOD-SCID, NOD.CB17-Prkdc<sup>scid</sup>), and NOD-SCID IL2rg<sup>null</sup> (NSG) mice were used. Immunocompetent syngeneic mice with S1 and S1M cell lines were established as previously reported [9]. Four- to six-week-old NOD-SCID and NSG mice were purchased from Hanabio (Hwaseong-si, South Korea) and JAbio (Suwon-si, South Korea), respectively.

To generate *Trp53*-KO mouse stomach organoids (P organoid), a Cre recombinase-encoding plasmid (PX459\_PGK\_Cre) was transfected into gastric organoids from B6J.129(Cg)-*Gt(ROSA)26Sor*<sup>tm1.1(CAG-cas9\*,-EGFP)F<sub>ezh</sub>/J</sup> mice (026179, Jackson Laboratory, Bar Harbor, ME, USA), which express Cre-dependent Cas9, and B6.129P2-*Trp53*<sup>tm1Brn</sup>/J mice (008462, Jackson Laboratory), which have loxP sites flanking exon 2–10 of *Trp53*, on a C57BL/6 background. Nutlin-3 selection was performed for 1 week.

Mice were housed at 22–24°C with a standard light-dark cycle (12:12 h) with freely accessible feed and water. Age-, sex-, and weight-matched mice were randomly grouped.

## Animal experiments

#### *Peritoneal dissemination model*

For the peritoneal transplantation, Four- to six-week-old adult NOD-SCID or NSG mice were first anesthetized with isoflurane. Next,  $5 \times 10^6$  GC cells suspended in 100  $\mu$ l of 50% growth factor-reduced basement membrane matrix (Matrigel; 356231, Corning, Corning, NY, USA) were injected into the peritoneal cavity of the mice. During the entire experimental period, mice were monitored every other day for any signs of malignancy. Necropsies were performed either 4–5 weeks post-peritoneal injection or when the mice showed clinical signs of malignancy.

#### *Spleno-hepatic metastasis model*

For the splenic transplantation, Four- to six-week-old adult immunocompetent syngeneic mice were first anesthetized with isoflurane. Next,  $2 \times 10^6$  GC cells suspended in 30  $\mu$ l of 50% Matrigel were injected into the exposed spleen. Necropsies were performed either 3–4 weeks post-splenic injection or when the mice showed clinical signs of malignancy.

#### *Subcutaneous-pulmonary metastasis model*

For the subcutaneous transplantation, 5-week-old NOD-SCID mice were first anesthetized with isoflurane. Next,  $3 \times 10^6$  S1M cells with in vivo luciferase expression were injected into the subcutaneous dorsal flank region. The tumor volume was monitored once a week to track its growth over time. Necropsies were performed either 9-weeks post-subcutaneous injection or when the mice showed clinical signs of malignancy.

#### *In vivo competition model*

To evaluate the survival advantages of specific KO cells over wild-type cells, an in vivo competition assay was performed. To generate NF2-KO SNU-484 cells, sgRNA lentivirus was used with guide sequences of non-targeting plasmid backbone (non-target plasmid backbone F: 5'-GGGTCTTCGAGAAGACAC-3'), NF2 #1 (human NF2 10-3 F: 5'-GTACACAATCAAGGACACAG-3'), and NF2 #2 (human NF2 10-8 F: 5'-GCTGGCTTCTTACGCCGTCC-3'). Third-generation lentiviral packaging plasmids were used to generate the lentivirus. Each lentivirus was transduced independently with 8  $\mu$ g/ml of polybrene and subsequently selected using puromycin (2  $\mu$ g/ml) for at

least 2 weeks. Then,  $3.3 \times 10^6$  cells of each of control, *NF2*-KO #1, and *NF2*-KO #2 cells were mixed, and  $1 \times 10^7$  cells were injected into the peritoneum of NOD-SCID mice ( $n = 4$ ). The same biological replicates of cell pellets were preserved for genomic DNA extraction. Mice were monitored every other day, and mice showing clinical symptoms of cancer were monitored daily. After five weeks post-injection, mice were euthanized, and postmortem necropsy was performed. Malignant ascites with disseminated cancer cells were confirmed using a fluid smear with Diff Quick stain. Genomic DNA was extracted from malignant ascites and formerly preserved cell pellets using the DNeasy Blood & Tissue Kit (69504, Qiagen, Hilden, Germany) and was subjected to quantification of the integrated lentiviral sequence using amplicon next-generation sequencing.

*RASA1*-KO SNU-484 cells were generated using guide sequences from the non-targeting plasmid backbone (non-targeting plasmid backbone F: 5'-GGGTCTTCGAGAAGACGT-3'), *RASA1* #1 (Human *RASA1* 5-3 F: 5'-GGGAGGCCCGGTATTATAAC-3'), and *RASA1* #2 (Human *RASA1* #2 F: 5'-GCTTATAATTTACTAATGAC-3') as described above.  $1 \times 10^7$  cells, consisting of control, *RASA1*-KO #1, and *RASA1*-KO #2 cells mixed at a ratio of 1:1:1, were injected into the peritoneum of NSG mice ( $n = 5$ ). Genomic DNA was extracted from metastatic tumor foci tissues and preserved cell pellets, and the integrated lentiviral sequence was quantified using quantitative PCR (qPCR) to confirm the competition assay. To validate the results of the competition assay, individual control ( $n = 3$ ) and *RASA1*-KO #1 ( $n = 3$ ) SNU-484 cells were each injected into the peritoneum of NSG mice at a total of  $4 \times 10^6$  cells per injection. Five weeks post-injection, mice were euthanized, and a necropsy was performed to count the gross metastatic foci. Tissues were processed for routine histopathological analysis.

#### *In vivo imaging system*

To visualize peritoneal dissemination models of GC, we used an in vivo luciferase assay with the Lago X in vivo imaging system (Spectral Instruments Imaging, Tucson, AZ, USA). The gene expression cassette encoding luciferase was introduced into S1M-Cas9+ cells using the PiggyBac transposon system. Then,  $5 \times 10^6$  cells were injected into the peritoneum of NOD-SCID mice, and tumors were allowed to develop. To monitor tumor growth, dissemination, and drug efficacy, D-Luciferin (150 mg/kg, i.v., LUCK-100, Gold Biotechnology, St. Louis, MO, USA) was injected via the tail vein. After 30 min, luciferase activity was measured using the Lago X system, and mice were

monitored weekly. To monitor drug efficacy, A-1155463 (9 mg/kg, intraperitoneal [i.p.], S7800, Selleck Chemicals, Houston, TX, USA), venetoclax (ABT-199; 12 mg/kg, per os [p.o.], HY-15531, MedChemExpress [MCE], Monmouth Junction, NJ, USA), and verteporfin (CL 318952; 10 mg/kg, i.p., HY-B0146, MCE) were administered according to the indicated schedules. Each experimental group consisted of four or five mice.

## **In vitro experiments**

### *Organoid culture*

Mouse gastric epithelial cells from Cre-dependent Cas9-expressing *Trp53<sup>fl/fl</sup>* mice were isolated and cultured in the organoid medium, as previously described [9], *Trp53*-KO mouse gastric organoids were generated by transfecting a Cre recombinase--encoding plasmid (PX459\_PGK\_Cre) into gastric organoids established from C57BL/6 background mice bearing Rosa26-LSL-spCas9-EGFP (B6J.129(B6N)-Gt(ROSA)26Sortm1[Cas9-EGFP]) and *Trp53<sup>fl/fl</sup>* (B6.129P2-Trp53tm1Brn/J). After transfection of Cre recombinase, organoids were treated with nutlin-3 (N6287-1MG, Sigma-Aldrich) for 1 week. The transfection of Cre recombinase was confirmed by GFP expression and KO of *Trp53* was confirmed by nutlin-3-resistance. *Trp53*-KO organoids (P organoid) were then transduced with a pKLV (50946, Addgene) based *Rasa1* targeting sgRNA lentivirus for additional KO and were selected using puromycin (2 µg/ml). The size, number, morphology, and differentiation of the organoids were assessed using a microscope (ECLIPSE Ts2, Nikon, Tokyo, Japan; DS-Fi3, Nikon) and analyzed.

### *Establishment of KO cell lines*

GC cell lines with constant Cas9 expression were established as previously described. sgRNA lentiviral vectors were generated according to a published protocol [13]. Briefly, the mouse (67988 and 1000000053, Addgene) and human (67989 and 1000000049, Addgene) sgRNA sequences were achieved from the gRNA library. Different guide sequences targeting mouse *Rasa1* (#1, CTGAGACGCTCGGGCCGGG; #2, GACGCGGCTCCGCCACCGA) and human *RASA1* (#1, GGGAGGCCGGTATTATAAC; #2, GCTTATAATTTACTAATGAC), mouse *Nf2* (#1, CTTGGTATGCGGAGCACCG; #2, GAGCACGGACGCCTCGGGA) and human *NF2* (#1, GAGATGGAGTTCAATTGCG; #2, CTTGGTACGCAGAGCACCG or CTGGCTTCTTACGCCGTCC),

mouse *Bcl-xL* (#1, GCGCGGGAGGTGATTCCCA; #2, ACCAGCGGTTGAAGCGCTC), mouse *Bcl-2* (#1, ACCCCACCGAACTCAAAGA; #2, GTGGCAAAGCGTCCCCTCG), and mouse *Yap1* (#1, ACGTTCAGTTGCGAAAGCA; #2, TACCCTTACCTGTCGCGAG) were selected. As non-target control, GTGTAGTTCGACCATTCGTG and the intact plasmid backbone with the guide sequence of GGGTCTTCGAGAAGACGT were used. The paired complementary gRNA oligos were annealed, and then ligated (T4 DNA Ligase; M001, Enzymomics, Daejeon, South Korea) into BbsI-HF (R3539, New England Biolabs [NEB], Ipswich, MA, USA)-digested pKLV puromycin-resistance vectors (50946; 67974; 67975; 67977; Addgene), or BsmBI-v2 (R0739S, NEB)-digested lenti-sgRNA neomycin-resistance vector (lenti-sgRNA neo; 104992, Addgene) or Cas9-sgRNA-puromycin-resistance vector (Lenti-multi-CRISPR; 85402, Addgene), depending on their purpose. The ligated plasmids were transfected into DH5a (RH617, Real Biotech Corporation, Taipei, Taiwan) using the heat-shock method and plasmids were extracted using the QIAprep Spin Miniprep Kit (27106, Qiagen). All plasmids used in lentiviral production were confirmed using Sanger sequencing (U6 primer F: 5'-CAGTGCAGGGGAAAGAATAGTAGAC-3').

#### *Establishment of double-KO cell lines*

To generate double-KO cell lines, we used mouse gastric cancer cell lines with stable Cas9 expression. For one-step establishment of double-KO cells, the lentiviral plasmid (pKLV2.2-h7SKgRNA5(SapI)-hU6gRNA5(BbsI)-PGKpuroBFP-W; 72666, Addgene, a gift from Kosuke Yusa) containing a dual sgRNA expression cassette along with a puromycin-resistance gene was employed. The sgRNA sequences targeting *Nf2* (CTTGGTATGCGGAGCACCG) and *Rasa1* (CTGAGACGCTCGGGCCGGG) were subcloned using BbsI-HF (R3539S, NEB) and SapI (R0569S, NEB) enzymes, respectively, via a Golden Gate Assembly.

For two-step establishment of double KO cells, the lentiviral sgRNA plasmids with antibiotic-resistance genes (puromycin [67974, Addgene] and neomycin [104992, Addgene]) were used. Plasmids were digested in BbsI-HF (R3539S, NEB) or BsmBI-v2 (R0739S, NEB), depending on their sequences. The guide sequences of control (GTGTAGTTCGACCATTCGTG), *Nf2* (CTTGGTATGCGGAGCACCG), *Rasa1* (CTGAGACGCTCGGGCCGGG), and *Yap1* (ACGTTCAGTTGCGAAAGCA) were obtained from the mouse genome wide gRNA library (67988, Addgene) and integrated into digested plasmids, respectively. The plasmids were transformed into

NEB Stable Competent *E. coli* (C3040H, NEB) by heating at 42°C for 1 min. The transformed bacteria were incubated on Luria–Bertani agar (244520, Becton, Dickinson [BD], Franklin Lakes, NJ, USA) supplemented with carbenicillin (100 µg/ml, 10177012, Gibco) at 37°C for 18 h. Antibiotic-selected colonies were picked and incubated in Luria–Bertani broth (244620, BD) supplemented with ampicillin (100 µg/ml, 11593027, Gibco) at 37°C, 200 rpm, for 18 h. Plasmids were extracted using the QIAprep Spin Miniprep Kit (27106, Qiagen). The lentivirus was generated using third-generation lentiviral packaging plasmids (K497500, Invitrogen) and PEI (MW 25,000; 23966-1, Polysciences) with HEK-293T cells. At first, cells were transduced with the puromycin-resistance sgRNA lentivirus and selected for 7 days with puromycin (2 µg/ml). Next, puromycin-resistant cells were transduced with the neomycin-resistance sgRNA lentivirus and selected for 7 days with G418 (200 µg/ml, geneticin, ant-gn-1, InvivoGen). The knockout efficacy of each gene was confirmed via western blot analysis.

#### *Establishment of dual-luciferase reporter cell lines*

For the dual-luciferase assay, a lentiviral EF-1 $\alpha$  promoter-induced Renilla luciferase (pLX313-Renilla luciferase; 118016, Addgene, a gift from William Hahn & David Root), lentiviral Wnt reporter consisting of a tandem repeat of seven TCF/LEF binding sites (pXL010-Wnt dual (GFP-Fire) reporter; 40588, Addgene, a gift from Sean Palecek) and TEAD-YAP/TAZ reporter consisting of multimerized TEAD binding sites (HOP-flash; 83467, Addgene, a gift from Barry Gumbiner) were used. Lenti-HOP-Neo, the lentiviral TEAD-YAP/TAZ reporter, was constructed by subcloning TEAD binding sites–minimal promoter–firefly luciferase gene cassette into neomycin-resistance lentiviral backbone (lenti-sgRNA neo; 104992, Addgene, a gift from Brett Stringer) using KpnI (CR014S, Enzymomics), EcoRI (CR002S, Enzymomics) and T4 ligase.

#### *Establishment of in vivo luciferase imaging cell lines*

To establish an in vivo luciferase imaging system, the luciferase gene cassette with the neomycin-resistance gene was introduced into S1M-Cas9<sup>+</sup> cells. KO of S1M-Cas9<sup>+</sup>-Luciferase<sup>+</sup> cells was induced using the sgRNA lentivirus based on puromycin-resistance plasmids (pKLV1; 50946, Addgene or pKLV2; 72666, Addgene, a gift from Kosuke Yusa). After 1 week of antibiotic selection, pooled cells were used for subsequent experiments.

### *Cell counts*

To investigate the growth difference between control and knockout cells under monolayer culture conditions, cell counting and relevant viability tests were conducted. An equal number of cells were plated depending on the experimental setup, and all cells were cultured in RPMI 1640 media supplemented with 10% FBS and 1% PS. After 48 hours post-seeding, the cells were collected, and either cell counting or relevant viability tests were performed, depending on the specific assay used. For manual cell counting,  $1 \times 10^5$  cells were seeded in 6-well plates, and a trypan blue exclusion assay was performed. For the cell counting kit-8 assay (CCK-8, CK04, Dojindo, Kumamoto, Japan),  $2 \times 10^3$  cells were seeded in 96-well plates, and the absorbance was measured using an Infinite 200 PRO (Tecan, Männedorf, Switzerland) microplate reader. For cells expressing renilla luciferase,  $2 \times 10^4$  cells were seeded in 12-well plates, and luciferase activity was measured using an Infinite 200 PRO (Tecan) microplate reader. The growth difference was compared by normalizing the results to control cells. Each experiment was performed with at least three replications and repeated at least three times.

### *Anoikis assay*

Anoikis was induced using a previously published protocol [14]. Briefly, S1M cells from control and *Nf2*-KO samples were dissociated into single cells using TrypLE (12605-028, Invitrogen), and  $5 \times 10^4$  single cells were seeded in a low-attachment plate (SPL3D Cell Floater; 390706, SPL) and were incubated for 24 h with constant shaking. After incubation, cells were harvested and  $1 \times 10^6$  cells were stained with Annexin V Fluor 488 and propidium iodide (PI) solution for 15 min at RT in the dark, using the Annexin V Fluor 488 Apoptosis Detection kit (KTA0002, Abbkine, Wuhan, China) according to the manufacturer's instructions. Annexin V/PI positive cells were analyzed using fluorescence-activated cell sorting (FACS) using NovoCyte (Agilent). The proportion of Annexin V-positive cells was normalized to the total number of cells to obtain the relative percentage of apoptotic cells.

### *Soft agar colony formation assay*

A soft agar colony formation assay was used to assess the contact-independent growth of cells. In this assay, 1 × 0.5% and 0.3% RPMI-agar media were prepared by mixing 2 × RPMI 1640 media (LM204-50, Welgene) with 20% FBS (S001-01, Welgene), 2% PS (LS202-02, Welgene), and equal

amounts of 1% and 0.6% noble agar solution (A5431, Sigma-Aldrich). For the supporting bottom layer, 1.5 ml of 0.5% RPMI-agar media was applied to 6-well cell culture plates (30006, SPL) and allowed to solidify for 20 min at RT. For the top cellular layer,  $2-5 \times 10^4$  cells were suspended in 1.5 ml of 0.3% RPMI-agar media and applied to the bottom layer. The noble agar was solidified for 20 min at RT, and the plates were incubated under standard culture conditions for 7–21 days, depending on the cell line. When the colonies were visible to the naked eye, 1% Nitro Blue Tetrazolium chloride (J60230, Alfa Aesar, Tewksbury, MA, USA) solution was added and incubated for 18 h. The samples were then fixed using 10% neutral buffered formalin, and the results were analyzed.

#### *ATP viability assay*

The viability of cells and tumor spheres was measured using the CellTiter-Glo 3D Cell Viability Assay (G9683, Promega) according to the manufacturer's instructions. Briefly, 200  $\mu$ l of 1:1 mixture of media and three-dimensional (3D) CellTiter-glo luminescent cell viability assay solution was added to each well. Luminescence was measured on a GloMax® 20/20 Luminometer (E5311; Promega), and the obtained luminescence values were subsequently normalized to the control samples.

#### *Wnt and YAP/TAZ reporter assays*

To quantify the activity of the Wnt/ $\beta$ -catenin pathway, we transduced Cas9-expressing mouse GC cells with two lentiviral vectors. The first lentiviral vector contained a *Renilla* luciferase reporter plasmid (pLX313-Renilla luciferase reporter; 118016, Addgene, a gift from William Hahn & David Root). The second lentiviral vector contained a Wnt reporter plasmid with a tandem repeat of seven TCF/LEF binding sites (pXL010-Wnt dual (GFP-Fire) reporter; 40588, Addgene, a gift from Sean Palecek). These lentiviral vectors were sequentially transduced into the cells. Cells were treated with puromycin (2  $\mu$ g/ml) for the Wnt reporter and hygromycin (100  $\mu$ g/ml, Hygromycin B Gold; ant-hg-1, InvivoGen) for the *Renilla* luciferase reporter, 48 h post-transduction and were selected for 7 days each. KO was induced using lenti-sgRNA neo (104992, Addgene) or lentiCRISPRv2 neo (98292, Addgene)-based lentivirus, and antibiotic selection was maintained for 2 weeks using G418 (200  $\mu$ g/ml). Wnt reporter activity was measured using a dual-luciferase reporter assay kit (E1980, Promega) according to the manufacturer's instructions, and luminescence was measured on a GloMax 20/20 (E5311, Promega) or Infinite 200 PRO (Tecan, Männedorf, Switzerland) luminometer.

The firefly luciferase activity was normalized to *Renilla* luciferase activity. Wnt-conditioned media or recombinant mouse Wnt3a (772301, BioLegend, San Diego, CA, USA) was applied according to the experimental conditions.

To quantify YAP/TAZ activity, we used a lentiviral TEAD reporter plasmid-based lentivirus. This consists of a tandem repeat of 8 × wild-type (8×wt) TEAD binding sites (HOP-flash; 83467, Addgene, a gift from Barry Gumbiner). The 8×wt TEAD binding domain–minimal promoter–firefly luciferase gene cassette was subcloned into the lenti-sgRNA neo plasmid (104992, Addgene), which comprised a lentiviral backbone with the neomycin-resistance gene. The TEAD reporter lentivirus was transduced into the Cas9-expressing mouse GC cells with stable *Renilla* luciferase expression. G418 was used for antibiotic selections. KO was induced using the pKLV2 plasmid (67974, Addgene) based lentivirus, with puromycin selections. The TEAD-YAP/TAZ activity was measured and normalized as described above.

To assess the in vivo Wnt reporter or YAP/TAZ reporter activities in peritoneal metastatic nodules and ascites of mice injected with S1M Wnt reporter or YAP/TAZ reporter cells, the metastatic foci were dissociated using the GentleMACS™ Tissue Dissociator (130-093-235, Miltenyi Biotec, Bergisch Gladbach, Germany) and the Tumor Dissociation Kit (130-096-730, Miltenyi Biotec). The dissociated cells were further treated with TrypLE and passed through a 40-µm cell strainer to ensure the removal of any remaining cell aggregates or debris. For ascites, peritoneal fluid was collected from the mice and centrifuged at 300 g for 3 minutes. The resulting pellets were resuspended in ACK lysing buffer (A10492-01, Gibco) for red blood cell (RBC) lysis. The cell pellets were then treated with TrypLE to obtain single cells. Subsequently, the resulting single cells from both metastatic foci and ascites were analyzed to measure the Wnt reporter or YAP/TAZ reporter activities, using a dual-luciferase reporter assay kit as described above.

#### *siRNA knockdown assay*

To perform the siRNA knockdown assay, S1M cells were transfected with siRNA targeting *Bcl-2* (5'-CUGCAA AUGCUGGACUGA-3', Bioneer, Daejeon, South Korea) and *Bcl-xL* (5'-GGAGAGCGUUCAGUGAUCU-3', Bioneer) using the NEPA21 Cuvette Electroporation system (Nepa Gene, Chiba, Japan) according to the manufacturer's protocol. Control scrambled siRNA was also transfected for comparison. For each well of a 6-well culture plate (30024, SPL), 1 µg of siRNA was

used for  $1.25 \times 10^5$  cells. Electroporation parameters were set as follows: poring pulse (125 V, 5.0 ms in length with 50 ms intervals) and transfer pulse (30 V, 50 ms in length with 50 ms intervals), using 4 mm electroporation cuvettes (EC-004, Nepa Gene). After transfection, the cells were cultured for 48 h. Wnt3a was added as indicated in the experimental conditions. Knockdown efficacy was assessed through quantitative reverse transcription-quantitative PCR (RT-qPCR) analysis. All experiments were performed in triplicate.

#### *Western blot analysis*

Cells were lysed with T-PER™ Tissue Protein Extraction Reagent (78510, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with Xpert Protease Inhibitor Cocktail Solution (100×) (P3100-001, GenDEPOT, Baker, TX, USA) and Xpert Phosphatase Inhibitor Cocktail Solution (100×) (P3200-001, GenDEPOT) as instructed by the manufacturer. Protein samples were mixed with Laemmli sample buffer (L1100-001, GenDEPOT) and boiled for 5 min at 100°C. The protein concentration was quantified using a Pierce™ BCA protein assay kit (23225, Thermo Fisher Scientific) and Epoch™ microplate spectrophotometer (BioTek, Winooski, VT, USA). Equal amounts of proteins were fractionated via electrophoresis on a 10% sodium dodecyl sulfate–polyacrylamide gel and transferred onto a polyvinylidene difluoride membrane (1620177, Bio-Rad, Hercules, CA, USA). Following blocking in 5% Difco skim milk (232100, BD) the membrane was incubated with antibodies that specifically recognized RASA1 (1:1000, ab40677, Abcam, Cambridge, UK), BCL-XL (1:500, sc-8392, Santa Cruz Biotechnology [SCBT], Dallas, TX, USA), BCL-2 (1:1000, A19693, ABclonal, Wuhan, China), Phospho-P44/42 MAPK (Erk1/2) (Thr202/Tyr204) (1:1000, 4370s, Cell Signaling Technology [CST], Danvers, MA, USA), Erk1/2 (1:1000, 4695S, CST), NF2 (1:2000, ab88957, Abcam), YAP/TAZ (1:1000, 8418S, CST), Phospho-YAP (Ser127) (1:1000, 13008T, CST), c-Myc (1:1000, 18583, CST), Cyclin D1 (1:1000, 2978, CST), Survivin (1:1000, 2808, CST), GAPDH (1:1000, sc-365062, SCBT), GAPDH (1:1000, bsm-33033M, Bioss, Woburn, MA, USA), and  $\beta$ -actin (1:1000, bsm-33036M, Bioss) at the recommended concentration. Horseradish peroxidase (HRP)-conjugated goat anti-mouse IgG antibody (1:2000, ADI-SAB-100J, Enzo Life Sciences, Farmingdale, NY, USA) or HRP-conjugated goat anti-rabbit IgG antibody (1:2000, ADI-SAB-300J, Enzo Life Sciences) were used as the secondary antibodies depending on primary antibodies at the recommended concentration.

Chemiluminescent detection was performed using an enhanced chemiluminescence detection kit (32109, Thermo Fisher Scientific) and ImageQuant™ LAS 4000 (GE HealthCare, Chicago, IL, USA).

#### *Quantitative polymerase chain reaction*

To assess the relative proportion of *RASA1*-KO and non-target SNU-484 cells in xenografts, we followed previously established methodology [15]. Briefly, qPCR analyses were performed to measure each gRNA fraction in the xenografts. After amplification of a common gRNA region shared by all integrated gDNA constructs, qPCR measurements were made to quantify specific gRNA sequences. The qPCR primers used in the present study are listed in **Supplemental Table 4**.

#### *Quantitative reverse transcription polymerase chain reaction*

To measure gene expression levels using Quantitative reverse transcription polymerase chain reaction (RT-qPCR), total cellular RNA was extracted with a HiYield Total RNA Mini Kit (YRB100, Real Biotech Corporation, Taipei, Taiwan) following the manufacturer's instructions. cDNA was synthesized using the M-MLV cDNA Synthesis Kit (EZ006S, Enzymomics) according to the manufacturer's instructions. RT-qPCR was performed on a Quantstudio PCR System (Applied Biosystems, San Francisco, CA, USA) using ExcelTaq™ 2X Fast Q-PCR Master Mix (TQ1210, SMOBIO Technology Inc., Hsinchu, Taiwan). The qRT-PCR primers used in the present study are listed in **Supplemental Table 4**.

### **Histopathology**

#### *Hematoxylin and eosin staining*

Mouse tissues were fixed in 10% neutral buffered formalin for 1 day and processed for routine formalin-fixed paraffin-embedded sample preparation using the standard methodology. Next, 3-μm-thick paraffin sections were prepared and stained with hematoxylin and eosin (H&E). Slides were mounted with resinous mounting media (4112, Richard-Allan Scientific, Canton, MI, USA). The area of metastatic tumor foci was measured using SlideViewer (3DHISTECH, Budapest, Hungary), and the depth of invasiveness was calculated by dividing the tumor area by its length along the major axis.

#### *Immunohistochemistry staining*

For Immunohistochemistry (IHC) staining, heat induced antigen retrieval with citrate buffer (pH 6.0, C9999, Sigma-Aldrich) and endogenous peroxidase quenching with 0.3% hydrogen peroxide (H325-500-AL, Fisher Chemical, Waltham, MA, USA) was performed. Antibodies against NF2 (1:2000, ab88957, Abcam), RASA1 (1:200, ab40677, Abcam),  $\beta$ -catenin (1:200, 610153, BD), Cyclin D1 (1:400, 2978, CST), Survivin (1:1600, 2808, CST), Ki-67 (1:400, ab16667, Abcam), and cleaved caspase 3 (c-Caspase 3; 1:300, 9664S, CST) were applied independently for 18 h at 4°C in a humidified chamber. For the negative control, primary antibodies were omitted. The host species-matched HRP-conjugated secondary antibody (ImmPRESS® HRP polymer detection kit, MP-7402 & MP-7452, Vector Laboratories, Newark, CA, USA) was applied to each primary antibody for 2 h at RT. The immunoreactivity of antigens was visualized using 3,3'-diaminobenzidine (Immpact DAB Substrate; SK-4105, Vector Laboratories) solution and then counterstained with Mayer's hematoxylin (H-3404-100, Vector Laboratories). Slides were mounted with resinous media. The intensity and positive cell rate were simultaneously graded. The level of immunoreactivity of RASA1, NF2, and  $\beta$ -catenin was evaluated by two different pathologists who were blinded to clinical information.

For tissue microarray (TMA) analysis, the human gastric cancer TMA slides (CQ2, 2 mm core,  $n = 59$  and VA2, 1 mm core,  $n = 31$ ; SuperBioChips, Seoul, South Korea) and related clinicopathological data were archived. The histologic grade was assigned as well differentiated, moderately differentiated, and poorly differentiated with signet ring carcinoma. The TNM stage was based on the AJCC Cancer Staging Manual (7th Edition) [16].

#### *Immunofluorescence (IF) staining*

For IF staining, paraffin sections were deparaffinized and hydrated. Antigen retrieval was performed using Target retrieval solution (S169984, DAKO, Santa Clara, CA, USA) by heating at 100 °C for 20 min. The slides were blocked with antibody diluent (S302283-2, DAKO) with TrueBlack® Lipofuscin Autofluorescence Quencher (23007, Biotium, CA, USA) for 2 h at RT. Antibodies of active  $\beta$ -catenin (1:50, 05-665, Merck, Darmstadt, Germany), YAP (1:60, sc-376830, SCBT), BCL-2 (1: 100, A19693, ABclonal), BCL-XL (1: 400, 2764, CST), Cas9 (1:250, 19526, SCBT), AQP5 (1:200, HPA065008, Atlas Antibodies, Switzerland), and PCNA (1:400, SC-56, SCBT) was incubated for overnight at 4°C. Secondary antibodies (1:200) of Alexa Fluor 488 donkey anti-rabbit IgG (ab150073, Abcam) and Alexa Fluor 568 donkey anti-mouse IgG antibody (A10037, Thermo Fisher Scientific) was applied for 2 h at RT. DAPI (4',6-diamidino-2-phenylindole) was used for nuclear counterstaining. Slides were

mounted with VECTASHIELD mounting media (H-1200, Vector Laboratories). The IF-stained slides were imaged using a confocal laser scanning microscope (LSM 800, ZEISS, Oberkochen, Germany).

#### *Histopathological analysis*

For the quantitative IHC/IF analysis of the peritoneal disseminated mouse gastric cancer model, whole scanned slides were analyzed using QuPath, an open-source software designed for digital pathology image analysis [17].

In the analysis of IHC samples from primary tumors, a semiquantitative analysis was conducted to obtain a percentile expression of Ki-67 or c-Caspase 3-positive cells within the primary tumors. The total number of Ki-67-positive or c-Caspase 3-positive cancer cells was counted. Subsequently, these numbers were divided by the total area of the analyzed region. The analysis was performed in at least three different areas of the sample.

In the analysis of IHC samples from peritoneal metastatic foci, the region of interest was focused on the peritoneal metastatic foci. Within this region, the total number of Cyclin D1-positive or Survivin-positive cancer cells was counted. Semiquantitative analysis using Histochemical Scoring System (H-score) was used with QuPath. Immunostaining intensity was scored on a scale of 1 to 3, and the score was multiplied by the number of cells in each category. To obtain a relative expression level of Cyclin D1 and Survivin in the metastatic foci, these numbers were then divided by the total number of cancer cells present in the metastatic foci.

In the analysis of IF of samples, spCas9 was used as a cancer cell indicator. To compare the  $\beta$ -catenin and YAP1 activities in the sample area, the total number of  $\beta$ -catenin-positive or YAP1-positive cancer cells was counted. Subsequently, these numbers were divided by the total number of cancer cells in the area to obtain a relative expression level of  $\beta$ -catenin and YAP1. The analysis was performed in at least three different areas of the sample.

## References

1. Joung J, et al. Author Correction: Genome-scale CRISPR-Cas9 knockout and transcriptional activation screening. *Nat Protoc.* 2019;14:2259.
2. Bolger AM, et al. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics.* 2014;30:2114–20.
3. Li W, et al. MAGeCK enables robust identification of essential genes from genome-scale CRISPR/Cas9 knockout screens. *Genome Biol.* 2014;15:554.
4. Kim D, et al. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods.* 2015;12:357–60.
5. Pertea M, et al. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol.* 2015;33:290–5.
6. Love MI, et al. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15:550.
7. Raudvere U, et al. g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res.* 2019;47:W191–8.
8. An H-W, et al. The loss of epithelial Smad4 drives immune evasion via CXCL1 while displaying vulnerability to combinatorial immunotherapy in gastric cancer. *Cell Rep.* 2022;41:111878.
9. Park JW, et al. Establishment and characterization of metastatic gastric cancer cell lines from murine gastric adenocarcinoma lacking Smad4, p53, and E-cadherin. *Mol Carcinog.* 2015;54:1521–7.
10. Park JW, et al. Stem Cells Antigen-1 Enriches for a Cancer Stem Cell-Like Subpopulation in Mouse Gastric Cancer. *Stem Cells.* 2016;34:1177–87.
11. Tan SH, et al. AQP5 enriches for stem cells and cancer origins in the distal stomach. *Nature.* 2020;578:437–43.
12. An H-W, et al. In vivo CRISPR-Cas9 knockout screening using quantitative PCR identifies thymosin beta-4 X-linked that promotes diffuse-type gastric cancer metastasis. *Mol Carcinog*

[Internet]. 2021; Available from: <http://dx.doi.org/10.1002/mc.23326>

13. Tzelepis K, et al. A CRISPR Dropout Screen Identifies Genetic Vulnerabilities and Therapeutic Targets in Acute Myeloid Leukemia. *Cell Rep*. 2016;17:1193–205.

14. Park JW, genesis induced by E-cadherin, p53, and Smad4 loss in mice. *Mol Carcinog*. 2018;57:947–54.

15. Kwon J-W, et al. A synergistic partnership between IL-33/ST2 and Wnt pathway through Bcl-xL drives gastric cancer stemness and metastasis. *Oncogene* [Internet]. 2022; Available from: <http://dx.doi.org/10.1038/s41388-022-02575-5>

16. Edge SB, Compton CC. The American Joint Committee on Cancer: the 7th edition of the AJCC cancer staging manual and the future of TNM. *Ann Surg Oncol*. 2010;17:1471–4.

17. Bankhead P, et al. QuPath: Open source software for digital pathology image analysis. *Sci Rep*. 2017;7:16878.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Table 1. Correlation between RASA1 immunoreactivity and clinicopathological parame ters in human GC tissues. P-value, Chi squared test.

**Supplemental Table 1.** Correlation between RASA1 immunoreactivity and clinicopathological parameters in human GC tissues. *P*-value, Chi squared test.

| Parameter          | RASA1 IHC score |            |            |            |            | Total      | P-value  |
|--------------------|-----------------|------------|------------|------------|------------|------------|----------|
|                    | 1               | 2          | 3          | 4          | 5          |            |          |
| Histological grade |                 |            |            |            |            |            |          |
| WD*                | 3 (3.5%)        | 2 (2.3%)   | 2 (2.3%)   | 1 (1.2%)   | 5 (5.8%)   | 13 (15.1%) | P = .030 |
| MD*                | 3 (3.5%)        | 3 (3.5%)   | 4 (4.7%)   | 1 (1.2%)   | 5 (5.8%)   | 16 (18.6%) |          |
| PD*                | 17 (19.8%)      | 16 (18.6%) | 12 (14%)   | 10 (11.6%) | 2 (2.3%)   | 57 (66.3%) |          |
| Total              | 23 (26.7%)      | 21 (24.4%) | 18 (20.9%) | 12 (14%)   | 12 (14%)   | 86 (100%)  |          |
| TNM T stage        |                 |            |            |            |            |            |          |
| T1                 | 3 (3.8%)        | 3 (3.8%)   | 7 (9%)     | 1 (1.3%)   | 2 (2.6%)   | 16 (20.5%) | P = .178 |
| T2                 | 1 (1.3%)        | 1 (1.3%)   | 2 (2.6%)   | 2 (2.6%)   | 3 (3.8%)   | 9 (11.5%)  |          |
| T3                 | 11 (14.1%)      | 9 (11.5%)  | 8 (10.3%)  | 6 (7.7%)   | 7 (9%)     | 41 (52.6%) |          |
| T4                 | 5 (6.4%)        | 5 (6.4%)   | 0 (0%)     | 2 (2.6%)   | 0 (0%)     | 12 (15.4%) |          |
| Total              | 20 (25.6%)      | 18 (23.1%) | 17 (21.8%) | 11 (14.1%) | 12 (15.4%) | 78 (100%)  |          |
| TNM N stage        |                 |            |            |            |            |            |          |
| N0                 | 7 (9%)          | 3 (3.8%)   | 8 (10.3%)  | 1 (1.3%)   | 7 (9%)     | 26 (33.3%) | P = .001 |
| N1                 | 5 (6.4%)        | 2 (2.6%)   | 6 (7.7%)   | 2 (2.6%)   | 1 (1.3%)   | 16 (20.5%) |          |
| N2                 | 1 (1.3%)        | 1 (1.3%)   | 0 (0%)     | 3 (3.8%)   | 4 (5.1%)   | 9 (11.5%)  |          |
| N3                 | 7 (9%)          | 12 (15.4%) | 3 (3.8%)   | 5 (6.4%)   | 0 (0%)     | 27 (34.6%) |          |
| Total              | 20 (25.6%)      | 18 (23.1%) | 17 (21.8%) | 11 (14.1%) | 12 (15.4%) | 78 (100%)  |          |
| TNM M stage        |                 |            |            |            |            |            |          |
| M0                 | 19 (22.1%)      | 18 (20.9%) | 16 (18.6%) | 9 (10.5%)  | 12 (14%)   | 74 (86%)   | P = .492 |
| M1                 | 4 (4.7%)        | 3 (3.5%)   | 2 (2.3%)   | 3 (3.5%)   | 0 (0%)     | 12 (14%)   |          |
| Total              | 23 (26.7%)      | 21 (24.4%) | 18 (20.9%) | 12 (14%)   | 12 (14%)   | 86 (100%)  |          |
| Stage              |                 |            |            |            |            |            |          |
| Stage 1            | 4 (4.7%)        | 3 (3.5%)   | 8 (9.3%)   | 0 (0%)     | 4 (4.7%)   | 19 (22.1%) | P = .037 |
| Stage 2            | 5 (5.8%)        | 1 (1.2%)   | 4 (4.7%)   | 2 (2.3%)   | 4 (4.7%)   | 16 (18.6%) |          |
| Stage 3            | 8 (9.3%)        | 10 (11.6%) | 4 (4.7%)   | 5 (5.8%)   | 4 (4.7%)   | 31 (36%)   |          |
| Stage 4            | 6 (7%)          | 7 (8.1%)   | 2 (2.3%)   | 5 (5.8%)   | 0 (0%)     | 20 (23.3%) |          |
| Total              | 23 (26.7%)      | 21 (24.4%) | 18 (20.9%) | 12 (14%)   | 12 (14%)   | 86 (100%)  |          |

\*WD, well differentiated cancer; MD, moderately differentiated cancer; PD, poorly differentiated cancer

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 3 — Additional file 3: Supplemental Table 2. Correlation between NF2 immunoreactivity and clinicopathological parameters in human GC tissues. P-value, Chi squared test.

**Supplemental Table 2.** Correlation between NF2 immunoreactivity and clinicopathological parameters in human GC tissues. P-value, Chi squared test.

| Parameter          | NF2 IHC Score |            |            |            |            | Total      | P-value  |
|--------------------|---------------|------------|------------|------------|------------|------------|----------|
|                    | 1             | 2          | 3          | 4          | 5          |            |          |
| Histological grade |               |            |            |            |            |            |          |
| WD*                | 1 (1.2%)      | 2 (2.4%)   | 1 (1.2%)   | 5 (5.9%)   | 4 (4.7%)   | 13 (15.4%) | P = .006 |
| MD*                | 0 (0%)        | 2 (2.4%)   | 2 (2.4%)   | 7 (8.2%)   | 5 (5.9%)   | 16 (18.9%) |          |
| PD*                | 6 (7.1%)      | 15 (17.6%) | 19 (22.4%) | 14 (16.5%) | 2 (2.4%)   | 56 (66%)   |          |
| Total              | 7 (8.3%)      | 19 (22.4%) | 22 (26%)   | 26 (30.6%) | 11 (13%)   | 85 (100%)  |          |
| TNM T stage        |               |            |            |            |            |            |          |
| T1                 | 0 (0%)        | 5 (6.5%)   | 3 (3.9%)   | 5 (6.5%)   | 3 (3.9%)   | 16 (20.8%) | P = .265 |
| T2                 | 1 (1.3%)      | 0 (0%)     | 1 (1.3%)   | 4 (5.2%)   | 3 (3.9%)   | 9 (11.7%)  |          |
| T3                 | 1 (1.3%)      | 11 (14.3%) | 11 (14.3%) | 12 (15.6%) | 5 (6.5%)   | 40 (51.9%) |          |
| T4                 | 0 (0%)        | 2 (2.6%)   | 6 (7.8%)   | 4 (5.2%)   | 0 (0%)     | 12 (15.6%) |          |
| Total              | 2 (2.6%)      | 18 (23.4%) | 21 (27.3%) | 25 (32.5%) | 11 (14.3%) | 77 (100%)  |          |
| TNM N stage        |               |            |            |            |            |            |          |
| N0                 | 1 (1.3%)      | 6 (7.8%)   | 2 (2.6%)   | 10 (13%)   | 7 (9.1%)   | 26 (33.8%) | P = .016 |
| N1                 | 1 (1.3%)      | 4 (5.2%)   | 3 (3.9%)   | 5 (6.5%)   | 2 (2.6%)   | 15 (19.5%) |          |
| N2                 | 0 (0%)        | 3 (3.9%)   | 3 (3.9%)   | 1 (1.3%)   | 2 (2.6%)   | 9 (11.7%)  |          |
| N3                 | 0 (0%)        | 5 (6.5%)   | 13 (16.9%) | 9 (11.7%)  | 0 (0%)     | 27 (35.1%) |          |
| Total              | 2 (2.6%)      | 18 (23.4%) | 21 (27.3%) | 25 (32.5%) | 11 (14.3%) | 77 (100%)  |          |
| TNM M stage        |               |            |            |            |            |            |          |
| M0                 | 2 (2.4%)      | 18 (21.2%) | 18 (21.2%) | 24 (28.2%) | 11 (12.9%) | 73 (85.9%) | P = .001 |
| M1                 | 5 (5.9%)      | 1 (1.2%)   | 4 (4.7%)   | 2 (2.4%)   | 0 (0%)     | 12 (14.1%) |          |
| Total              | 7 (8.2%)      | 19 (22.4%) | 22 (25.9%) | 26 (30.6%) | 11 (12.9%) | 85 (100%)  |          |
| Stage              |               |            |            |            |            |            |          |
| Stage 1            | 1 (1.2%)      | 5 (5.9%)   | 2 (2.4%)   | 6 (7.1%)   | 5 (5.9%)   | 19 (22.4%) | P = .087 |
| Stage 2            | 0 (0%)        | 4 (4.7%)   | 4 (4.7%)   | 5 (5.9%)   | 3 (3.5%)   | 16 (18.8%) |          |
| Stage 3            | 1 (1.2%)      | 8 (9.4%)   | 8 (9.4%)   | 10 (11.8%) | 3 (3.5%)   | 30 (35.3%) |          |
| Stage 4            | 5 (5.9%)      | 2 (2.4%)   | 8 (9.4%)   | 5 (5.9%)   | 0 (0%)     | 20 (23.5%) |          |
| Total              | 7 (8.2%)      | 19 (22.4%) | 22 (25.9%) | 26 (30.6%) | 11 (12.9%) | 85 (100%)  |          |

\*WD, well differentiated cancer; MD, moderately differentiated cancer; PD, poorly differentiated cancer

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 4 — Additional file 4: Supplemental Table 3. Information of drugs and chemicals used in this study.

**Supplemental Table 3.** Information of drugs and chemicals used in this study.

| <b>Product</b>                                 | <b>Catalog no.</b> | <b>Manufacturer</b>      |
|------------------------------------------------|--------------------|--------------------------|
| Venetoclax (ABT-199)                           | HY-15531           | MedChemExpress           |
| BH3I-1                                         | sc-221352          | Santa Cruz Biotechnology |
| A-1155463                                      | HY-19725           | MedChemExpress           |
| Trametinib (GSK1120212)                        | S2673              | Selleck Chemicals        |
| Verteporfin (CL 318952)                        | HY-B0146           | MedChemExpress           |
| Recombinant mouse Wnt3a                        | 772301             | BioLegend                |
| Doxycycline                                    | D9891              | Sigma-Aldrich            |
| D-Luciferin                                    | LUCK-100           | Gold Biotechnology       |
| Growth factor reduced basement membrane matrix | 356231             | Corning                  |
| Nutlin-3                                       | N6287-1MG          | Sigma-Aldrich            |
| Hexadimethrine bromide (Polybrene, PB)         | H9268              | Sigma-Aldrich            |
| Blasticidin                                    | ant-bl-1           | InvivoGen                |
| G418 (Geneticin)                               | ant-gn-1           | InvivoGen                |
| Puromycin                                      | ant-pr-1           | InvivoGen                |
| Hygromycin                                     | ant-hg-1           | InvivoGen                |
| Transport 5 transfection reagent               | 26008-5            | Polysciences             |
| Polyethylenimine (linear, MW 25000)            | 23966-1            | Polysciences             |
| Lipofectamine 2000                             | 11668027           | Invitrogen               |
| Lipofectamine LTX                              | 15338030           | Invitrogen               |

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 5 — Additional file 5: Supplemental Table 4. Primer sequences for qPCR and RT-qPCR.

**Supplemental Table 4.** Primer sequences for qPCR and RT-qPCR

| Gene                               | Forward (5' to 3')            | Reverse (5' to 3')       |
|------------------------------------|-------------------------------|--------------------------|
| <b>Primer sets used in qPCR</b>    |                               |                          |
| <i>Common gRNA</i>                 | AGGGCCTATTTCCCATGATTCCTT<br>C | TCAAGTTGATAACGGACTAGC    |
| <i>Non-target gRNA</i>             | TGTGGAAAGGACGAAACACC          | GTCTTCTCGAAGACCCGGTG     |
| <i>RASA1 gRNA #1</i>               | TGTGGAAAGGACGAAACACC          | AAACGTTATAATACCGGCCTCCC  |
| <i>RASA1 gRNA #2</i>               | TGTGGAAAGGACGAAACACC          | AAACGTCATTAGTAAATTATAAGC |
| <b>Primer sets used in RT-qPCR</b> |                               |                          |
| <i>Gapdh</i>                       | GGTCGGTGTGAACGGATTTG          | GTGAGTGGAGTCATACTGGAAC   |
| <i>Lgr5</i>                        | AGAGCCTGATACCATCTGCAAAC       | TGAAGGTCGTCCACACTGTTGC   |
| <i>Aqp5</i>                        | TCCATGAACCCAGCCCGATCTT        | GAAGTAGAGGATTGCAGCCAGG   |
| <i>Bcl-xL</i>                      | CGGAGAGCGTTCAGTGATC           | CTGCATCTCCTTGTCTACGC     |
| <i>Bcl-2</i>                       | CCTGTGGATGACTGAGTACCTG        | AGCCAGGAGAAATCAAACAGAGG  |
| <i>Cd44</i>                        | CACTGTGACTCATGGATCCGA         | GGCAAGAATCAGAGCCAGTG     |
| <i>c-Myc</i>                       | ATCCTGTACCTCGTCCGATTCC        | GGTTTGCCTCTTCTCCACAGAC   |
| <i>Ccnd1</i>                       | GCAGAAGGAGATTGTGCCATCC        | AGGAAGCGGTCCAGGTAGTTCA   |
| <i>Ctgf</i>                        | TGCGAAGCTGACCTGGAGGAAA        | CCGCAGAACTTAGCCCTGTATG   |
| <i>Cyr61</i>                       | GTGAAGTGCGTCCTTGTGGACA        | CTTGACACTGGAGCATCCTGCA   |
| <i>Igfbp4</i>                      | CGGAGCAAGATGAAGATCGTGG        | GATGAAGAGGTCTTCGTGGGTAC  |
| <i>Wnt5a</i>                       | GGAACGAATCCACGCTAAGGGT        | AGCACGTCTTGAGGCTACAGGA   |
| <i>Bmp4</i>                        | GCCGAGCCAACACTGTGAGGA         | GATGCTGCTGAGGTTGAAGAGG   |

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 6 — Additional file 6: Supplemental Figure 1. Establishment of the three-dimensional tumorsphere culture system.

## Supplemental Figure 1

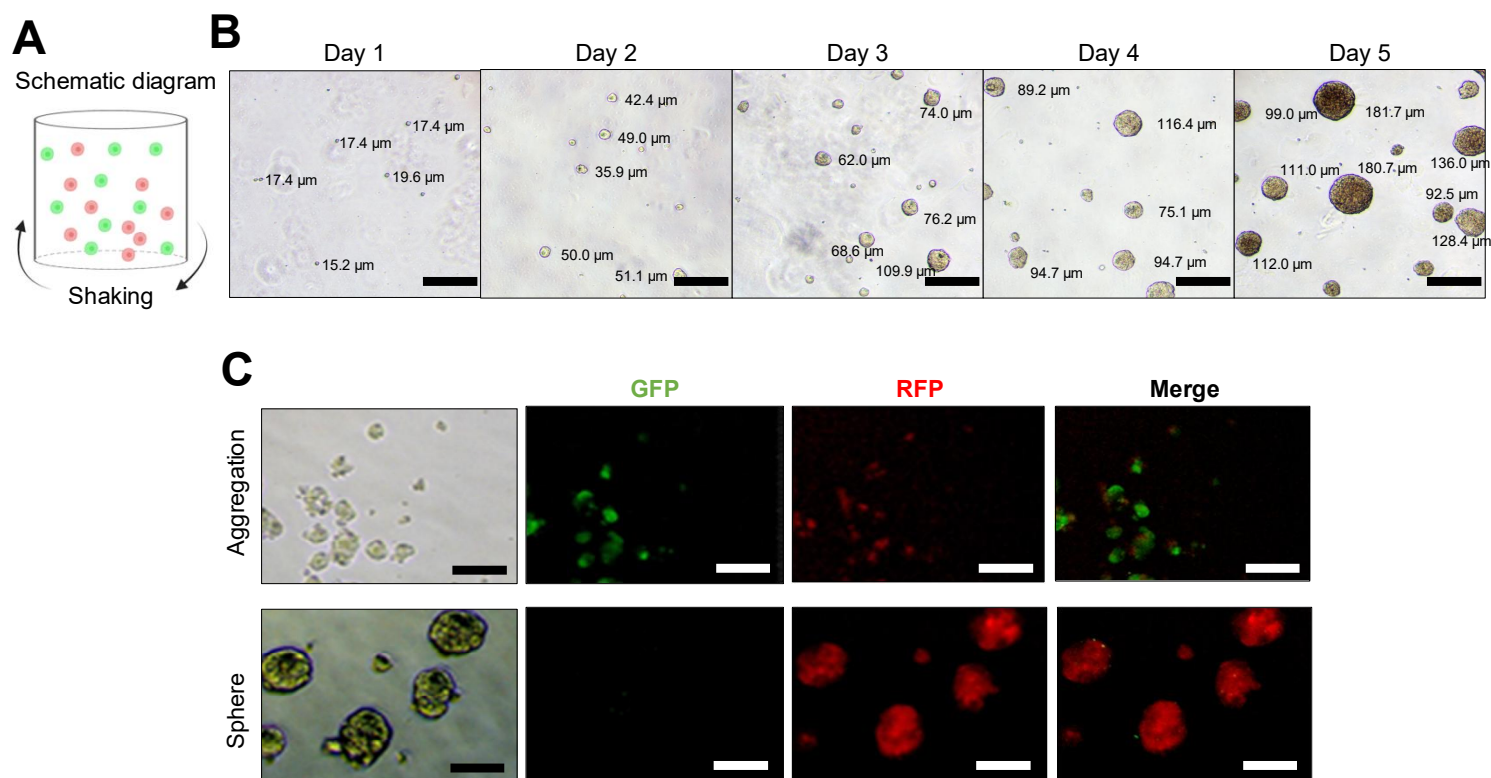

### Supplemental Figure 1. Establishment of the three-dimensional tumorsphere culture system

**(A)** Schematic view of the 3D tumorsphere culture system used to confirm single-cell origin of tumorspheres without cellular aggregations. Equal numbers of GFP<sup>+</sup> and RFP<sup>+</sup> S1 cells were mixed and incubated for 5 days, and the growth patterns were monitored. To prevent cellular aggregations, cells were cultured under constant shaking.

**(B)** Chronological morphological characteristics of the tumorsphere growth were monitored at each time point for 5 days using a light microscope. At the initial seeding point, no cellular doublets were observed. As time progressed, the single cells formed individual tumorspheres and increased in size. Bar = 200  $\mu$ m

**(C)** Representative images of the tumorsphere formation assay using GFP<sup>+</sup> and RFP<sup>+</sup> S1 cells. At day 5, most of the globoid tumorspheres larger than 50  $\mu$ m diameter were exclusively GFP-positive or RFP-positive. A small fraction of cellular aggregates characterized by a diameter less than 50  $\mu$ m exhibited a mixed cellular population positive for both GFP and RFP. Bar = 50  $\mu$ m

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 7 — Additional file 7: Supplemental Figure 2. In vivo validation of target genes using the peritoneal dissemination model.

## Supplemental Figure 2

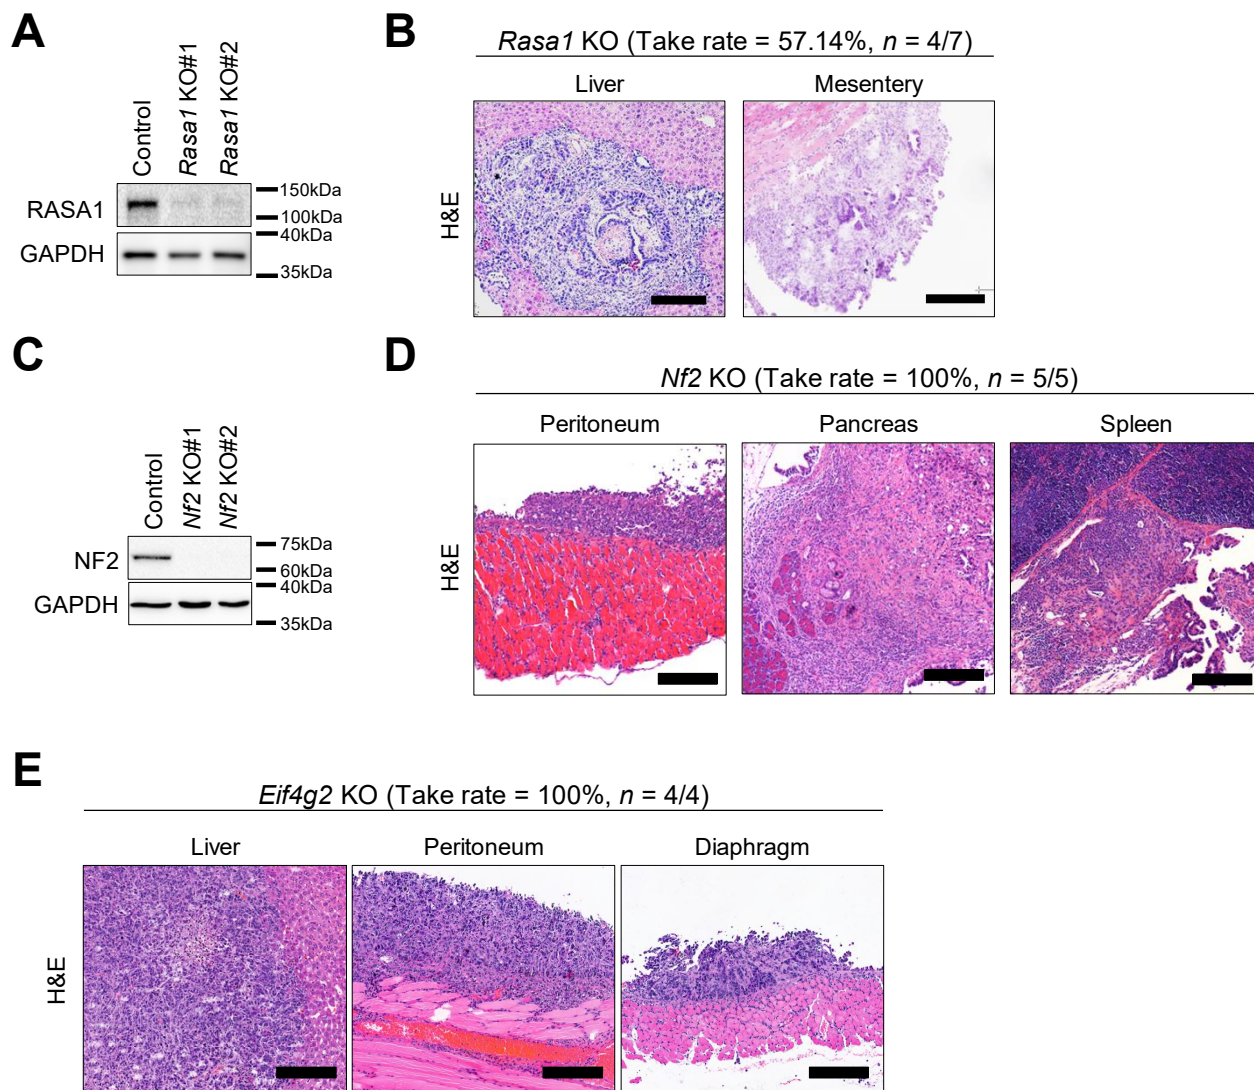

### Supplemental Figure 2. In vivo validation of target genes using the peritoneal dissemination model

**(A)** Representative western blot analysis of RASA1 in control and *Rasa1*-KO S1M cells. The KO efficacy of *Rasa1* in S1M cells was confirmed using western blot analysis.

**(B)** Representative H&E images of metastatic foci in the liver and mesentery from syngeneic mice intraperitoneally injected with *Rasa1*-KO S1M cells ( $n = 7$ ). Necropsy was performed either upon mice showing clinical signs of malignancy or at 105 days post-injection. Bar = 200  $\mu$ m.

**(C)** Representative western blot analysis of NF2 in control and *Nf2*-KO S1M cells. The KO efficacy of *Nf2* in S1M cells was confirmed using western blot analysis.

**(D)** Representative H&E images of metastatic foci in the peritoneum, pancreas, and spleen from syngeneic mice intraperitoneally injected with *Nf2*-KO S1M cells ( $n = 5$ ). Necropsy was performed upon mice showing clinical signs of malignancy. Bar = 200  $\mu$ m.

**(E)** Representative H&E images of metastatic foci in the liver, peritoneum, and diaphragm from syngeneic mice intraperitoneally injected with *Eif4g2*-KO S1M cells ( $n = 5$ ). Necropsy was performed upon mice showing clinical signs of malignancy. Bar = 200  $\mu$ m.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 8 — Additional file 8: Supplemental Figure 3. In vivo validation of target genes using the spleno-hepatic metastasis model.

### Supplemental Figure 3

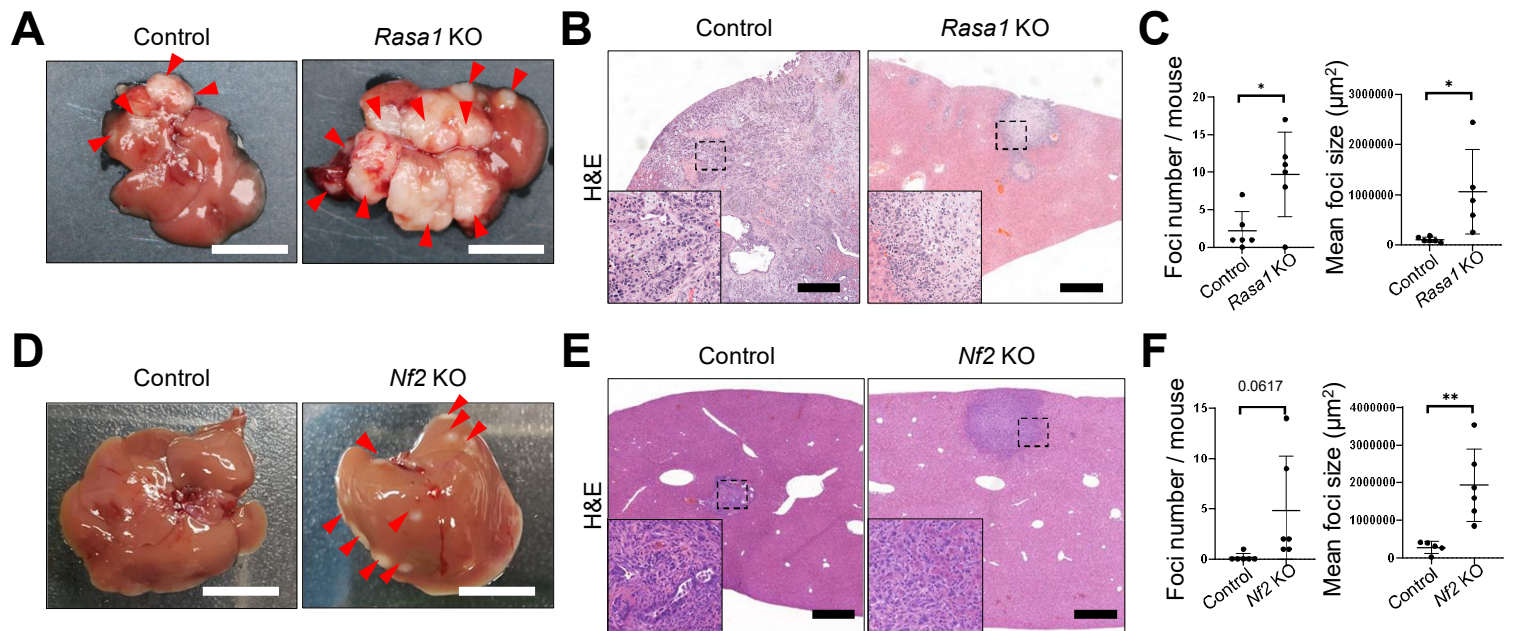

### Supplemental Figure 3. In vivo validation of target genes using the spleno-hepatic metastasis model

- (A)** Representative gross images of hepatic metastases in syngeneic mice injected with control ( $n = 6$ ) and *Rasa1*-KO ( $n = 6$ ) S1M cells via spleen. Necropsy was performed 4 weeks post-injection. Bar = 1 cm.
- (B)** Representative H&E images of metastatic foci in the liver from syngeneic mice injected with control ( $n = 6$ ) and *Rasa1*-KO ( $n = 6$ ) S1M cells via spleen. Bar = 500  $\mu\text{m}$ .
- (C)** Statistical analysis of the total number of macro-metastatic foci per mouse (**left**) and mean micro-metastatic foci area (**right**) in hepatic metastases of syngeneic mice injected with control ( $n = 6$ ) or *Rasa1*-KO ( $n = 5$ ) S1M cells via spleen.
- (D)** Representative gross images of hepatic metastases in syngeneic mice injected with control ( $n = 5$ ) and *Nf2*-KO ( $n = 6$ ) S1M cells via spleen. Necropsy was performed 3 weeks post-injection. Bar = 1 cm.
- (E)** Representative H&E images of metastatic foci in the liver from syngeneic mice injected with control ( $n = 5$ ) and *Nf2*-KO ( $n = 6$ ) S1M cells via spleen. Dashed line; metastatic foci, Bar = 500  $\mu\text{m}$ .
- (F)** Statistical analysis of the total number of macro-metastatic foci per mouse (**left**) and mean micro-metastatic foci area (**right**,  $\mu\text{m}^2$ ) in hepatic metastases of syngeneic mice injected with control ( $n = 5$ ) or *Nf2*-KO ( $n = 6$ ) S1M cells via spleen.  $P$  value, Student's  $t$ -test.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 9 — Additional file 9: Supplemental Figure 4. Effect of NF2 and RASA1 deficiency on metastasis in human GC.

## Supplemental Figure 4

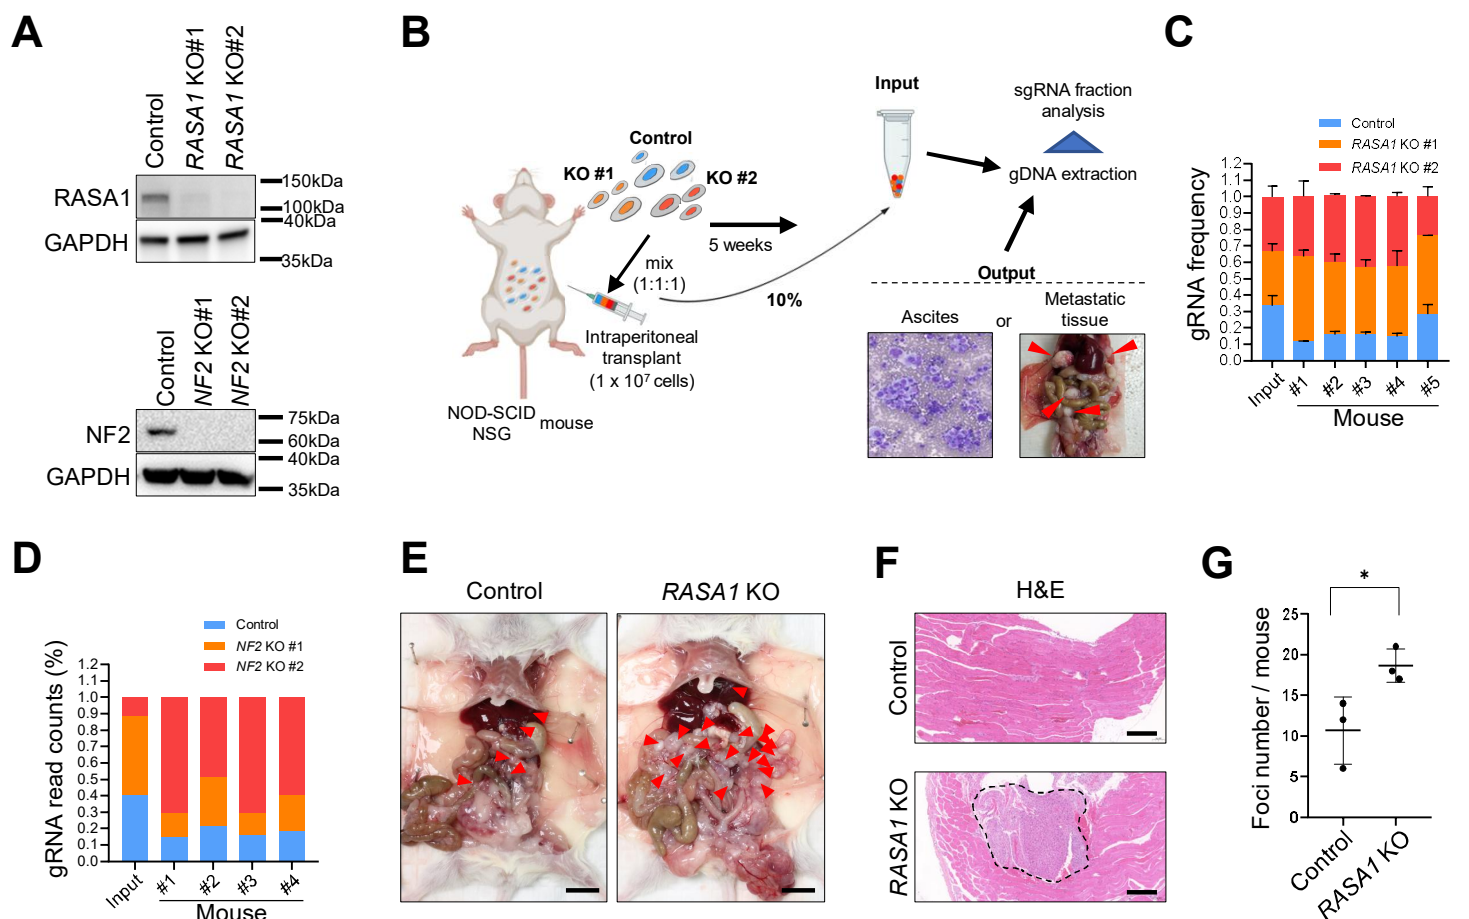

## Supplemental Figure 4. Effect of NF2 and RASA1 deficiency on metastasis in human GC

(A) Representative western blot analysis of RASA1 and NF2 in control and *RASA1*-KO (top)/*NF2*-KO (bottom) SNU-484 cells. KO efficacy of *RASA1* (top) and *NF2* (bottom) was confirmed by western blot analysis.

(B) A schematic view of the in vivo competitive assay to validate the survival advantages of *RASA1*- and *NF2*-KO cells in peritoneal dissemination of gastric cancer using SNU-484 cells in NSG or NOD-SCID mice. Equal numbers of control, KO #1, and KO #2 SNU-484 cells were peritoneally injected, and 10% of the injected samples were preserved as Input samples for further analysis. At the time of necropsy, metastatic tissues or malignant ascites were collected, and genomic DNA was extracted. The relative gRNA sequence frequency targeting control, KO #1, and KO #2 was analyzed using qPCR or amplicon sequencing.

(C) qPCR analysis of gRNAs frequencies targeting control and *RASA1* using genomic DNA from metastatic foci of NSG mice (n = 5). Necropsy was performed five weeks post-injection.

(D) Relative NGS read counts of gRNAs targeting control and *NF2* using genomic DNA from malignant ascites of NOD-SCID mice with amplicon sequencing (n = 4). Necropsy was performed five weeks post-injection.

(E) Gross images of peritoneal metastasis in NSG mice peritoneally injected with control (n = 3) and *RASA1*-KO (n = 3) SNU-484 cells. Arrowheads indicate metastatic nodules. Bar = 1 cm

(F) Representative H&E images of peritoneal metastatic foci in the diaphragm of NSG mice peritoneally injected with control (n = 3) and *RASA1*-KO (n = 3) SNU-484 cells. Bar = 200 μm. Dashed lines indicate tumor area.

(G) Statistical analysis of macro-metastatic foci in peritoneal metastases from NSG mice injected with control (n = 3) or *RASA1*-KO (n = 3) SNU-484 cells. P value, Student's t-test.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 10 — Additional file 10: Supplemental Figure 5. The effects of NF2 and RASA1 deficiency on monolayer growth.

Supplemental Figure 5

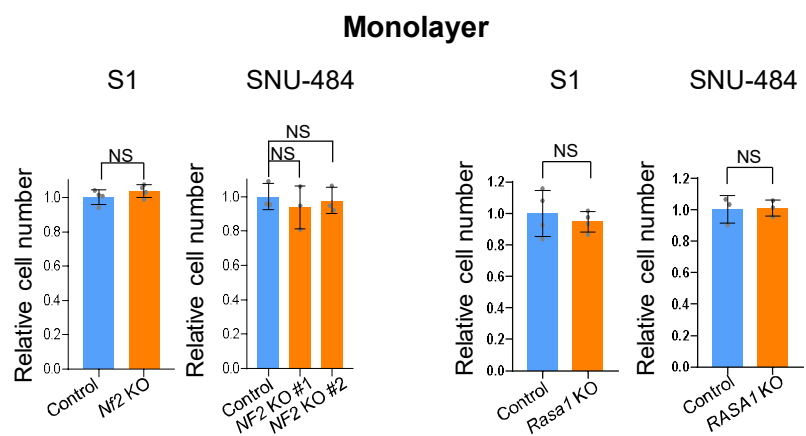

**Supplemental Figure 5. The effects of *NF2* and *RASA1* deficiency on monolayer growth**

Relative growth difference in monolayer culture of S1 mouse gastric cancer (GC) cells and SNU-484 human GC cells depending on *NF2*- and *RASA1*-KO status. An equal number of cells were seeded on the cell culture plates and incubated with RPMI-1640 media supplemented with 10% FBS and 1% PS for 48 h. Cell counts were normalized to control samples and representative relative cell counts are shown. For analysis of S1 cells with *NF2*-KO, renilla luciferase was used to measure the relative cell counts. For analysis of SNU-484 cells with *NF2*-KO, CCK-8 assay was used to measure the relative cell counts. For analysis of S1 cells with *Rasa1*-KO and SNU-484 cells with *RASA1*-KO, manual trypan blue exclusion was used to measure the relative cell counts. Differences in relative cell counts were analyzed using the Student's t-test.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 11 — Additional file 11: Supplemental Figure 6. Analysis of RNA sequencing data from Rasa1- and Nf2-KO S1 Tumorspheres.

Supplemental Figure 6

A

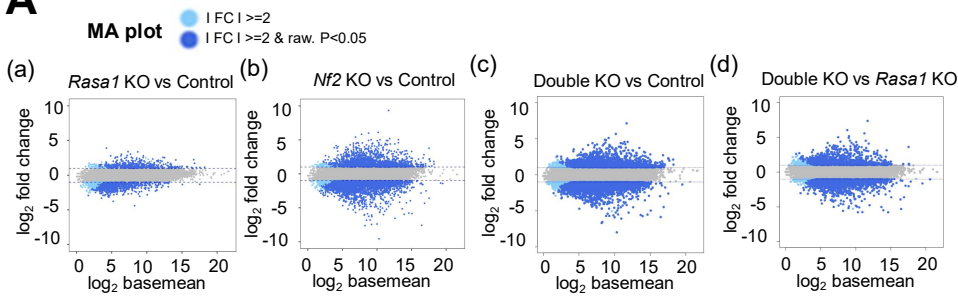

B

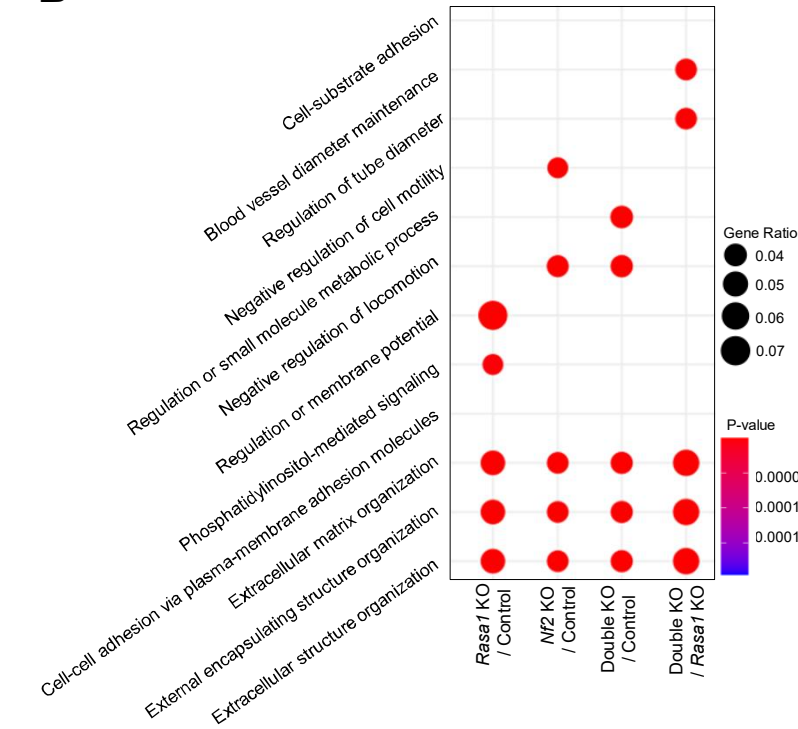

C

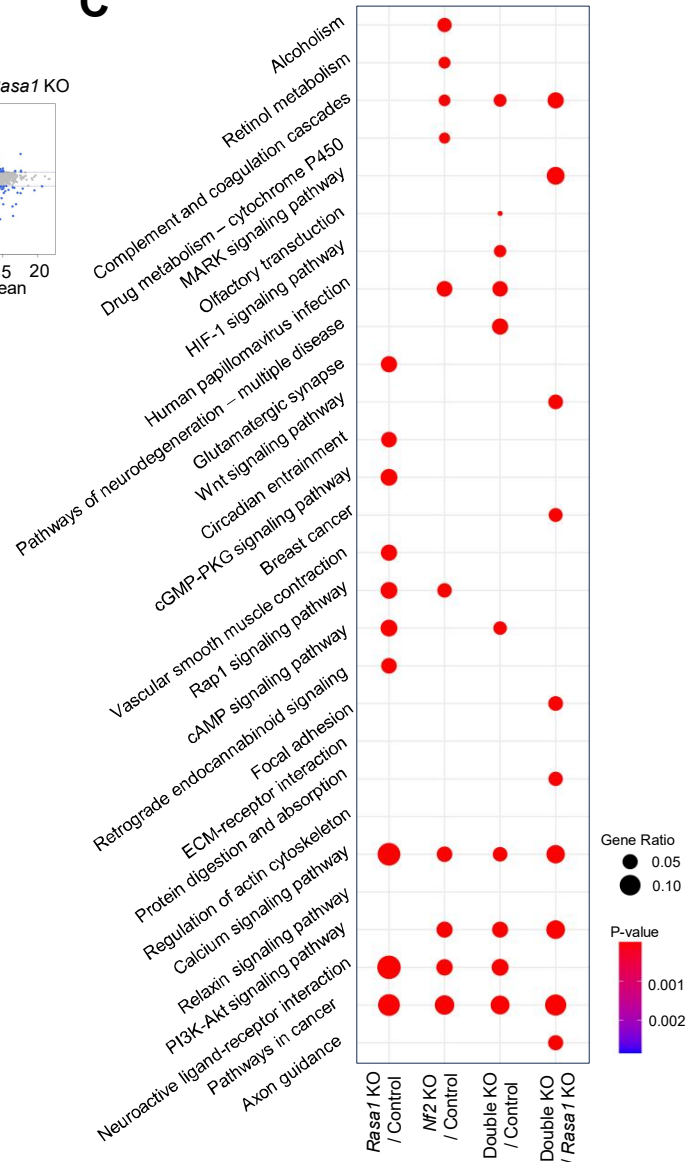

Supplemental Figure 6. Analysis of RNA sequencing data from *Rasa1*- and *Nf2*-KO S1 Tumorspheres.

(A) MA plots showing differential gene expression for the following: (a) *Rasa1*-KO versus control, (b) *Nf2*-KO versus control, (c) *Rasa1/Nf2*-double-KO versus control, and (d) *Rasa1/Nf2*-double-KO versus *Rasa1*-KO. 

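At a fold change of at least 2 and a raw p under 0.05, 3829 genes differed from control in the libraries labelled *Rasa1*-KO (1480 higher, 2349 lower), 4184 in *Nf2*-KO (1601 higher, 2583 lower) and 1044 in the libraries labelled double-KO (418 higher, 626 lower). Between the libraries labelled double-KO and *Rasa1*-KO, 2484 genes differed (1597 higher, 887 lower). Without the condition on the fold change, 7569, 7721, 1166 and 5464 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).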

Significantly upregulated or downregulated (with fold change  $>2$  and  $P$  value  $< 0.05$ ) genes are indicated in blue. Each dot represents a single gene.

(B) Gene Ontology (GO) enrichment analysis of *Rasa1*-KO versus control, *Nf2*-KO versus control, *Rasa1/Nf2*-double-KO versus control, and *Rasa1/Nf2*-double-KO versus *Rasa1*-KO S1 tumorspheres. Genes displaying  $>3$ -fold change in expression across comparisons demonstrated prominent shifts within biological processes. Dot color and size represent the  $P$  value and gene ratio (gene counts in specific term/total genes), respectively.

(C) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of *Rasa1*-KO versus control, *Nf2*-KO versus control, *Rasa1/Nf2*-double-KO versus control, and *Rasa1/Nf2*-double-KO versus *Rasa1*-KO S1 tumorspheres. Differentially expressed genes with  $>3$ -fold changes revealed the most pronounced changes in Pathways in cancer (KEGG 05200). Dot color and size represent the  $P$  value and gene ratio (gene counts in specific term/total genes), respectively.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 12 — Additional file 12: Supplemental Figure 7. Western blot analysis for YAP signal activation resulting from NF2 deficiency.

Supplemental Figure 7

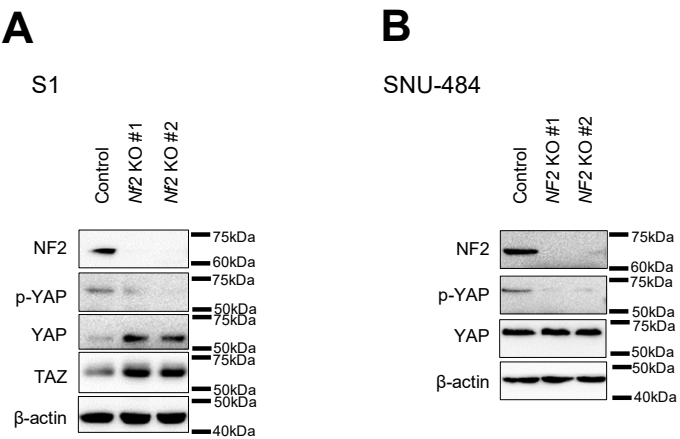

Supplemental Figure 7. Western blot analysis for YAP signal activation resulting from NF2 deficiency

(A) Representative western blot analysis of phosphorylated (p)-YAP, YAP, and TAZ in control and *Nf2*-KO S1 cells. S1 cells were seeded at a density of  $1 \times 10^4$  in 6-well plates with RPMI-1640 media supplemented with 10% FBS and 1% PS. After 48 hours post-seeding, cells were harvested and subjected to western blot analysis.

(B) Representative western blot analysis of p-YAP and YAP in control and *NF2*-KO SNU-484 cells. SNU-484 cells were seeded at a density of  $2 \times 10^4$  in 6-well plates with RPMI-1640 media supplemented with 10% FBS and 1% PS. After 72 hours post-seeding, cells were harvested and subjected to western blot analysis.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 13 — Additional file 13: Supplemental Figure 8. NF2 deficiency induces anoikis resistance via YAP activation.

## Supplemental Figure 8

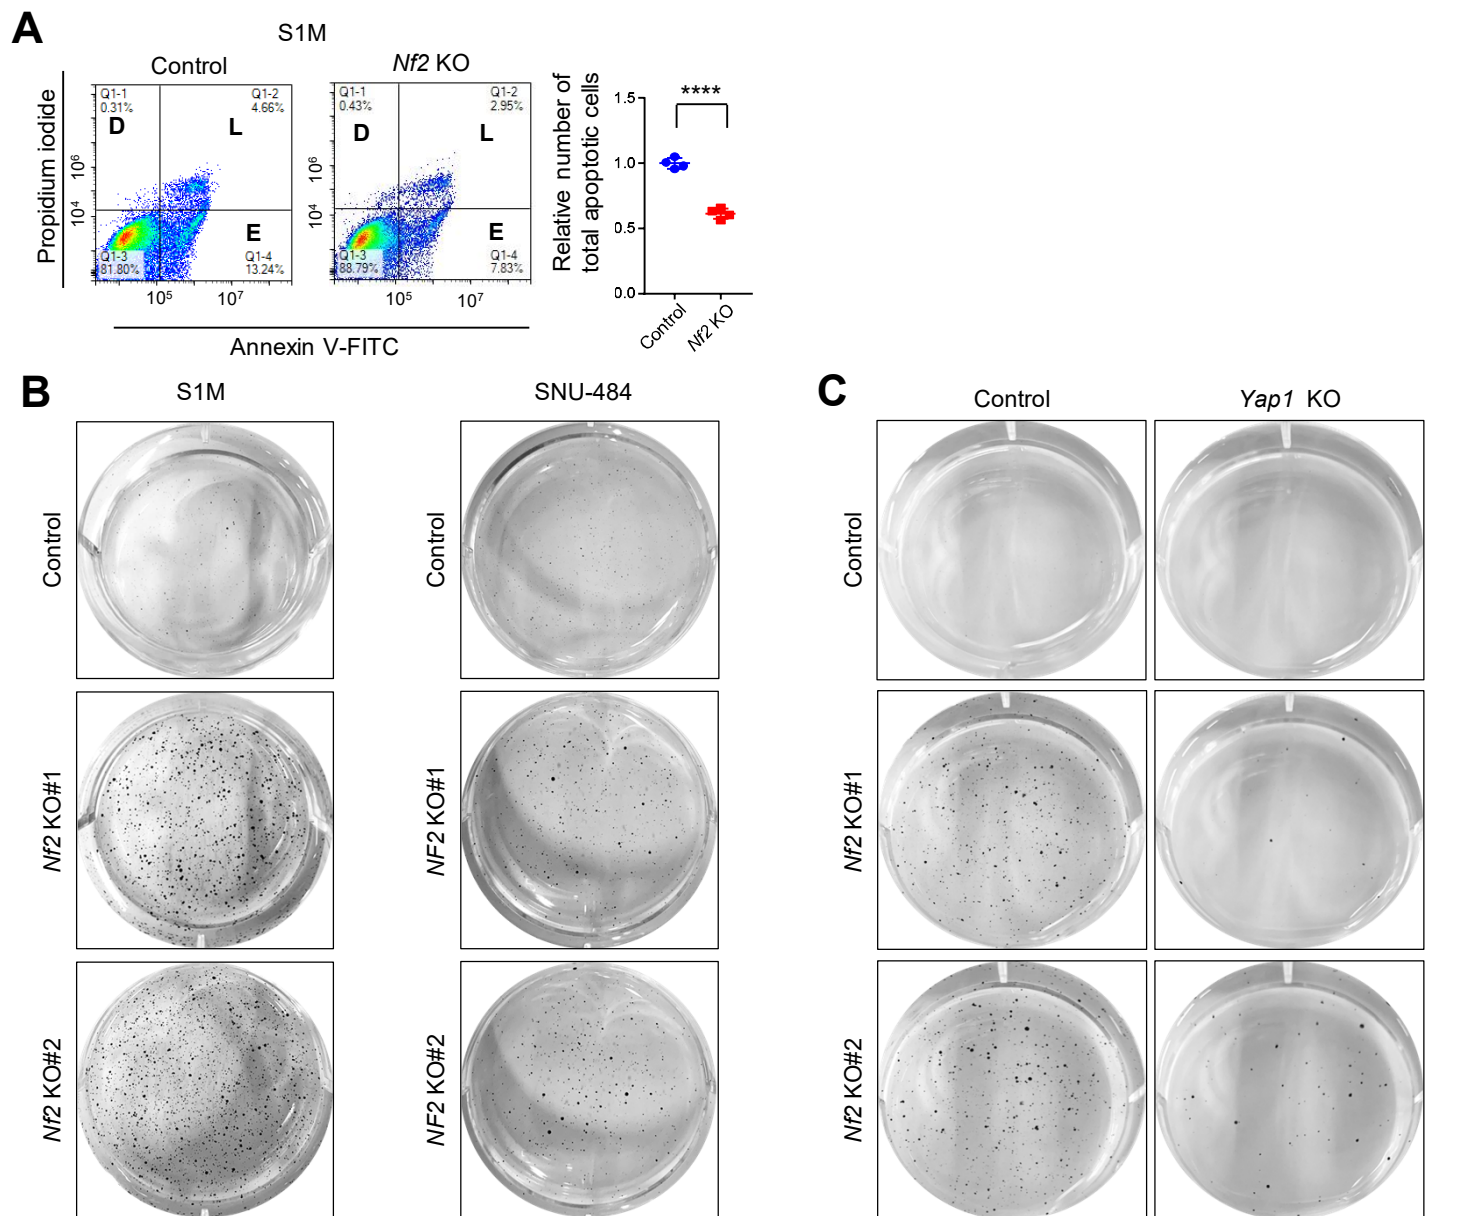

### Supplemental Figure 8. *NF2* deficiency induces anoikis resistance via YAP activation

**(A) (left)** Flow cytometry analysis of anoikis assay under low-attachment conditions in control and *Nf2*-KO S1M cells using Annexin V–propidium iodide stains. D, dead cells; E, early apoptotic cells; L, late apoptotic cells.  $5 \times 10^4$  single cells were seeded in a low-attachment plate and were incubated for 24 h with constant shaking. **(right)** Statistical analysis of relative total apoptotic cells (Annexin V<sup>+</sup>) in anoikis assay with control and *Nf2*-KO S1M cells. *P* value, Student's *t*-test.

**(B) (left)** Representative images of soft agar colony formation assay with control and *Nf2*-KO S1M cells.  $2 \times 10^4$  cells were suspended in 1.5 ml of 0.3% RPMI-agar media in 6 well plates. Cells were incubated under standard culture conditions for 12 days. **(right)** Representative images of soft agar colony formation assay with control and *NF2*-KO SNU-484 cells.  $5 \times 10^4$  cells were suspended in 1.5 ml of 0.3% RPMI-agar media in 6 well plates. Cells were incubated under standard culture conditions for 20 days. Nitro Blue Tetrazolium chloride was used to stain colonies.

**(C)** Representative images of soft agar colony formation assay with control and *Nf2*-KO S1M cells with concurrent *Yap1*-KO to evaluate the effect of YAP ablation on gastric cancer clonogenicity.  $2 \times 10^4$  cells of control, *Nf2*-, *Yap1*-, *Nf2/Yap1*-double-KO S1M cells were suspended in 1.5 ml of 0.3% RPMI-agar media in 6 well plates. Cells were incubated under standard culture conditions for 12 days. Nitro Blue Tetrazolium chloride was used to stain colonies.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 14 — Additional file 14: Supplemental Figure 9. Evaluation of Wnt and YAP signaling in Nf2- and Rasa1-KO peritoneal dissemination models.

## Supplemental Figure 9

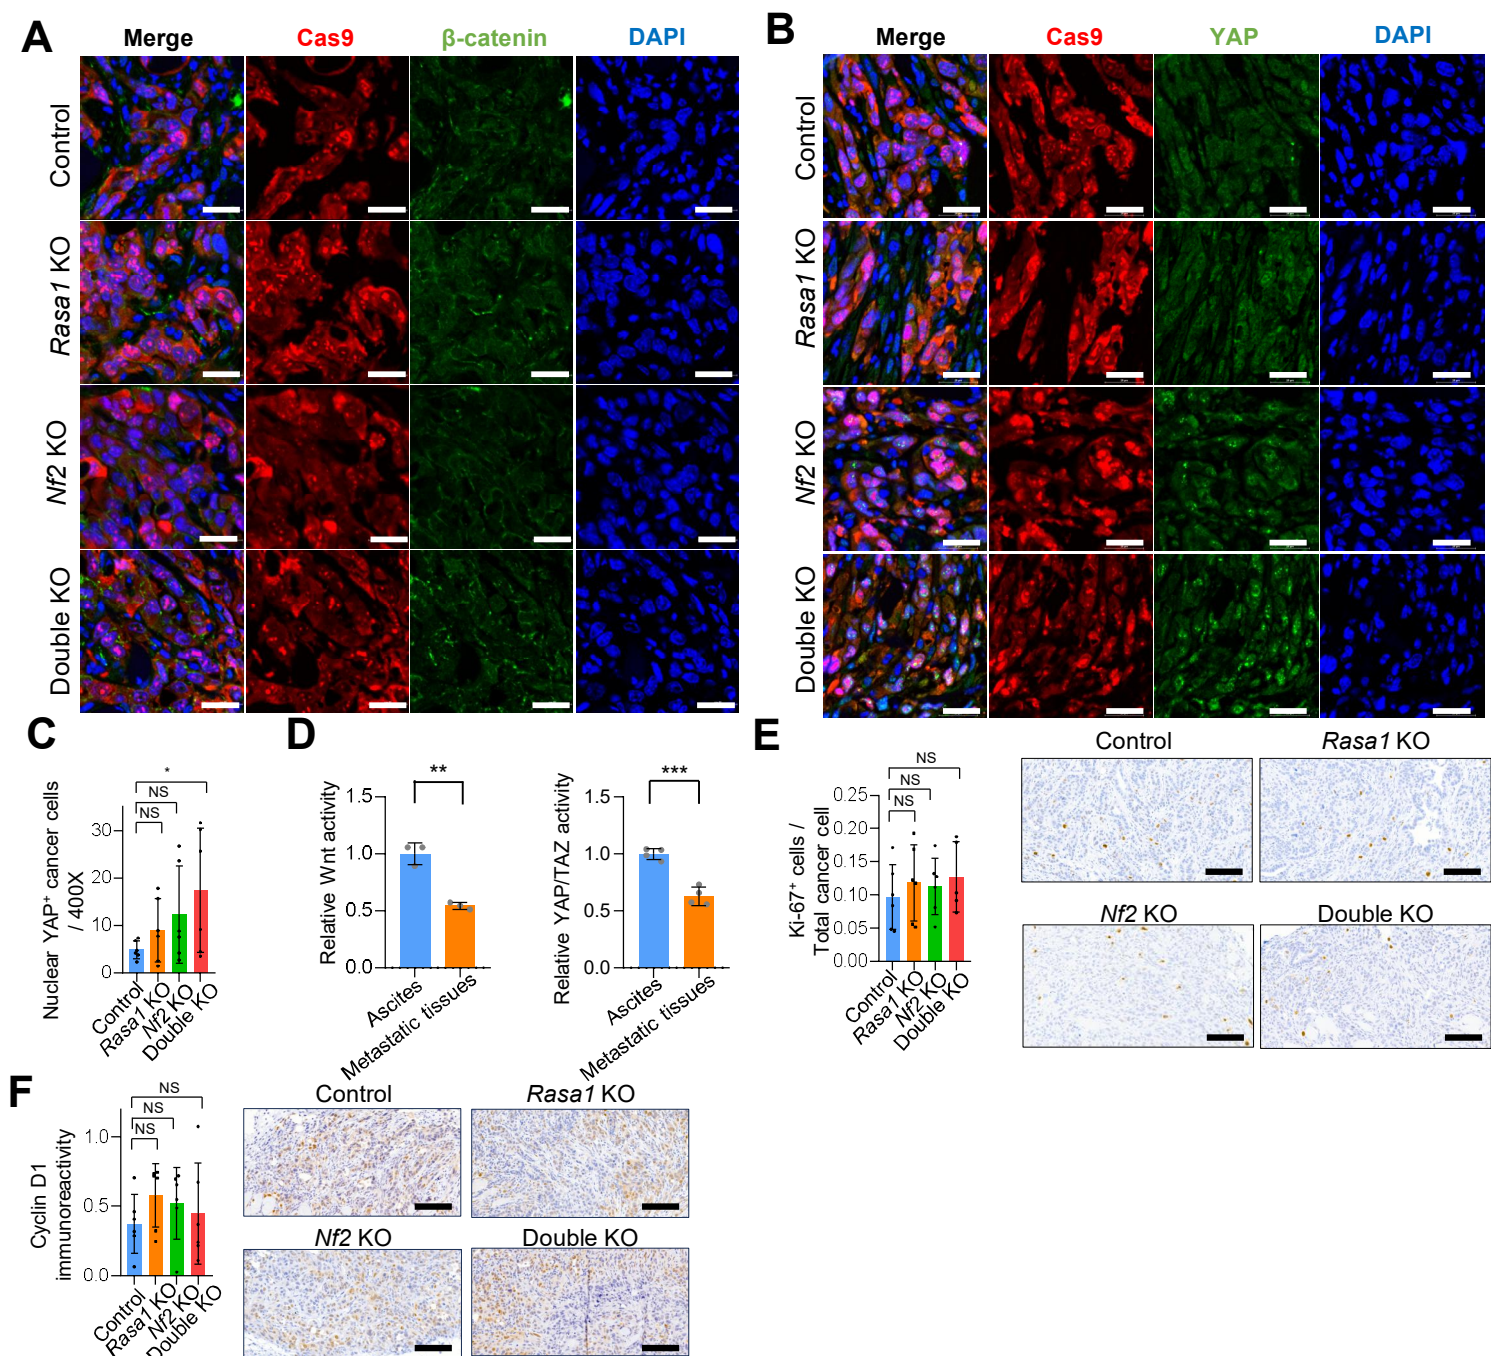

**Supplemental Figure 9. Evaluation of Wnt and YAP signaling in *Nf2*- and *Rasa1*-KO peritoneal dissemination models.**

(A) Representative immunofluorescence staining images for Cas9 (red), active- $\beta$ -catenin (green) and DAPI in peritoneal metastatic foci of control ( $n = 6$ ), *Rasa1*-KO ( $n = 6$ ), *Nf2*-KO ( $n = 5$ ), and *Rasa1/Nf2*-double-KO ( $n = 5$ ) S1M cell peritoneally injected in NOD-SCID mice. Cas9 was used as a cancer cell indicator. Bar = 25  $\mu$ m

(B) Representative immunofluorescence staining images for Cas9 (red), YAP (green), and DAPI in peritoneal metastatic foci of control ( $n = 6$ ), *Rasa1*-KO ( $n = 6$ ), *Nf2*-KO ( $n = 5$ ), and *Rasa1/Nf2*-double-KO ( $n = 5$ ) S1M cell peritoneally injected in NOD-SCID mice. Cas9 was used as a cancer cell indicator. Bar = 25  $\mu$ m

(C) Statistical analysis of nuclear accumulation of YAP in peritoneal metastatic foci of control and KO S1M cell peritoneally injected in NOD-SCID mice. Cas9<sup>+</sup> cancer cells with nuclear staining of YAP were counted at multiple 400 magnification views.

(D) (left) TOP-Flash luciferase reporter assay in single cells obtained from ascites and metastatic tissues of peritoneally injected S1M cells in NOD-SCID mice. (right) HOP-Flash luciferase reporter assay in single cells obtained from ascites and metastatic tissues of peritoneally injected S1M cells in NOD-SCID mice.

(E and F) IHC analysis of Ki-67<sup>+</sup> (E) and Cyclin D1<sup>+</sup> (F) cancer cells in peritoneal metastatic foci of control, *Rasa1*-, *Nf2*-, and *Rasa1/Nf2*-double-KO S1M cell in NOD-SCID mice. Ki-67<sup>+</sup> cells were counted and divided by the total number of cancer cells using QuPath. Cyclin D1<sup>+</sup> cells were analyzed using QuPath with H-Score, number of positive cells multiplied by signal strength score, and divided by total number of cancer cells in the analyzed area. Bar = 100  $\mu$ m. Student's t-test was used for statistical analysis.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 15 — Additional file 15: Supplemental Figure 10. Examination of lung metastasis in a subcutaneous transplantation model using Rasa1-KO S1M cells.

## Supplemental Figure 10

**A**

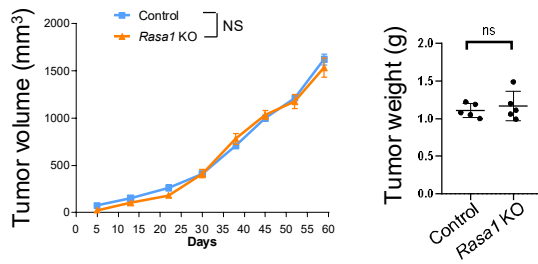

**B**

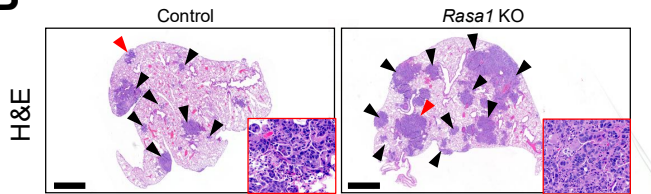

**C**

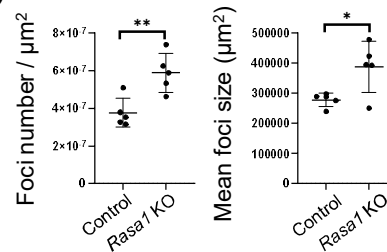

### Supplemental Figure 10. Examination of lung metastasis in a subcutaneous transplantation model using *Rasa1*-KO S1M cells.

(A) Subcutaneous allograft of control ( $n = 5$ ) and *Rasa1*-KO ( $n = 5$ ) S1M cells in NOD-SCID mice was performed to compare pulmonary metastasis.  $3 \times 10^6$  cells of control and *Rasa1*-KO S1M cells were suspended in 100  $\mu\text{l}$  of DPBS and injected at the dorsal flank area. Necropsy was performed at 9 weeks post-injection. (left) The tumor growth curve (mm<sup>3</sup>) in NOD-SCID mice with subcutaneous transplantation of control ( $n = 5$ ) and *Rasa1*-KO ( $n = 5$ ) S1M cells. The tumor volume was measured every 7 days. (right) The weight of the tumor was measured at the time of necropsy. Student's t-test was used for statistical analysis.

(B and C) (B) Representative histopathologic images of pulmonary metastasis in NOD-SCID mice with subcutaneous transplantation of control ( $n = 5$ ) and *Rasa1*-KO ( $n = 5$ ) S1M cells. Bar = 1 mm. The red box represents a magnified view of the red arrow location. (C) Statistical analysis of pulmonary metastasis in NOD-SCID mice subcutaneously transplanted with control and *Rasa1*-KO S1M cells. The micro-metastatic foci number per total lung area and the mean foci size ( $\mu\text{m}^2$ ) were measured using QuPath.

Statistical analysis was performed using Student's t-test.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 16 — Additional file 16: Supplemental Figure 11. Immunohistochemical analysis of NF2 and β-catenin in human GC tissues.

## Supplemental Figure 11

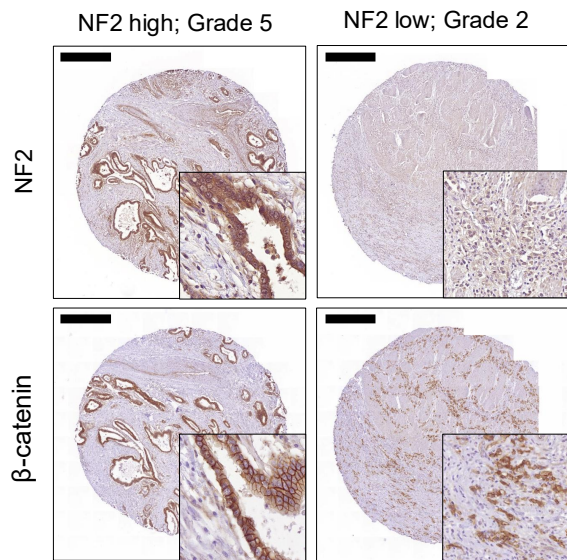

**Supplemental Figure 11. Immunohistochemical analysis of NF2 and β-catenin in human GC tissues.**

Representative immunohistochemical images of NF2 and β-catenin in human gastric cancer tissue microarray (TMA) samples. The IHC grading was based on the combined assessment of staining strength and positive cell percentages, with 5 grades (1 to 5) assigned. For β-catenin, the IHC stain pattern of nuclear staining and membrane staining was graded separately. Bar = 500 μm

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 17 — Additional file 17: Supplemental Figure 12. Analysis of Wnt inhibitor expression in response to Nf2-KO and YAP/TAZ signaling modulation.

Supplemental Figure 12

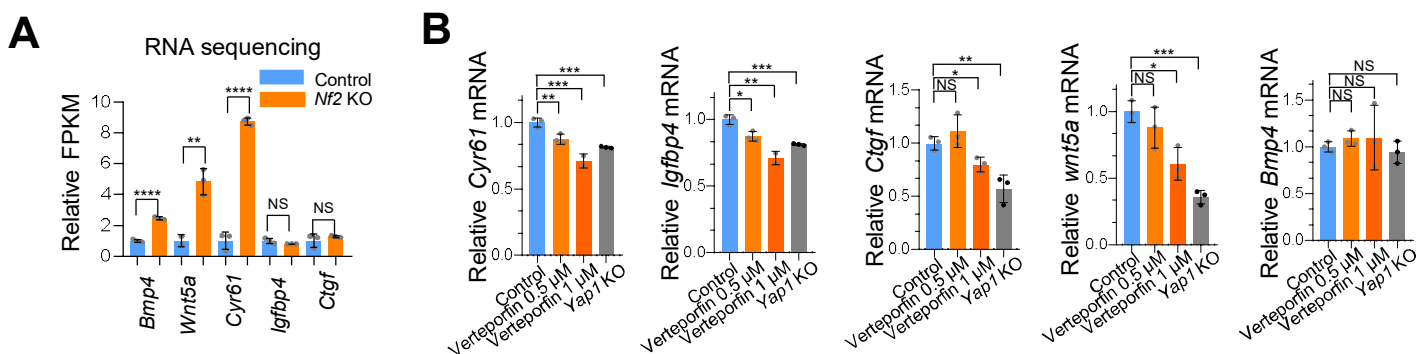

**Supplemental Figure 12. Analysis of Wnt inhibitor expression in response to *Nf2*-KO and YAP/TAZ signaling modulation.**

(A) RNA sequencing results of S1 tumorspheres of control and *Nf2*-KO. The relative mRNA expression of Wnt inhibitors (*Bmp4*, *Wnt5a*, *Cyr61*, *Igfbp4* and *Ctgf*) was compared using Student's T test.

(B) Reverse transcriptase-quantitative PCR analyses in S1 cells. For S1 control cells, vehicle and verteporfin (0.5 and 1.0  $\mu$ M) were treated for 48 h. *Yap1* KO S1 cells were cultured in RPMI-1640 media supplemented with 10% FBS and 1% PS. The relative mRNA expression of Wnt inhibitors (*Cyr61*, *Igfbp4*, *Ctgf*, *Wnt5a*, and *Bmp4*) were analyzed using Student's T test.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 18 — Additional file 18: Supplemental Figure 13. Immunofluorescence staining analysis for Bcl-2, Bcl-xL, β-catenin, and Yap1 in control, Rasa1-KO, Nf2-KO, and Rasa1/Nf2-double-KO peritoneal metastatic foci.

## Supplemental Figure 13

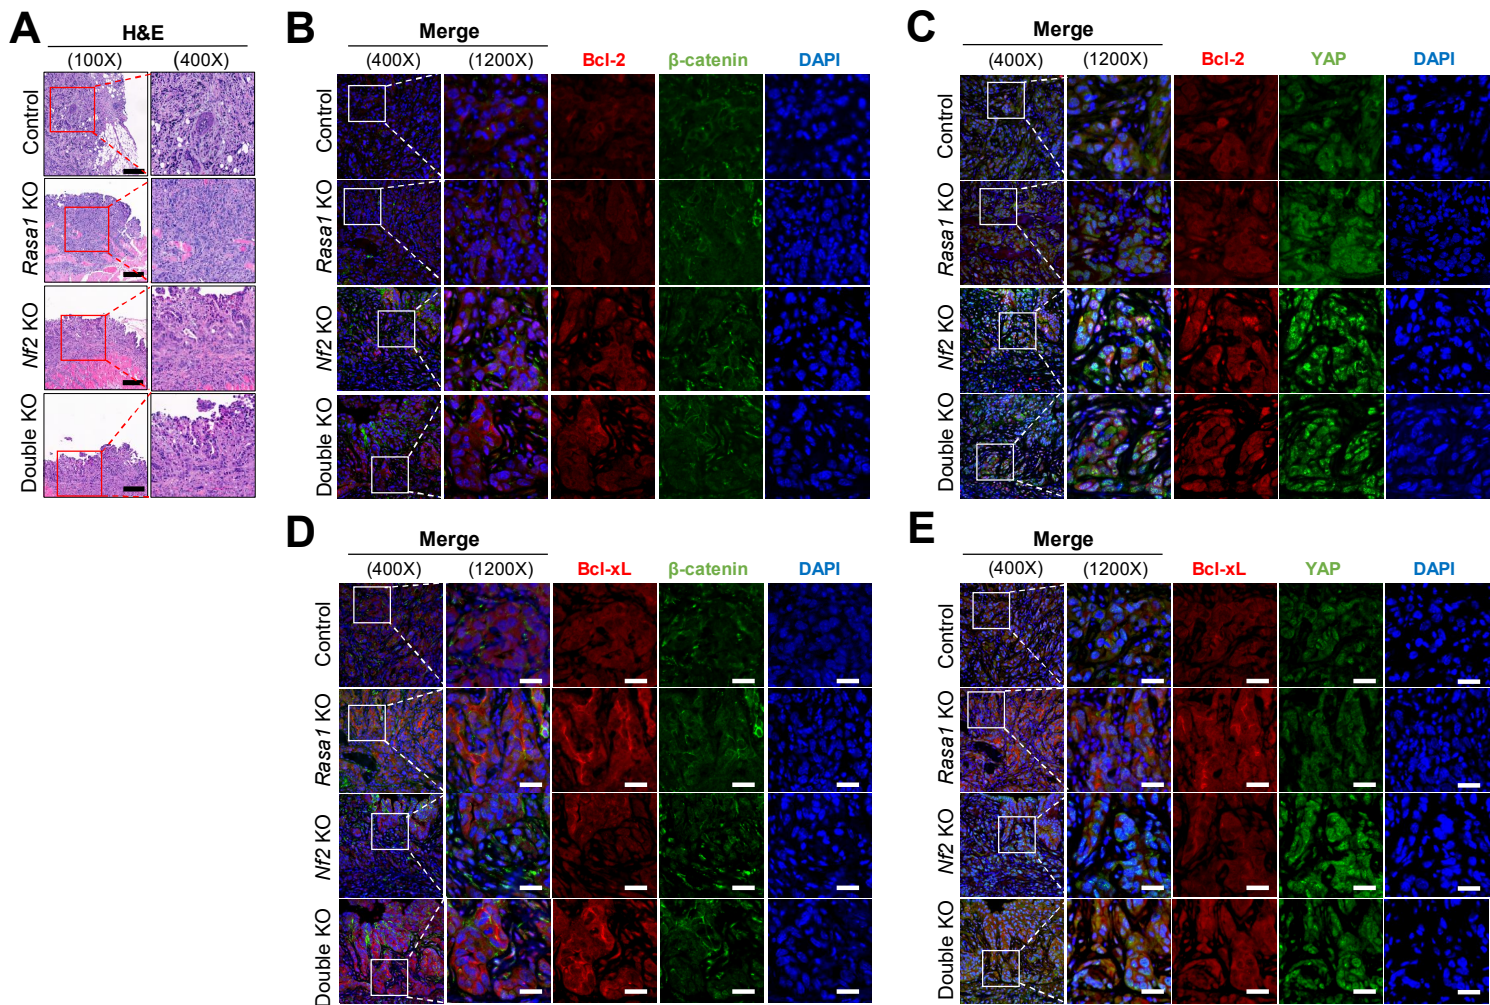

**Supplemental Figure 13. Immunofluorescence staining analysis for Bcl-2, Bcl-xL, β-catenin, and Yap1 in control, *Rasa1*-KO, *Nf2*-KO, and *Rasa1*/*Nf2*-double-KO peritoneal metastatic foci.**

The tissues analyzed were sourced from the peritoneal dissemination models presented in Figure 3B-F. Using consecutive paraffin sections, we investigated the expression of each protein in cancer cells from the same location.

**(A)** H&E staining of metastatic foci, with the right panel presenting an enlarged view of the boxed region on the left. Bar = 200 μm.

**(B-E)** Representative immunofluorescence images displaying **(B)** Bcl-2 (red) paired with active-β-catenin (green), **(C)** Bcl-2 (red) paired with YAP (green), **(D)** Bcl-xL (red) paired with active-β-catenin (green), **(E)** Bcl-xL (red) paired with YAP (green) for control, *Rasa1*-KO, *Nf2*-KO, and *Rasa1*/*Nf2*-double-KO metastatic foci. Bar = 25 μm.

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 19 — Additional file 19: Supplemental Figure 14. Immunohistochemical analysis following YAP and Bcl-2 inhibitor treatment in Nf2/Rasa1-double KO S1M peritoneal dissemination model.

## Supplemental Figure 14

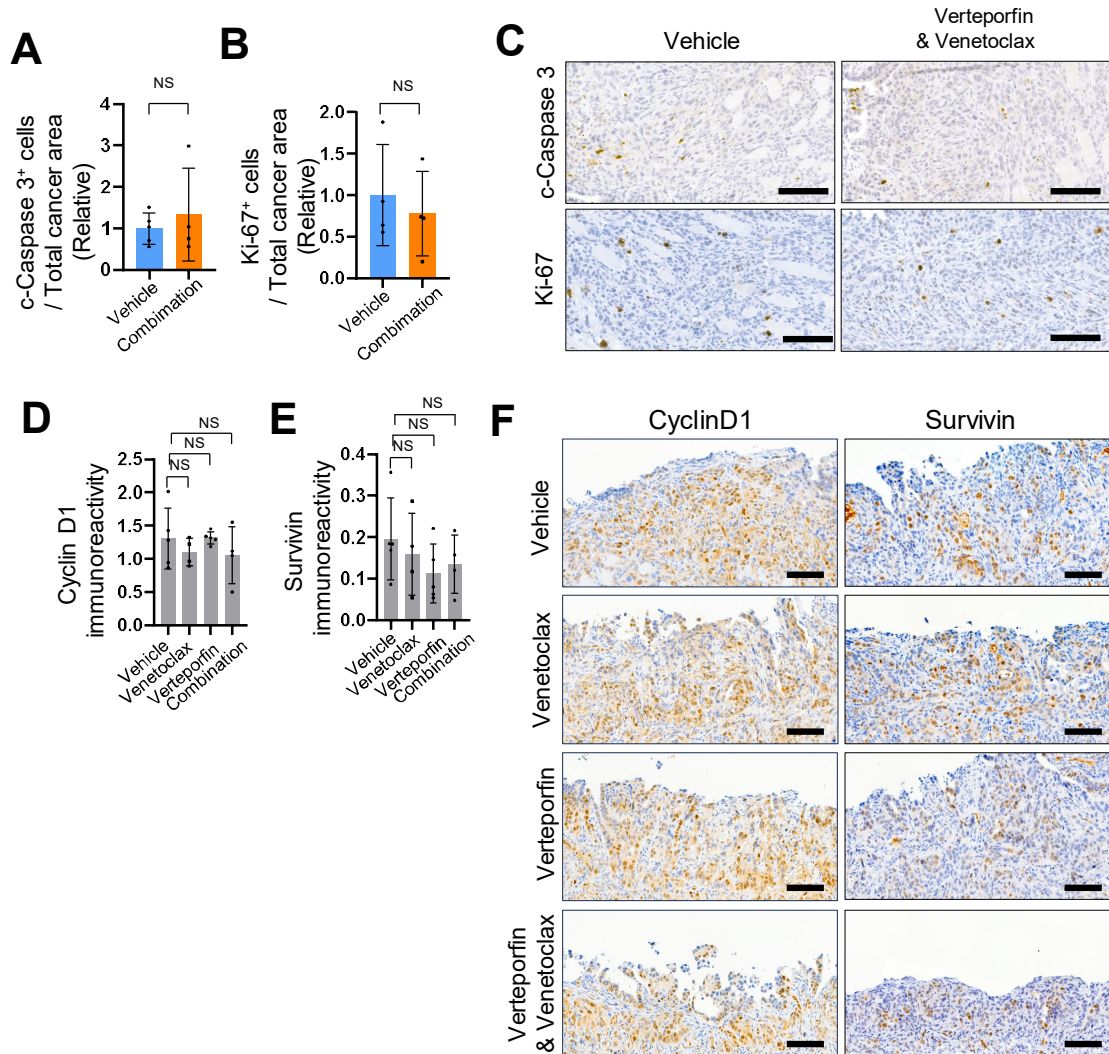

**Supplemental Figure 14. Immunohistochemical analysis following YAP and Bcl-2 inhibitor treatment in *Nf2/Rasa1*-double KO S1M peritoneal dissemination model.**

(**A**, **B**, and **C**) Statistical analysis of IHC and representative images in peritoneal metastatic foci of intraperitoneally injected with *Nf2*-KO S1M cells in NOD-SCID mice, treated with vehicle ( $n = 4$ ) and venetoclax/verteporfin combination ( $n = 4$ ). Student's T test was used in comparison with vehicle-treated group and combination treatment of verteporfin (10 mg/kg, i.p) and venetoclax (12 mg/kg, p.o. route) group. (**A** and **B**) Statistical analysis of IHC using (**A**) cleaved-Caspase 3 and (**B**) Ki-67. c-Caspase 3 and Ki-67 positive cells were counted using QuPath and divided by total cancer area ( $\mu\text{m}^2$ ). The result was normalized to the vehicle treatment group. (**C**) Representative images of IHC using (**A**) c-Caspase 3 and (**B**) Ki-67. Bar = 100  $\mu\text{m}$

(**D**, **E**, and **F**) Statistical analysis of IHC and representative images in peritoneal metastatic foci of intraperitoneally injected with *Nf2*-KO S1M cells in NOD-SCID mice, treated with vehicle ( $n = 5$ ), venetoclax ( $n = 4$ , 12 mg/kg, p.o. route, once a day), verteporfin ( $n = 5$ , 10 mg/kg, i.p, every other day) and venetoclax/verteporfin combination ( $n = 4$ ). Student's T test was used in comparison with vehicle-treated group and other groups. (**D** and **E**) Statistical analysis of IHC using QuPath with H-Score of (**D**) Cyclin D1 and (**E**) Survivin. For Cyclin D1 and Survivin, positive cells were counted, and the signal strength score was multiplied and divided by the total number of cancer cells. (**F**) Representative images of IHC using (**D**) Cyclin D1 and (**E**) Survivin. Bar = 100  $\mu\text{m}$

# Supplementary material for: Combined inhibition of Bcl-2 family members and YAP induces synthetic lethality in metastatic gastric cancer with RASA1 and NF2 deficiency
**Source:** Mol Cancer. 2023 Sep 20;22:156. doi: 10.1186/s12943-023-01857-0
**Supplement:** Supplementary file 20 — Additional file 20: Supplemental Figure 15. Immunohistochemical analysis following YAP and Bcl-xL inhibitor treatment in Nf2/Rasa1-double KO S1M peritoneal dissemination model.

## Supplemental Figure 15

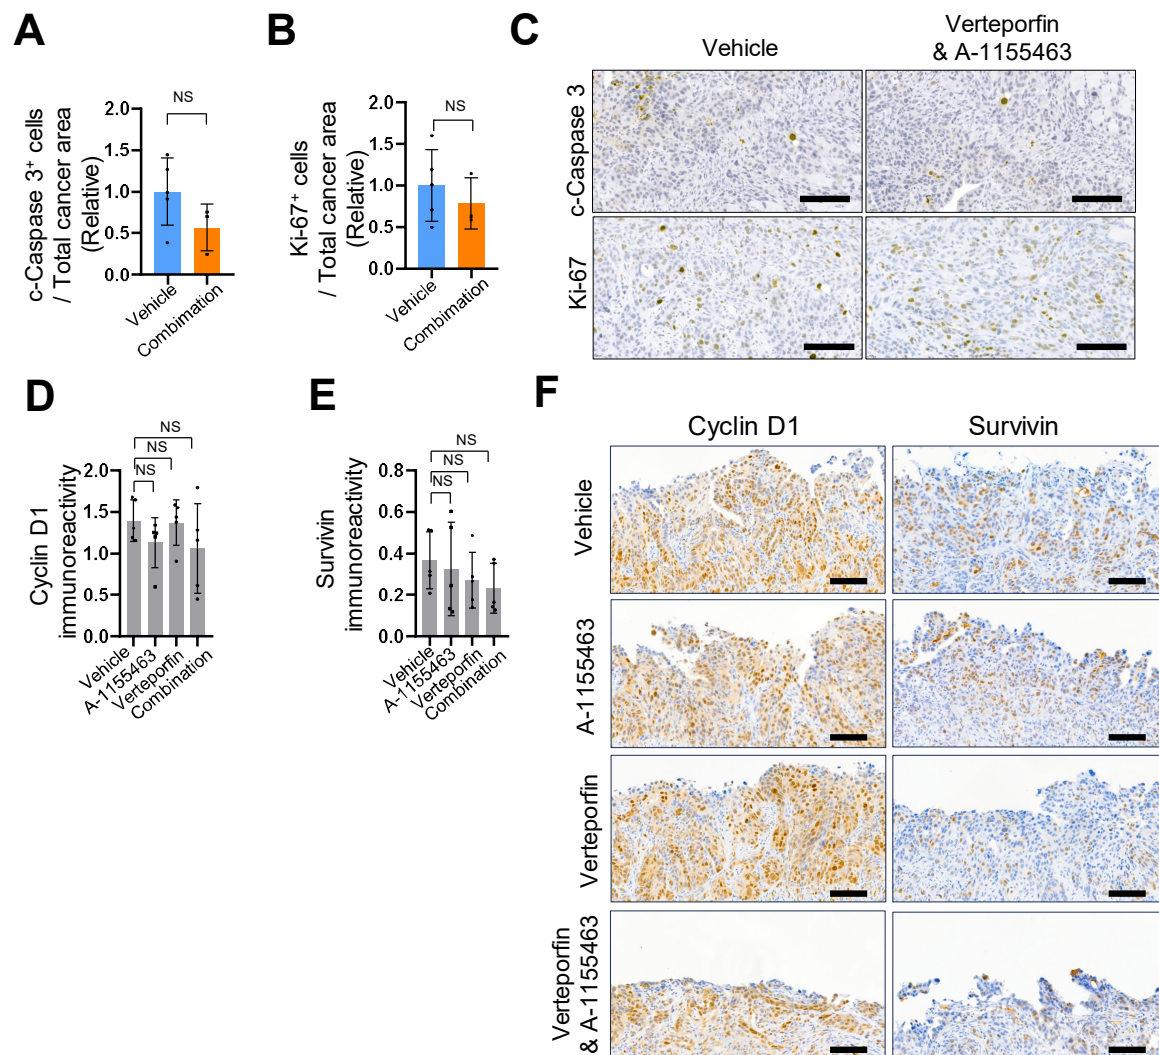

**Supplemental Figure 15. Immunohistochemical analysis following YAP and Bcl-xL inhibitor treatment in *Nf2/Rasa1*-double KO S1M peritoneal dissemination model.**

(A, B, and C) Statistical analysis of IHC and representative images of peritoneal metastatic foci in NOD-SCID mice intraperitoneally injected with *Nf2/Rasa1*-double KO S1M cells, treated with vehicle ( $n = 5$ ) and combination of verteporfin and A-1155463 ( $n = 3$ ).  $5 \times 10^6$  *Nf2/Rasa1*-double KO S1M cells were intraperitoneally injected in NOD-SCID mice and allowed to develop the peritoneal metastasis for 7 days. Vehicle, verteporfin (10 mg/kg, i.p. every other day) and A-1155463 (7.5 mg/kg, i.p. once a day) combination treatment was conducted. (A and B) Statistical analysis of IHC using (A) cleaved-Caspase 3 and (B) Ki-67. c-Caspase 3 and Ki-67 positive cells were counted using QuPath and divided by total cancer area ( $\mu\text{m}^2$ ). The result was normalized to the vehicle treatment group. (C) Representative images of IHC using (A) c-Caspase 3 and (B) Ki-67. Bar = 100  $\mu\text{m}$

How the deposited data were processed for this re-analysis (not part of the article)

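RNA of S1 tumorspheres was sequenced in 12 libraries, 3 each of control, *Rasa1*-KO, *Nf2*-KO and double-KO cells. The groups were taken from the labels of the samples. The names of the deposited tables give the 3 samples labelled *Rasa1*-KO as double-KO and the 3 labelled double-KO as *Rasa1*-KO, so the analysis was repeated with both labels exchanged. The authors trimmed reads with Trimmomatic 0.38, aligned them to mm10 with HISAT 2.1.0 and quantified genes with StringTie 2.1.3b against the RefSeq annotation. They deposited raw read counts per gene without normalization. The authors also deposited FPKM, which divide the counts by transcript length and by mapped reads, and TPM, which were not tested here. No gene had a count of 0 in any library, and the 18926 genes were the same in all. Genes with a count of 0 in any library are thus absent, which limits the lists and the genes ranked by change. A row of the RefSeq table of GRCm38.p6 was found for 18878 of them, and gene positions are from that table. The tables held 13983 protein-coding genes, 2247 lncRNA genes and 1612 pseudogenes.

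Total counts were between 43818139 and 96674463 per library, and the TMM factors between 0.946 and 1.15. The 20 genes with the most counts took between 17.3% and 24.5% of a library, and 7S RNAs between 7.17% and 13.9%. The median standard error of a log2 fold change was 0.21 in *Nf2*-KO against control. Libraries of a group were compared by a chi-square test of their counts per gene, and all pairs differed by more than the sampling noise. Separately prepared libraries of the same RNA could do so too, so the test cannot tell whether they are independent replicates. Each library was counted separately. By the numbers in the names of the deposited tables, the 3 pairs of a control library and a library labelled double-KO had correlations of their deviations from the group means of 0.626, 0.313 and 0.444. The crossed pairs of the libraries numbered 1 and 2 in those names had 0.399 and 0.258, so the correlations set apart the pair without a number but not the other pairs.

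Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were normalized by TMM, and 1 quasi-likelihood fit over the 4 groups gave the comparisons of *Rasa1*-KO, *Nf2*-KO and double-KO with control, of double-KO with *Rasa1*-KO, and the departure from additivity. Genes were called by the rule of the paper, a fold change of at least 3 and a raw p under 0.05, and adjusted p-values are by Benjamini-Hochberg over 18053 genes. Log2 CPM had a prior count of 2. The authors used DESeq2 1.24.0, and DESeq2 1.42.0 was an alternative here. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 and with fry. The lists were 22 YAP/TAZ-TEAD targets, 19 Wnt/β-catenin targets, 10 genes of ERK output and 7 Wnt-dependent genes that the paper names. The first 3 lists were written from general knowledge and the last from the paper, all before the values were seen. Of 9 Reactome sets, taken from fgsea 1.28.0, each was tested with a one-sided Fisher's exact test of the genes called, against 4824 tested genes in any Reactome set, with adjustment over 36 tests. Figures were drawn with matplotlib 3.10.9. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot give a p under 0.1, so no such test is given.

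The groups, the tests, the lists and most alternatives were set before the data were examined. The genes named are those the paper names for S1 or S1M cells, and per comparison the 3 that rose and the 3 that fell most among genes with an adjusted p under 0.05, more than 3 counts in every library of both groups and no overlap between the groups. Genes of the lists are named where their adjusted p is under 0.05. Alternatives changed 1 choice at a time, and not all of them were run for each result: RLE size factors, DESeq2, each filter on counts of 0 that the paper describes, only the groups compared, other calling rules, exchanged labels, the replicate number as a block, each library left out, log2 FPKM with a pseudocount of 1 or 0.1 tested by limma, fry, all tested genes as the background of the Reactome sets, and the 500 most variable genes for the distances. Leaving out both libraries that lie apart, a block by the numbers in the names of the tables (for the named genes only in double-KO against control), leaving out libraries for the distances between libraries and the Reactome sets, and other normalization and filters for the Reactome sets were chosen after the data were seen.

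The code was tested on simulated data: of 200 genes changed 4-fold among 18098, 183 had an adjusted p under 0.05 with 9 other genes, and in a comparison without changes 0 genes did. For comparisons that share control libraries, 20 sets of unchanged groups were simulated. The KEGG pathways, GO terms and GSEA gene sets of the paper were not analysed here, and neither were its measurements in S1M cells.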

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

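The test of the interaction, the exchange of the labels of whole groups and the fits of only the groups compared were planned beforehand. All other tests in this part were chosen after the results were seen.

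The effect of the *Nf2* knockout differed between the labelled backgrounds for 9454 genes, by a test of the interaction on the log2 scale. Of the 100 groupings of the 12 libraries into 4 groups of 3, the real one included, 1 gave as many genes. The median of the other 99 was 0 and their highest count was 4712. Among the genes the paper names, the departures from the sum of the single knockouts were 4.41 for *Nf2*, -1.10 for *Rasa1*, -1.85 for *Bmp4*, -4.79 for *Wnt5a*, -4.24 for *Ccn1* and -0.65 for *Igfbp4*. A gene targeted in one single knockout and in the double knockout should show no departure. With both labels exchanged, 1157 genes departed from the sum, and *Nf2* no longer did (-0.21, adjusted p = 0.38), nor did *Rasa1* (0.17, adjusted p = 0.68). With exchanged labels and without both libraries that lie apart, 4603 genes departed from the sum. An exchange of the labels is thus a candidate explanation of the departure of *Nf2* and of part of the others, how large a part depends on these libraries, and the count of 9454 genes cannot be read as an effect of the knockouts while it stays open. After the exchange, *Bmp4* (-0.86, adjusted p = 0.0065) and *Igfbp4* (1.19, adjusted p = 0.018) still departed from the sum, while *Wnt5a* (-1.40, adjusted p = 0.41) and *Ccn1* (-2.19, adjusted p = 0.089) did not. Of the 99 random groupings, 2 gave at least 1157 genes. A biological interaction of the knockouts was not tested apart from these fits.

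Genes that the paper does not discuss rose against control. In the libraries labelled *Rasa1*-KO, *Serpinb7* (5.62), *Rgcc* (5.10) and *Klra4* (4.88) had the largest log2 fold changes among the genes that passed the rule for named genes. In *Nf2*-KO they were *Serpinb7* (6.06), *Gng2* (5.93) and *Il1rl1* (5.17), and in the libraries labelled double-KO *Mgat4c* (3.39), *Sprr2e* (3.35) and *Cysrt1* (3.03). With exchanged labels, the first and the last 3 belong to the other group. A difference in library size and a few genes taking most of the counts are argued against as the whole cause: with all libraries thinned to the smallest total, the median of these 9 values was 4.91, and the share of the 20 genes with the most counts can shift all other genes by at most 0.0965 on the log2 scale between a control library and another, while the lowest of the 9 values is 3.03. *Klra4* and *Sprr2e* belong to families with similar members, so their own values are uncertain, but the median of the other 7 was 5.17. For *Mgat4c*, *Sprr2e* and *Cysrt1* the adjusted p was 0.15, 0.12 and 0.070 when only the groups compared were fitted. The paper describes no other conditions, and an effect of the knockouts on these genes remains open as the biological explanation.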

How the results depend on the processing

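The alternatives named as chosen later in the processing summary were chosen after the data were seen. Over 149 results, 84 changed their side of a threshold, direction or size under at least 1 alternative. RLE size factors changed no call of a targeted gene or gene of Fig. 3M, no gene list and no count of genes called by over 1.5 times. None of the 36 Reactome tests changed with RLE size factors, DESeq2, all tested genes as the background, the adjusted p in the calling rule or no filter on low counts, nor did the 27 that exchanged labels affect. The blocks, only the groups compared and the fold change of 2 were not run for these tests. In the counts of genes called, RLE size factors, DESeq2 and both filters on counts of 0, which give the same genes, stayed within 1.5 times: from 1670 to 1708 for the labelled *Rasa1*-KO, from 2042 to 2113 for *Nf2*-KO, from 367 to 419 for the labelled double-KO and from 1023 to 1046 for the labelled double-KO against the labelled *Rasa1*-KO. Genes with a departure from additivity numbered between 9248 and 9955 under these.

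A fold change of 2 in place of 3 raised the genes called to 3829, 4184, 1044 and 2484, as it must. With the adjusted p in place of the raw p, the labelled double-KO had 142 genes (75 higher, 67 lower) instead of 367 (104 higher, 263 lower). Fitting only the groups compared gave 208 genes for it (205 shared with the 367). It also took *Bmp4* in the labelled double-KO (0.95), *Igfbp4* (0.52) and *Wnt5a* (2.59) in the labelled *Rasa1*-KO and *Rasa1* in *Nf2*-KO (0.43) below the threshold, and *Wnt5a* in the labelled double-KO against the labelled *Rasa1*-KO (-1.70) past it. Only 6 of the 12 libraries inform the spread in these fits. The departure from additivity needs all groups, so this alternative could not be run for it. The last *Wnt5a* value also passed the threshold with DESeq2 (-1.69), log2(FPKM + 1) (-0.73) and log2(FPKM + 0.1) (-1.45). *Igfbp4* in the labelled *Rasa1*-KO fell short of it under both filters on counts of 0 (0.53), log2(FPKM + 1) (0.41) and log2(FPKM + 0.1) (0.41). The cause was not tested.

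With exchanged labels, the genes called were 367 for *Rasa1*-KO and 1673 for double-KO, and genes with a departure from additivity were 1157, or 4603 when both libraries that lie apart were also left out. These changes follow from the exchange. The log2 fold change of *Nf2* became 0.0172 in *Rasa1*-KO, -2.29 in double-KO and -2.31 in double-KO against *Rasa1*-KO. In double-KO against *Rasa1*-KO, *Rasa1* became 0.63, *Bmp4* 0.50, *Ccn1* 1.03, *Ccn2* 0.48, *Igfbp4* 0.92, *Wnt5a* 1.69, *Col1a2* 7.38, *Gng2* 6.02, *Pdgfra* 5.58, *Fgb* -5.75, *Hp* -5.77 and *Pigr* -5.76. In *Rasa1*-KO, *Ccn1* became 0.82, *Wnt5a* 0.89, *Igfbp4* -0.40, *Axin2* 0.47 and *Lgr5* 0.17. In double-KO they became 1.84, 2.58, 0.52, -1.28 and -1.47. The YAP/TAZ list became 0.28 in *Rasa1*-KO, 0.57 in double-KO and 0.30 in double-KO against *Rasa1*-KO. The Wnt list became 0.0677, -0.22 and -0.29 in the same order. In double-KO against *Rasa1*-KO, the ERK list became 0.11 and the list of Wnt-dependent genes of the paper changed from -0.11 to 0.11. Under the exchange, 11 results of other named genes were weaker and 7 stronger.

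Under fry, more lists passed the threshold: YAP/TAZ in *Nf2*-KO (0.71) and the labelled *Rasa1*-KO (0.57), ERK in *Nf2*-KO (0.22) and in the labelled double-KO against the labelled *Rasa1*-KO (-0.11), and the Wnt-dependent genes of the paper in *Nf2*-KO (0.52), the labelled *Rasa1*-KO (0.39) and the labelled double-KO (0.29). With no filter on low counts, so did YAP/TAZ in *Nf2*-KO (0.72) and the labelled *Rasa1*-KO (0.60) and the Wnt-dependent genes of the paper in the labelled double-KO (0.31).

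The replicate numbers of the labels do not pair the libraries: of 14 pairs with the same number, 4 had a correlation of their deviations over 0.1 (range -0.38 to 0.40). Of 14 pairs by the numbers in the names of the tables 5 did (range -0.06 to 0.63), among them all 3 pairs of control with the labelled double-KO. With the number as a replicate block, the genes called were 1583, 2279, 486 and 1066 and those with a departure from additivity 9299. Under this block the ERK list in the labelled *Rasa1*-KO (0.44) and double-KO (0.25), the YAP/TAZ list in the labelled double-KO (0.19) and *Rasa1* in *Nf2*-KO (0.40) did not pass the threshold. *Ccn2* (-0.0467) and *Myc* (-0.20) in the labelled double-KO and *Smad4* in the labelled *Rasa1*-KO (2.84e-05) changed sign. With the block by the numbers in the names of the tables, the genes called were 1918, 2405, 359 (114 higher, 245 lower) and 1194, and those with a departure from additivity 10451. Under this block *Ccn1* (0.76) and *Igfbp4* (-0.41) passed the threshold in the labelled double-KO, and no call of another list or named gene changed in that comparison. The ERK list in the labelled *Rasa1*-KO (0.37) did not pass it.

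Each of the 12 libraries was left out in turn, and control libraries moved most results. Without the control library that has no number, 805 genes were called in the labelled double-KO (100 higher, 705 lower), and without control library 2, 298 were (192 higher, 106 lower), the ends of the range. Leaving out that control library and the library labelled double-KO 1 together gave 666 genes, 322 of them shared with the 367. The ratio of distances between to within groups ranged from 0.423 to 0.795, the highest without the control library that has no number. Ranges over the 6 fits of each comparison with control were, for the labelled double-KO, -0.13 to 0.42 for *Ccn2*, -0.63 to -0.23 for *Igfbp4* and -0.0284 to 0.0724 for *Nf2*, and 0.37 to 0.69 for *Igfbp4* in the labelled *Rasa1*-KO, which lost its call in 5 of them. In the labelled double-KO, *Igfbp4* passed the threshold without the library labelled double-KO 1 (-0.63). The ERK list ranged from 0.31 to 0.47 in the labelled *Rasa1*-KO, 0.13 to 0.28 in *Nf2*-KO and 0.20 to 0.38 in the labelled double-KO. The YAP/TAZ list ranged from 0.44 to 0.66, 0.57 to 0.79 and 0.14 to 0.38, the Wnt list from -0.45 to 0.12, -0.49 to 0.0771 and -0.16 to 0.43, and the Wnt-dependent genes of the paper from 0.12 to 0.42 in the labelled double-KO. Without the control library that has no number, the YAP/TAZ list (0.14) and the ERK list (0.20) of the labelled double-KO and the ERK list of the labelled *Rasa1*-KO (0.31) lost their calls, and so did the YAP/TAZ list of the labelled double-KO without library 3 of that label (0.24). Fold enrichments ranged from 1.91 to 2.90 for Extracellular matrix organization in the labelled double-KO and from 1.18 to 1.47 for Developmental Biology in *Nf2*-KO. Values that changed sign ranged, in the labelled double-KO, from -0.56 to 0.0444 for *Cd44*, -0.00336 to 0.42 for *Lgr5*, -0.37 to 0.50 for *Myc*, -0.39 to 0.0908 for *Smad4* and -0.44 to 0.11 for *Trp53*. For *Smad4* they ranged from -0.24 to 0.22 in *Nf2*-KO and -0.25 to 0.21 in the labelled *Rasa1*-KO. Of 378 such fits for named genes other than the targeted ones and those of Fig. 3M, 23 were weaker, 5 stronger and 10 reversed. The cause was not tested.

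Of the other named genes, 18 results were weaker and 2 stronger under the remaining alternatives. *Wnt5a* has 14 to 150 counts in the control libraries, which limits the precision of its changes.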

Differences from the paper's values

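The block by the numbers in the names of the tables and the alternatives for the Reactome sets and for the distances between libraries were chosen after the values were seen.

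The paper's values were read by eye from Fig. 3M, Supplemental Figure 12A and Fig. 3I, and 6 of 28 values were counted as differing. Gaps smaller in proportion were not counted. *Bmp4* had 29.2 FPKM in the labelled *Rasa1*-KO against about 21, and 21.0 in the labelled double-KO against about 29. *Ctgf* (*Ccn2*) had 166 against about 120 and 121 against about 170. In *Nf2*-KO, *Wnt5a* was 7.04 times control against about 4.9. The 6 values counted are all mean FPKM of the libraries labelled *Rasa1*-KO or double-KO. *Wnt5a* had 1.42 FPKM in the labelled *Rasa1*-KO against the paper's about 0.45 in Fig. 3M, and 0.454 in the labelled double-KO against the paper's about 1.4 in Fig. 3M. *Cyr61* (*Ccn1*) had 66.8 FPKM in the labelled *Rasa1*-KO against the paper's about 35 in Fig. 3M, and 33.3 in the labelled double-KO against the paper's about 65 in Fig. 3M. *Igfbp4* had 108 FPKM in the labelled *Rasa1*-KO against the paper's about 57 in Fig. 3M, and 57.4 in the labelled double-KO against the paper's about 110 in Fig. 3M. Of the alternatives set before the data were examined, exchanged labels closed all 6 gaps. The exchange also brought *Bmp4* and *Ctgf* in these groups nearer to the paper's values. Leaving out the library labelled double-KO 1 closed that of *Ccn1* in the labelled double-KO (44.7), and no other single library left out closed another.

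The paper states that the target genes of Fig. 3M rose or tended upward in *Nf2*-KO and double-KO. *Igfbp4* was lower than control in *Nf2*-KO (-0.27, edgeR adjusted p = 0.24) and in the labelled double-KO (-0.40, edgeR adjusted p = 0.23), where it passed the threshold with a block by the numbers in the names of the tables (-0.41) and without library 1 of that label (-0.63). With exchanged labels, *Igfbp4* was higher in double-KO (0.52). The paper's own figures, read by eye, also show less *Igfbp4* in *Nf2*-KO. In Fig. 3M it has about 65 FPKM against about 80 in control, and in Supplemental Figure 12A about 0.85 of control. For *Nf2*-KO, the difference is thus from the paper's sentence and not from its plotted values.

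The paper states that Hippo/YAP and Wnt gene sets were elevated in double-KO against *Rasa1*-KO. With the labels, the YAP/TAZ-TEAD list was lower (-0.30, camera, adjusted p = 0.36) and the list of Wnt/β-catenin targets was higher (0.29, camera, adjusted p = 0.69). Exchanged labels gave 0.30 and -0.29. No setting brought either list past the threshold in this comparison.

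The paper states that the Hippo/YAP pathway was enriched in *Nf2*-KO. The YAP/TAZ-TEAD list had a mean of 0.71 (camera, adjusted p = 0.079). It passed the threshold under fry, without a filter on low counts, without control library 1 and without control library 2.

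The paper states that processes of development changed through the knockouts. Reactome's Developmental Biology had an enrichment of 1.35 in *Nf2*-KO (Fisher's exact test, adjusted p = 0.099), and it passed the threshold without control library 1 (1.47), an alternative chosen after the values were seen. In the labelled *Rasa1*-KO it was 1.07, and in the labelled double-KO 1.67 (Fisher's exact test, adjusted p = 0.33). The last values change places with exchanged labels. The paper states that MAPK, Wnt and Hippo pathways stood out among the genes called. The Reactome sets of these pathways held as many genes called as chance gives or fewer, other than 1 gene of the YAP1 and WWTR1 (TAZ) set in the labelled double-KO against the labelled *Rasa1*-KO (2.26). No setting brought them past the threshold. Chance gives at most 1.16 called genes in the RAF/MAP kinase set, 2.33 in Signaling by Hippo and 0.930 in the YAP1 and WWTR1 set. With so few genes, these 3 sets cannot decide whether the pathways changed. They also differ from the KEGG pathways of the paper.

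The paper describes distinct clusters of the 4 groups. The largest distance within control (168) exceeded the smallest distance between groups (71.1), and each control library left out in turn gave a ratio under 1. The 71.1 lies between the labelled *Rasa1*-KO and *Nf2*-KO, whose own largest distances were 53.4 and 54.2, so these groups were apart. The smallest distance of control to the labelled double-KO was 77.6, below the largest within either (168 and 89.4).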

Other observations

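The tests of the labels by the *Nf2* signature and by the other splits of the libraries of each comparison, and that of fibroblast transcripts, were chosen before their results were seen, and the others in this part after.

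The names of the deposited tables assign the libraries labelled *Rasa1*-KO to double-KO and the reverse. If the labels are exchanged, the libraries labelled *Rasa1*-KO should share more of the *Nf2*-KO response than those labelled double-KO. Over the 2055 genes called in *Nf2*-KO, the slope of their log2 fold changes on those of *Nf2*-KO was 0.783 and 0.216, a difference of 0.567. Single libraries gave 0.743 to 0.755 and 0.198 to 0.199, and groups simulated without change gave a mean of 0.103 for each label. The level of *Nf2* mRNA (-2.29 and 0.02) goes the same way, and so do the FPKM of Fig. 3M. Of the 10 values of these groups, 6 were counted as differing with the labels and 0 with exchanged labels. These values are consistent with exchanged labels of the 6 deposited samples. That the loss of *Rasa1* lowers *Nf2* mRNA and gives the *Nf2*-KO response is argued against by the libraries labelled double-KO. Their *Rasa1* is lower still (20.5 against 31.9 CPM), while their *Nf2* is at the control level (log2 fold change 0.0172, standard error 0.09) and their slope is the lower one. The sequences of the edited sites were not analysed here.

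Other splits of the 6 libraries of a comparison into 3 and 3 were fitted in the same way, where 10 splits cannot give a share under 0.1. For the labelled *Rasa1*-KO, *Nf2*-KO and the labelled double-KO against the labelled *Rasa1*-KO, 1 of 10 splits, the real one, gave as many genes called. For the labelled double-KO against control, 4 of 10 did: 404 genes with the control library that has no number, control library 1 and the library labelled double-KO 1 on one side, and 698 and 708 genes with the control library that has no number, the library labelled double-KO 1 and library 2 or 3 of that label. These 3 splits put the libraries that lie apart on the same side. The splits that part all 3 pairs of libraries with the same number in the names of the tables gave 40, 46 and 202 genes besides the real one, a comparison made after the values were seen. For this comparison, real and chance groups cannot be told apart by the splits. For the others, the highest count of another split was 675 against 1673 for the labelled *Rasa1*-KO, 840 against 2055 for *Nf2*-KO and 92 against 1021 for the labelled double-KO against the labelled *Rasa1*-KO. Simulated unchanged groups had at most 134 genes called in place of the labelled *Rasa1*-KO and 184 in place of the labelled double-KO.

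The 3 of 16 gene list tests with an adjusted p under 0.05 were matched or exceeded in 8 of 100 groupings of the 12 libraries, the real one included. Without the control library that has no number, the means of these 3 tests were 0.14 for the YAP/TAZ list and 0.20 and 0.31 for the ERK list, and none passed the threshold. Chance therefore remains a candidate explanation of the list results.

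The control library that has no number and the library labelled double-KO 1 lie apart from the other libraries of their groups. The distance of the latter to library 2 of its label was 1.82 times that between libraries 2 and 3. Library size is argued against as the whole cause, since the ratio was 1.75 with all libraries thinned to the smallest total. A few genes taking most of the counts are too. By their own differences and the shift that their share gives all other genes, the 20 genes with the most counts can give at most 0.412% of the excess in squared distance of either library. Transcript length followed at most 7.05% of the variance of the deviations of either library and GC content at most 0.304%, over 89.3% of the genes tested. A first match of gene identifiers fell short of 80% and was extended by gene symbols. A mislabelled sample is argued against by the *Rasa1* level of that control library, 2.59 times the highest of the libraries labelled double-KO. The deviations of both libraries correlated across genes with r = 0.626, above the other 53 pairs of libraries from different groups (-0.56 to 0.444). A batch shared by both libraries is a candidate explanation, which was found and tested on the same data. Neither the labels nor the paper name one, and in the names of the deposited tables these are the only libraries without a number. The highest other value, 0.444, is that of a pair with the same number in those names. Deviations within a group cancel out, so the correlation of 0.626 makes the remaining control and labelled double-KO libraries correlate positively on balance. Pairs with unlike numbers did so too (0.399 and 0.258), so the value of 0.444 is no further evidence of a batch. No biological explanation was tested, since the design gives no condition that both share. A block by the numbers in those names, which holds these libraries in a block of their own, gave 359 genes called in the labelled double-KO (114 higher, 245 lower) against 367 without a block, and the fit without both libraries gave 666.

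*Col1a2* and *Pdgfra* rose in *Nf2*-KO, with log2 fold changes of 9.47 (standard error 0.60, edgeR adjusted p = 3.8e-07) and 4.45 (standard error 0.78, edgeR adjusted p = 7.7e-04). Both also rose in the libraries labelled *Rasa1*-KO, by 7.27 (edgeR adjusted p = 2.7e-06) and 3.28 (edgeR adjusted p = 0.0045), and did not in those labelled double-KO (-0.11, edgeR adjusted p = 0.95, and -2.30, edgeR adjusted p = 0.11). With exchanged labels, they rose in both groups with an *Nf2* knockout. Fibroblasts among the cells are argued against by a list of 8 of their abundant transcripts. Of the 7 tested, 3 were not higher in *Nf2*-KO. *Dcn* was lower (-0.72, edgeR adjusted p = 0.036, from 60.8 to 36.9 CPM), *Fn1* was unchanged (-0.07, edgeR adjusted p = 0.89) and *Col6a1* did not pass the threshold (0.56, edgeR adjusted p = 0.075). *Col3a1* reached 6575 CPM from 490 CPM, *Col1a1* 355 from 11.2, *Vim* 3836 from 833 and *Sparc* 725 from 209. *Fn1* and *Col6a1* are already abundant in control (3173 and 1288 CPM), so the fall of *Dcn* carries most of this argument. *Dcn* fell in the libraries labelled *Rasa1*-KO as well, by 1.13 (edgeR adjusted p = 0.0041). S1 control cells express all 7. A change of the tumor cells themselves remains open as a hypothesis, and its tie to the *Nf2* knockout depends on the labels.

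The paper measures *Aqp5*, *Axin2* and *Ccnd1* in S1M cells, and these are their values in S1 tumorspheres. Against control, *Aqp5* rose by 3.65 in the labelled *Rasa1*-KO, 3.20 in *Nf2*-KO and 0.34 in the labelled double-KO. *Axin2* changed by -1.28, -0.49 and 0.47, and *Ccnd1* by 1.52, 1.16 and 0.52. *Bcl2* changed by -0.26, -0.32 and -0.22 (edgeR adjusted p = 0.049, 0.019 and 0.21). *Bcl2l1*, the gene of Bcl-xL, changed by -0.41, -0.59 and -0.09 (edgeR adjusted p = 0.020, 0.0026 and 0.72). By immunofluorescence of S1 tumorspheres, the paper reports more Bcl-2 protein in *Nf2*-KO and double-KO. It reports more Bcl-xL protein in *Rasa1*-KO and double-KO. No rise of either mRNA was seen here, and mRNA does not measure protein. *Yap1* changed by 0.05, 0.08 and 0.21. *Cdh1*, *Trp53* and *Smad4* are edited in ChetPS mice. *Cdh1* changed by -1.57, -2.09 and -0.29, *Trp53* by -1.05, -0.78 and -0.17 and *Smad4* by -0.05, -0.04 and -0.18. With exchanged labels, the first and last value of each gene change places.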
